# Heparin-binding epidermal growth factor and fibroblast growth factor 2 rescue Müller glia-derived progenitor cell formation in microglia- and macrophage-ablated chick retinas

**DOI:** 10.1242/dev.202070

**Published:** 2023-12-06

**Authors:** Heithem M. El-Hodiri, James R. Bentley, Alana G. Reske, Olivia B. Taylor, Isabella Palazzo, Warren A. Campbell, Nicklaus R. Halloy, Andy J. Fischer

**Keywords:** Müller glia, Cell signaling, Microglia, Retinal regeneration, scRNA-seq

## Abstract

Recent studies have demonstrated the impact of pro-inflammatory signaling and reactive microglia/macrophages on the formation of Müller glial-derived progenitor cells (MGPCs) in the retina. In chick retina, ablation of microglia/macrophages prevents the formation of MGPCs. Analyses of single-cell RNA-sequencing chick retinal libraries revealed that quiescent and activated microglia/macrophages have a significant impact upon the transcriptomic profile of Müller glia (MG). In damaged monocyte-depleted retinas, MG fail to upregulate genes related to different cell signaling pathways, including those related to Wnt, heparin-binding epidermal growth factor (HBEGF), fibroblast growth factor (FGF) and retinoic acid receptors. Inhibition of GSK3β, to simulate Wnt signaling, failed to rescue the deficit in MGPC formation, whereas application of HBEGF or FGF2 completely rescued the formation of MGPCs in monocyte-depleted retinas. Inhibition of Smad3 or activation of retinoic acid receptors partially rescued the formation of MGPCs in monocyte-depleted retinas. We conclude that signals produced by reactive microglia/macrophages in damaged retinas stimulate MG to upregulate cell signaling through HBEGF, FGF and retinoic acid, and downregulate signaling through TGFβ/Smad3 to promote the reprogramming of MG into proliferating MGPCs.

## INTRODUCTION

The process of retinal regeneration varies between vertebrate species. In fish retinas, neuronal regeneration is a robust process that restores visual function following injury, whereas this process is far less robust in birds and absent in mammals (Hitchcock and Raymond, 1992; Karl et al., 2008; Raymond, 1991). Müller glia (MG) have been identified as the cell of origin for progenitors in regenerating retinas (Bernardos et al., 2007; Fausett and Goldman, 2006; Fausett et al., 2008; Fischer and Reh, 2001; Ooto et al., 2004). In the retina, MG are the most prevalent type of support cell and these cells normally provide metabolic support, structural support, synaptic support and contribute to recycling of visual pigments (Reichenbach and Bringmann, 2013). Neuronal damage, certain growth factors or drug treatments can stimulate MG to become activated, de-differentiate, upregulate genes associated with progenitor cells, proliferate and produce new neurons (Fischer and Bongini, 2010; Gallina et al., 2014; Wan and Goldman, 2016).

In mammalian retinas, the reprogramming of MG into progenitor-like cells requires significant stimulation, such as forced expression of *Ascl1*, inhibition of histone deacetylases, and neuronal damage, to produce a few functional neurons (Jorstad et al., 2017; Pollak et al., 2013; Ueki et al., 2015). Alternatively, inducible, targeted deletion of *Nfia*, *Nfib* and *Nfix* in mature MG, combined with intra-ocular injections of insulin+FGF2 and neuronal damage, stimulates the reprogramming of MG into progenitors that produce cells resembling inner retinal neurons (Hoang et al., 2020). In damaged chick retinas, MG form numerous proliferating MG-derived progenitor cells (MGPCs), but the neurogenic capacity of MGPCs is very limited with relatively few progeny differentiating into neurons (Fischer and Reh, 2001, 2003). Identification of the mechanisms that activate or suppress the formation of MGPCs and suppress the neurogenic potential of MGPCs is required to harness the regenerative potential of MG in warm-blooded vertebrates.

The responses of immune cells, namely microglia and macrophages, to damage have a profound impact upon the ability of MG to reprogram into progenitor-like cells. For simplicity, hereafter microglia and macrophages will be collectively referred to as microglia because these cell types are not easily distinguished within the retina. In zebrafish, microglia influence the ability of MG to regenerate retinal neurons; the absence of reactive microglia slows the process of neuronal regeneration (Huang et al., 2012; White et al., 2017). In mouse, ablation of microglia enhances the generation of neuron-like cells from Ascl1-overexpressing MG in the retina (Todd et al., 2020). Reactive microglia rapidly upregulate pro-inflammatory cytokines to damaged retinas (Todd et al., 2019), and these cytokines activate NFκB signaling in MG, which, in turn, suppresses the neurogenic potential of Ascl1-overexpressing MG (Palazzo et al., 2022). In chick, ablation of microglia from the retina blocks the formation of proliferating MGPCs in damaged retinas (Fischer et al., 2014). Further, we previously found that the impact of NFκB signaling on the formation of MGPCs is reversed in the absence of reactive microglia; activation of NFκB suppresses MGPC formation, whereas in the absence of microglia activation of NFκB starts the process (Palazzo et al., 2020). Accordingly, the purpose of this study was to investigate the mechanisms underlying the failure of MGPC formation in chick retinas in which the microglia/macrophages have been ablated.

## RESULTS

### Single-cell RNA-sequencing analyses of MG from retinas with and without microglia

For simplicity, hereafter, we refer to retinal microglia and infiltrating macrophages as ‘microglia’ because the CD45 antibodies used to identify these cells do not distinguish between microglia and macrophages. Retinal microglia were depleted by a single intravitreal injection of clodronate liposomes, which effectively destroys >95% of microglia within 3 days of treatment. Fluorescently labeled clodronate liposomes accumulate only at the vitread surface of the retina and are taken up only by microglia, whereas the MG appear unaffected (Fischer et al., 2014; Zelinka et al., 2012). We also tested CSF1R antagonists, PLX5622 and BLZ945, in chick with the intent of ablating microglia in the retina. However, although chick microglia highly express CSF1R, these antagonists did not deplete retinal microglia (Fig. S4).

We generated four single-cell RNA-sequencing (scRNA-seq) libraries: (1) control undamaged retina, (2) undamaged retinas with microglia depleted, (3) NMDA-damaged retinas at 24 h after treatment, and (4) NMDA-damaged retinas at 24 h after treatment with microglia depleted. 

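Clodronate liposomes are taken up by phagocytes and kill them, so the libraries ask what MG express once microglia are gone, with and without the excitotoxic damage done by NMDA. Dissociated retina was captured by droplet-based scRNA-seq from chicks injected at P6 and P10 and sampled 24 h after the last injection. There was 1 library for each of the conditions saline, NMDA, clodronate+saline and clodronate+NMDA, so no value below has a replicate and no test between conditions was made. The methods give 20 min of papain, the sample labels 15 min. The authors counted UMIs per gene and cell barcode with Cell Ranger, for which the methods state v3.1.0 (Figs 1 and 3-7) or v7.0.1 (Fig. 2) with GRCg6a and Ensembl release 94. The count matrices used here name v7.0.1 in their headers, and their gene identifiers are of the series used in Tables S1-S3, so the annotation is not settled by the stated build. The saline library held 10905 cell barcodes and 20614413 UMIs, the NMDA library 10897 and 27033560, the clodronate+saline library 11434 and 25131894, and the clodronate+NMDA library 8050 and 24031990. Cells with 200 to 2500 genes and at most 5% mitochondrial UMIs were kept, as the methods state. They were clustered in Seurat at resolution 0.8, and the genes the paper names and those of the lists fixed beforehand were left out of the variable genes, while genes picked later for the size of their ratio were not. Doublets were kept, since the methods name no doublet caller. A cluster was named MG-like when the share of MG markers enriched in it led that of every other class by a fixed factor and its top 10 genes held no more markers of another class than of MG, a rule and factor set after the clusters had been seen. Their UMIs were summed per library, scaled to the total of these UMIs (CPM) and compared as log2 ratios of CPM, each followed in parentheses by its 95% interval from the Poisson counts. A list of genes is given by the median of its log2 ratios over genes with at least 20 UMIs in the pair of libraries, and by where that median lies among 10000 random lists matched on expression, as a description of these libraries. Genes named only as members of a longer list were picked after their values were seen. All intervals cover counting error only and not the difference between birds. Those of CPM and of ratios also leave out the spread between the cells of a library, and can be too narrow for that reason.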

Although we have previously extracted discrete information from these scRNA-seq libraries regarding the impact of microglia on the expression of NFκB-signaling components in MG (Palazzo et al., 2020), herein we provide the first in-depth analyses of these datasets. Uniform manifold approximation and projection (UMAP) plots of aggregated libraries (43,566 total cells) revealed distinct clusters of cell types, with neuronal types clustered together regardless of treatment and MG forming distinct clusters that correlated with treatments (Fig. 1A,B). 

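The retina holds many more neurons than glia, and each class has genes that it alone expresses strongly. Bipolar-like cells, with markers such as *VSX1* and *OTX2*, made up 48.4% of the cells that passed the filter in the saline library, 52.7% in NMDA, 41% in clodronate+saline and 45.4% in clodronate+NMDA. Amacrine-like cells, with *GAD1* or *TFAP2A* among theirs, were 20.2%, 16.6%, 28.7% and 25.9% of the same libraries. Horizontal-like cells with *ONECUT1* and *PROX1* were 5.61%, 5.14%, 4.44% and 7.56%, and retinal ganglion-like cells with *POU4F2* and *NEFL* were 1.73%, 0.909%, 1.79% and 2.61%. Cone-like cells were 4.27%, 8.11%, 6.3% and 9.03% and rod-like cells 0.816%, 1.01%, 1.04% and 0.623%, while cells like oligodendrocytes or non-astrocytic inner retinal glia were 0.764%, 0.909%, 0.922% and 0.346%. Clusters that met no rule for a name held the rest, 9.9%, 12.1%, 11.2% and 5.54%. The study states a total of 43566 cells; the matrices used here hold 41286 barcodes, and 33265 of them passed the filter: 9681 in saline, 8474 in NMDA, 9329 in clodronate+saline and 5781 in clodronate+NMDA. These cells formed 37 clusters, 2 of them MG-like. MG-like cells of undamaged retinas lay in cluster 10 (808 from saline, 428 from clodronate+saline, 3 from clodronate+NMDA and 0 from NMDA). Those of damaged retinas lay in cluster 25 (220 from NMDA, 169 from clodronate+NMDA, 5 from clodronate+saline and 0 from saline), so both comparisons with and without clodronate are made within a cluster and those between NMDA and saline across clusters.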

Clusters of retinal cells were identified based on cell-distinguishing markers, as described in Materials and Methods. Resting MG were identified based on patterns of expression for *GLUL*, *RLBP1* and *GPR37L1*, and activated MG were identified based on expression of *PMP2*, *TGFB2* and *MDK* (Fig. 1B-D). 

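MG recycle neurotransmitter and support neurons, and the genes for this work mark them at rest. *GLUL* encodes glutamine synthetase, which turns glutamate into glutamine; its level was 16134 (15998 to 16269.8) CPM in MG-like cells of the saline library, 12744 (12579 to 12911) in clodronate+saline, 662 (618 to 708) in NMDA and 958 (895 to 1025) in clodronate+NMDA. *RLBP1*, for a retinaldehyde-binding protein of the visual cycle, stood at 1556 CPM in saline and 1036 in clodronate+saline against 33.6 and 179.6 in the damaged libraries. The orphan receptor gene *GPR37L1* followed the same order, with 787, 620.0, 53.9 and 137 CPM. Among the markers of activated MG, *TGFB2* encodes a secreted growth factor and had 7 UMIs in saline and 6 in clodronate+saline, but 910 in NMDA (711 CPM) and 631 in clodronate+NMDA (708 CPM). *MDK*, for the secreted cytokine midkine, was at 134 CPM in saline, 86.3 in clodronate+saline, 1735 in NMDA and 581 in clodronate+NMDA. No feature of the matrices carries the name *PMP2*.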

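Microglia are the resident macrophages of the retina and make the complement proteins C1q, while *CSF1R* encodes the receptor that keeps them alive. Over all barcodes, *C1QB* had 54 UMIs in the saline library, 106 in NMDA, 0 in clodronate+saline and 0 in clodronate+NMDA. *C1QC* had 82, 83, 0 and 1 UMIs in the same order, and *C1QA* 36, 30, 1 and 3. *CSF1R* had 23, 43, 5 and 3. The interval for *C1QB*, with no UMI in either clodronate-treated library, reaches 0.147 CPM in clodronate+saline and 0.153 CPM in clodronate+NMDA. Cells with UMIs for at least 4 microglia markers, a rule chosen after the data had been seen, numbered 36 in saline, 53 in NMDA and 0 in either clodronate-treated library. All 36 of those in saline and 36 of those in NMDA passed the filter on genes and mitochondrial UMIs. The median was 898 UMIs per cell in saline, and 940 in NMDA over all 53, with those that failed the filter. Most of those that passed lay in cluster 27, which held markers of erythrocytes (*HBA1*, *HBBA*) and of microglia together and was left unnamed.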

Very few (<50) microglia were captured from control retinas, and these cells were filtered based on low genes/unique molecular identifiers (UMIs) per cell; this may be because the libraries were generated using Chromium 3′ V2 reagents, which have limited sensitivity compared with more recently developed reagents. We bioinformatically isolated MG and re-ordered these cells in a UMAP plot. 

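MG span the retina as a sparse population among neurons. MG-like cells numbered 808 in the saline library, 8.35% of the cells that passed the filter (7.8 to 8.91, exact binomial interval), and 433 in clodronate+saline (4.64%, 4.22 to 5.09). In damaged retinas they numbered 220 with NMDA (2.6%, 2.27 to 2.96) and 172 with clodronate+NMDA (2.98%, 2.55 to 3.45). Their UMIs summed to 3367943, 1785389, 1280394 and 891017 in the same order, at a median of 4137, 4155, 6031 and 5284 UMIs per MG-like cell. The limit of 2500 genes removed 297 barcodes from saline, 578 from clodronate+saline, 1092 from NMDA and 1162 from clodronate+NMDA; without it the MG-like share was 6.82% in NMDA and 4.58% in clodronate+NMDA. In these libraries it was 5.26% and 5.79% at a mitochondrial limit of 10%, 0% and 0.035% at resolution 0.4, and 7.65% and 7.73% with a marker score per cell, which gave 7.99% in clodronate+saline. Cluster 14, in which MG markers such as *VIM* and *SLC1A3* and rod markers were both enriched and whose top genes include *INHBA*, *NES* and *WNT6*, was left out, which set aside 1.52%, 2.41%, 3.26% and 3.82% of the cells of saline, clodronate+saline, NMDA and clodronate+NMDA; with it kept, an alternative chosen after seeing the data, the MG-like share was 7.05% in clodronate+saline, 5.85% in NMDA and 6.8% in clodronate+NMDA. Rod and cone markers, which MG should lack, had CPM in MG-like cells at a median of 17.6%, 10.2%, 12.8% and 10.3% of their CPM over all barcodes of these libraries.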

Approximately 1000 MG from each treatment group formed distinct clusters of cells that were segregated into resting and activated MG (Fig. 1C,D). We generated lists of differentially expressed genes (DEGs) that were up- or downregulated in MG in undamaged and damaged retinas when the microglia were ablated (Fig. 1E,G; Tables S1-S3). The depletion of microglia in undamaged retinas caused MG to downregulate many (121) genes associated with resting MG, including different receptors, transcription factors, and components of different cell signaling pathways (Fig. 1F,G). 

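Resting MG clear glutamate, buffer pH and hold back Wnt signals, and many of their genes were lower in undamaged retinas without microglia. *WIF1*, which encodes a secreted inhibitor that binds Wnt ligands, went furthest of the genes that Fig. 1F shows as lower: 2913 UMIs in saline and 10 in clodronate+saline, a log2 ratio of -7.27 (-8.33 to -6.39). Another Wnt antagonist, *SFRP1*, had a ratio of -1.26 (-1.40 to -1.14), and *BAMBI*, a decoy receptor for BMP and TGFβ, -1.13 (-1.45 to -0.83). Receptors were lower too, with *CXCR4* (the receptor for the chemokine CXCL12) at -0.94, the orphan receptor *GPR37* at -0.85 and the sphingosine-1-phosphate receptor *S1PR1* at -0.71. *CA2*, for carbonic anhydrase, had a ratio of -0.74 and *GLUL* the small one of -0.34 (-0.36 to -0.32). All 14 of the genes that Fig. 1F shows as lower were lower, with a median of -0.74 (-0.82 to -0.70), below all 10000 random lists; the paper chose them from these same libraries, so they are not independent evidence of direction. A wider list of resting MG genes fixed from textbook knowledge, 20 measured, had 16 lower and a median of -0.40 (-0.49 to -0.31). It shares *GLUL*, *RLBP1*, *CRABP1*, *CA2*, *GPR37*, *GPR37L1*, *S1PR1*, *ID4*, *WIF1* and *SFRP1* with Fig. 1F, so it is not independent of the paper's choice. It holds *AQP4*, a water channel that was slightly higher without microglia (0.20, 0.10 to 0.30), and *TF*, for transferrin (1.08, 0.25 to 1.92). In bipolar-like cells, which should lack most of these transcripts, the Fig. 1F genes had a median of -1.12.

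**Figure D1:**
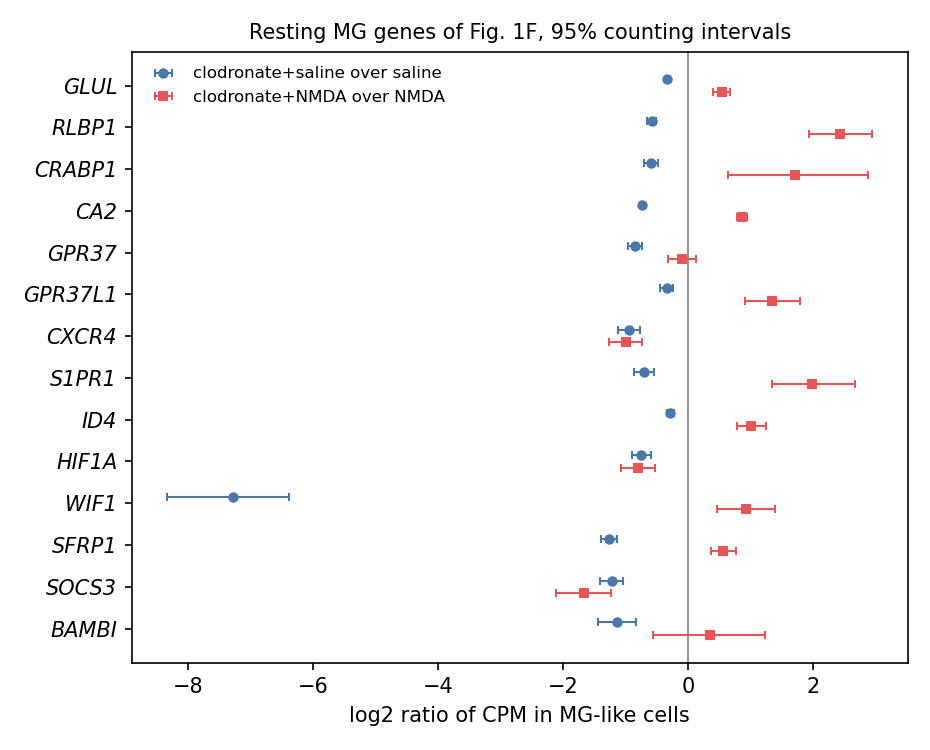
Log2 ratio of CPM in MG-like cells (x axis) for each gene that Fig. 1F shows as lower, in clodronate+saline over saline (circles) and clodronate+NMDA over NMDA (squares), with 95% counting intervals as bars; 1 library per condition. All circles lie below 0, while 10 of the squares lie above it.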

Many (87) of these genes were also downregulated by MG in NMDA-damaged retinas (Fig. 1G). 

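Damage by NMDA is known to push MG out of their resting state. *CRABP1*, which encodes a retinoic acid-binding protein, had 2777 UMIs in MG-like cells of saline and 11 in NMDA (log2 ratio -6.58, -7.59 to -5.74), and *RLBP1* had a ratio of -5.53 (-6.00 to -5.10). *CXCR4* was an exception with -0.06 (-0.22 to 0.10), and *HIF1A*, for the oxygen-regulated transcription factor, had a small ratio of -0.51 (-0.68 to -0.35). The genes of Fig. 1F that were lower with clodronate had a median of -3.24 (-3.38 to -3.15) in NMDA over saline. By their ratios all 14 were lower in both comparisons, *CXCR4* within the counting error. Of 354 genes that Table S1 lists as lower at an adjusted p below 0.01 and that were lower with clodronate here, 269 (76%) were also lower after NMDA. Both comparisons share the saline library, which by itself can make such overlaps: in simulated counts with no difference between conditions, 59.5% of the genes lower in the former were lower in both. The simulated genes did not differ, unlike genes listed at an adjusted p below 0.01, so that share is no baseline for the 354. With the saline cells split between the comparisons, 266 of the 354 (75.1%) were lower after NMDA. The 354 genes had been chosen with all saline cells, so the split does not remove the effect of the shared library. Over all genes with at least 20 UMIs, the median in NMDA over saline was -0.045.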

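Glia that respond to stress often express lipid carriers, secreted cytokines and MHC genes. In undamaged retinas without microglia, the lipid chaperone genes *FABP5* and *FABP7* had log2 ratios of 1.47 (1.25 to 1.69) and 1.05 (0.99 to 1.12), and *FABP9*, another of the family, 3.25 (2.90 to 3.62). *S100A10*, for a partner of annexin, had 426 and 641 UMIs, and *MIF*, a secreted inflammatory cytokine, 1.00 (0.96 to 1.04). *INHBA*, for the activin subunit, had 0.94 (0.78 to 1.10), and the heparan sulfate proteoglycan *SDC4* 2.43 (1.71 to 3.21) from 22 and 63 UMIs. The MHC class I genes *BF1* and *BF2*, whose proteins show peptides to T cells, had ratios of 1.93 and 1.84. Transcription factor genes of glia had smaller ratios, *SOX9* 0.50 (0.41 to 0.58), *HES1* 0.27 (0.05 to 0.47) and *NFIC* 0.64 (0.45 to 0.83), while the stress-responsive *KLF6* had 1.26 (1.01 to 1.52). The 12 measured genes that Fig. 1F shows as higher, a list the paper drew from these libraries and which therefore gives no independent evidence of direction, had a median of 1.16 (1.03 to 1.26), and all 12 were higher. A textbook list of reactive glia genes had 11 of 14 higher and a median of 0.55 (0.48 to 0.75), above 99.99% of the random lists. It holds *ANXA2*, for a membrane-binding annexin (4.23, 3.75 to 4.75), *VIM*, for the intermediate filament vimentin (0.63, 0.60 to 0.65), and *GFAP*, for another filament (0.47, 0.32 to 0.61). It shares *S100A10* with the genes that Fig. 1F shows as higher, and *SOCS3* with those it shows as lower. The list is therefore not wholly independent of the paper's choice. Outside these lists, the acute-phase lipocalin *EXFABP* had 3.51 (3.29 to 3.74), the metallothionein *MT4* 4.68 (4.42 to 4.95) and the melatonin receptor *MTNR1B* 4.03 (3.17 to 5.03).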

The depletion of microglia in undamaged retinas caused MG to significantly upregulate many (265) genes associated with activated MG, including secreted factors, pro-inflammatory cell signaling components, genes involved in fatty acid metabolism and transcription factors known to promote a glial phenotype (Fig. 1E,F).

**Fig. 1.**
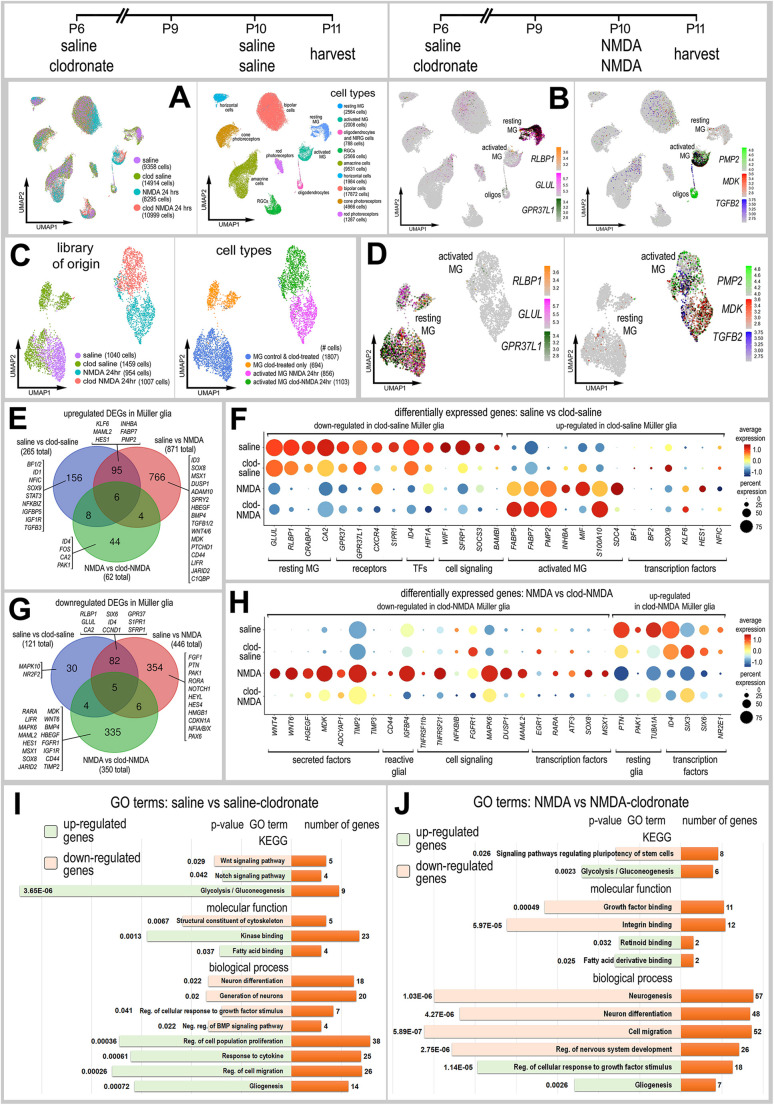
**scRNA-seq of normal and damaged retinas with and without microglia.** Retinas were treated with saline or clodronate liposomes at P6, followed by saline or NMDA at P10, and tissues harvested at 24 h after the last injection. (A) UMAP ordering of cells for libraries of origin and distinct clusters. (B,D) In UMAP heatmap plots, resting MG were identified by elevated expression of *RLBP1*, *GLUL* and *GPR37L1*, and activated MG were identified by elevated expression of *PMP2*, *MDK* and *TGFB2*. (C,D) MG were bioinformatically isolated and re-embedded in UMAP plots. (E,G) Lists of DEGs were generated (Tables S1-S3) for MG from retinas treated with saline versus clodronate+saline, saline versus NMDA, and NMDA versus clodronate+NMDA. Numbers of up- and downregulated DEGs are plotted in Venn diagrams with representative unique genes listed. (F,H) Dot plots illustrating the percentage of expressing MG (size) and significant (*P*<0.01) changes in expression levels (heatmap) for genes in MG from retinas treated with saline versus saline+clodronate (F) and NMDA versus NMDA+clodronate (H). (I,J) GO enrichment analysis was performed for lists of DEGs in MG treated with saline±clodronate and NMDA±clodronate. Gene modules for upregulated (green) and downregulated (peach) genes were grouped by GO category with *P*-values and numbers of genes in each category. Clod, clodronate; KEGG, Kyoto Encyclopedia of Genes and Genomes; Neg., negative; oligos, oligodendrocytes; Reg., regulation; TF, transcription factors.

There is some evidence that MG in the fish retina can adopt phagocytic functions when microglia are ablated (Thiel et al., 2022). Accordingly, we probed scRNA-seq libraries for genes associated with the phagocytic cup and early endosomes in MG in damaged retinas with and without microglia. 

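Phagocytes engulf debris through receptors at the phagocytic cup and sort it in early endosomes. *TREM2* and *RIN3* had 0 UMIs in MG-like cells of every library, and *CR1*, a complement receptor, had UMIs only in clodronate+NMDA (3). *SORL1*, for a sorting receptor, had a log2 ratio of 1.39 (0.62 to 2.19) in clodronate+NMDA over NMDA, below its level in saline: 187 CPM there, 18 in NMDA and 47.1 in clodronate+NMDA. *SPPL2A*, for a protease of endosomal membranes, had 0.48 (0.11 to 0.84), and *PICALM*, a clathrin adaptor, 0.01 (-0.61 to 0.62). In a longer list of phagocytic receptors and bridging proteins fixed from textbook knowledge, 13 of 18 measured genes were higher, with a median of 0.18 (0.04 to 0.41), above 86.59% of the random lists. Its members went both ways: *MERTK*, a receptor for apoptotic cells, had 7 UMIs in NMDA and 27 in clodronate+NMDA (2.47, 1.24 to 3.91) and *MEGF10* 1.22 (0.76 to 1.68), while the lipid exporter *ABCA1* had -2.27 (-2.98 to -1.61) and the integrin *ITGAV* -0.58 (-0.75 to -0.41). A list of early endosome genes had 15 of 21 higher and a median of 0.12 (0.00 to 0.30), with *RAB5A*, whose GTPase marks the compartment, at 0.12 (-0.33 to 0.57) and *EEA1*, its tether, at 0.30 (-0.30 to 0.89).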

MG did not upregulate any receptors found in phagocytic cups or genes associated with early endosomes in damaged retinas in which microglia had been ablated. These genes were either not expressed (or expressed at very low levels) or were unaffected by the ablation of microglia, with the exception of *BIN1* and *RABEP1* (only two out of 15 genes; *AP4M1* was not significantly different) (Fig. S1).

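BIN1 bends membranes during endocytosis, RABEP1 links RAB5 to endosome fusion, and AP4M1 belongs to an adaptor complex that sorts cargo from the Golgi. Their log2 ratios in clodronate+NMDA over NMDA were -0.38 (-1.18 to 0.38), -0.04 (-0.46 to 0.36) and 0.31 (-0.29 to 0.92), from 43, 126 and 52 UMIs in NMDA, and all these intervals hold 0. Other genes of Fig. S1 near 0 were *ZYX*, for the focal adhesion protein zyxin, at 0.17 (-0.30 to 0.64) and *RAB10*, for a vesicle GTPase, at 0.07 (-0.24 to 0.38). Over the 10 genes of Fig. S1 with enough UMIs, 8 were higher and the median was 0.22 (-0.01 to 0.44), above 83.49% of the random lists; no feature is named *CD33*. Undamaged retinas gave a median of 0.09, with *PICALM* lower (-1.12, -1.53 to -0.72) and *ZYX* higher (0.87, 0.47 to 1.28).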

We identified many DEGs in MG in damaged retinas that were affected by the absence of microglia (Fig. 1E,G,H). 

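In damaged retinas, the largest differences between MG with and without microglia included interferon-induced genes on the high side and secreted factors on the low side. *IFIT5*, which binds viral RNA, had 7 UMIs in NMDA and 289 in clodronate+NMDA, the largest ratio among 1103 genes abundant in MG-like cells (5.89, 4.83 to 7.22). *ANXA1*, for an annexin that resolves inflammation (5.84, 4.70 to 7.30), *RSAD2*, for the antiviral enzyme viperin (5.28, 3.35 to 8.36), and the peptidyl arginine deiminase gene *PADI3* (3.76, 2.77 to 4.94) were also among the highest, as were *LGALS1A*, for a galectin (3.62, but -0.51 with MG-like cells picked by a marker score per cell), the desaturase gene *FADS2* (3.26) and *S100A11* (2.82). On the low side, *GABRG3*, for a GABA receptor subunit, had 82 UMIs in NMDA and 0 in clodronate+NMDA, at least 19-fold lower. *RSPO3*, whose protein amplifies Wnt signals, had 138 and 1 (-6.58, -11.90 to -4.08), the prostaglandin D synthase gene *HPGDS* 105 and 1 (-6.19, -11.51 to -3.68), and *FABP4* 95 and 1 (-6.05, -11.37 to -3.53). The hyaluronan synthase gene *HAS2* (-5.30, -7.18 to -3.92), *HPX*, for the heme carrier hemopexin (-4.96, -6.59 to -3.71), and *FKBP6* (-4.85, -7.92 to -2.95) were, with *WNT4* and *WNT6*, the other named genes among the 10 smallest ratios of those abundant genes. An unnamed gene, ENSGALG00010011204, had a ratio of 4.03 (3.84 to 4.22) at 3299.6 CPM in clodronate+NMDA, and another, ENSGALG00010015567, had 251 UMIs in NMDA and 0 in clodronate+NMDA. Of the genes that the paper's Table S2 lists as higher without microglia, 606 of 612 measured here were higher, and of those it lists as lower, 418 of 418 were lower; the table was drawn from these same libraries, so the counts are not independent evidence of direction.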

Relatively few (62) upregulated DEGs were identified, whereas numerous (350) downregulated DEGs were identified in MG in damaged retinas missing microglia (Fig. 1G). 

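NFκB, MAPK and Notch pathways carry inflammatory and growth signals, and each has receptors and feedback genes of its own. *TNFRSF11B* encodes a decoy receptor that blocks RANK ligand; its log2 ratio in clodronate+NMDA over NMDA was -1.36 (-2.17 to -0.61). The death receptor gene *TNFRSF21* had -0.77 (-1.02 to -0.52), and *NFKBIB*, whose protein holds NFκB in the cytoplasm, -0.31 (-0.71 to 0.08). *DUSP1*, for the phosphatase that ends MAPK signaling, had 464 UMIs in NMDA and 97 in clodronate+NMDA (-1.74, -2.07 to -1.42), and the related *DUSP7* 61 and 3 (-3.82, -6.14 to -2.21). *MAML2*, for a coactivator of Notch, had -0.96 (-1.31 to -0.62). Among growth factor regulators, *IGFBP4*, which binds insulin-like growth factors, had -3.20 (-3.48 to -2.92), and the neuropeptide gene *ADCYAP1* -1.86 (-2.25 to -1.49). The homeobox gene *MSX1* had -3.04 (-3.98 to -2.23), the chromatin regulator *JARID2* -2.49 (-3.11 to -1.92), and the cytokine receptor *LIFR* -1.44. *TIMP2* and *TIMP3* both encode inhibitors of matrix metalloproteases, but the ratio was -0.68 (-0.75 to -0.62) for the former and 1.00 (0.74 to 1.26) for the latter. *TIMP3* was lower instead when MG-like cells were picked by a marker score per cell (-0.50). Of 20 measured genes that Fig. 1H shows as lower, 19 were lower and the median was -1.37 (-1.56 to -1.15), below all 10000 random lists, on genes chosen by the paper from these libraries and so not independent evidence of direction. Their median was -1.34 in bipolar-like, -0.92 in cone-like, -0.79 in oligodendrocyte- or NIRG-like, -0.63 in horizontal-like and -0.48 in amacrine-like cells, and 0.10 (-0.56 to 0.33) in retinal ganglion-like and -0.08 (-0.83 to 0.47) in rod-like cells. Each median is over the genes with enough UMIs in that class, such as 20 in bipolar-like, 15 in cone-like and only 4 in rod-like cells. The 7 genes that Fig. 1H shows as higher had a median of 1.00 (0.74 to 1.15), among them *NR2E1*, a nuclear receptor of neural stem cells (1.54, 1.04 to 2.05), *TUBA1A*, for tubulin (1.16, 1.07 to 1.26), and *PTN*, for pleiotrophin (0.38, 0.23 to 0.54); *SIX3*, a homeobox gene of the eye field, had -0.21 (-0.40 to -0.03), and 0.011 when MG-like cells were picked by a marker score per cell. A textbook list of NFκB and inflammation genes had 7 of 13 lower and a median of -0.31 (-0.58 to 0.14), with the chemokine *CCL4* higher (1 and 19 UMIs) and the receptor *TNFRSF1A* lower (-1.67, -2.71 to -0.76).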

Downregulated DEGs included many secreted factors known to stimulate the proliferation of MGPCs, markers of reactive glia, and genes associated with NFκB signaling (*TNFRSF11B*, *TNFRSF21*, *NFKBIB*), MAPK signaling (*FGFR1*, *MAPK4*, *DUSP1*) and Notch signaling (*MAML2*) (Fig. 1G,H). 

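Injured MG secrete factors that can act back on themselves. *HBEGF* encodes a membrane-tethered growth factor for EGF receptors and was at 316 (286 to 348) CPM in MG-like cells of NMDA retinas and 118 (96.4 to 143) CPM in clodronate+NMDA, a log2 ratio of -1.42 (-1.75 to -1.11). For midkine, *MDK* had 2221 UMIs in NMDA and 518 in clodronate+NMDA (-1.58, -1.72 to -1.44). The ligand genes *WNT4* and *WNT6* were lower by far more, with 17 and 10 UMIs left in clodronate+NMDA. All these genes stayed above their level in saline, where *HBEGF* had 8.91 CPM. Of other secreted factors, *BMP4*, for a bone morphogenetic protein, had a ratio of -0.24 (-0.66 to 0.18), *TGFB2* -0.01 (-0.15 to 0.14) and *INHBA*, for an activin subunit, -2.53.

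**Figure D2:**
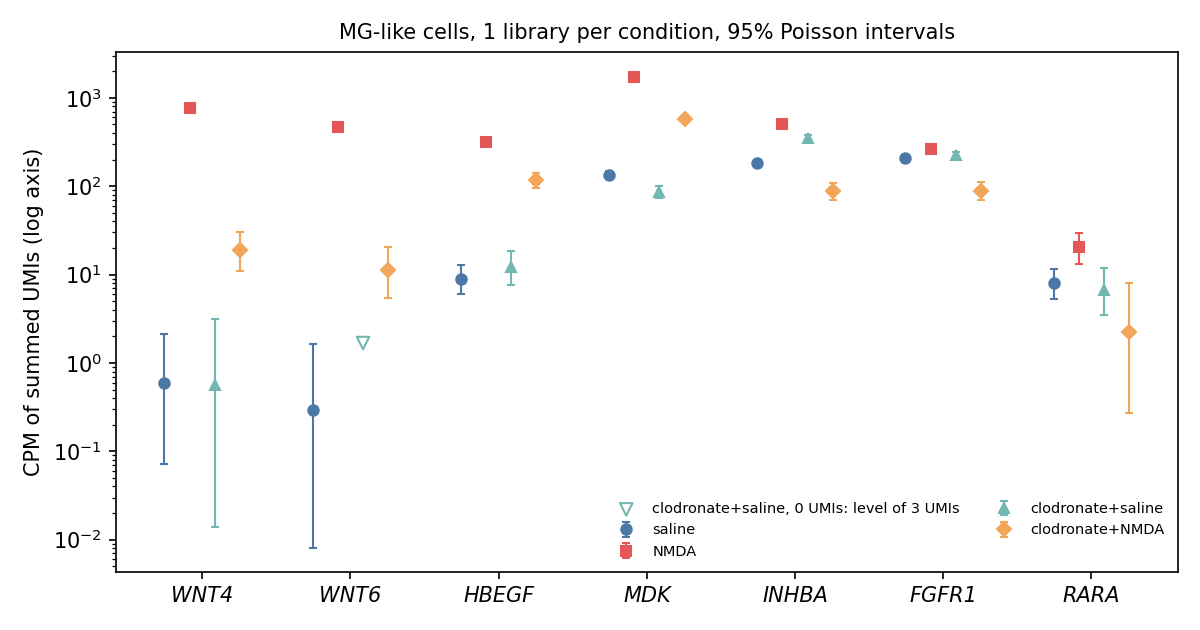
CPM of summed UMIs in MG-like cells (y axis, log scale) for *WNT4*, *WNT6*, *HBEGF*, *MDK*, *INHBA*, *FGFR1* and *RARA* in each library, 1 library per condition, with 95% Poisson intervals as bars; the open triangle stands at the level of 3 UMIs for *WNT6*, which had 0 UMIs in clodronate+saline. Each gene is higher in NMDA than in clodronate+NMDA, as the paper, which chose them from these libraries, had named them.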

Among the most significantly downregulated genes in MG in damaged retinas missing microglia encoded secreted factors known to stimulate the formation of proliferating MGPCs, including Wnt ligands (Gallina et al., 2015), HBEGF (Todd et al., 2015) and midkine (MDK) (Campbell et al., 2021a).

We performed Gene Ontology (GO) enrichment analyses of lists of up- and downregulated genes in MG in undamaged retinas without microglia. 

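Wnt and BMP ligands pattern the retina and keep progenitors, and inhibitors such as *WIF1* and *SFRP1* are expressed by resting MG. The Wnt list had 11 of 22 genes lower in clodronate+saline over saline and a median of -0.03 (-0.23 to 0.12), above 14.6% of the random lists. Its lower members included inhibitors, with *SFRP2*, for a secreted frizzled-related protein, at -0.72 (-1.07 to -0.39) and *NKD1*, which turns off Dishevelled, at -0.43 (-0.64 to -0.23), while the receptor *LRP5* was higher (0.68, 0.31 to 1.04). The BMP list had 11 of 15 lower and a median of -0.11 (-0.32 to 0.00). *SMAD6*, an inhibitor of BMP signals, had -0.79 (-1.20 to -0.39), *BMPR2*, a receptor, -0.56 (-0.83 to -0.28) and the ligand *BMP7* -1.02 (-2.12 to -0.03), whereas *ID1* and *ID3*, targets of the pathway, had 3.42 (2.69 to 4.23) and 1.74 (1.10 to 2.39), and the receptor gene *BMPR1B* 3.06 (2.38 to 3.79). For neurogenesis, a proneural list had 5 of 9 lower and a median of -0.21 (-0.39 to 0.27); *NEUROG2*, a proneural factor, had 55 and 14 UMIs (-1.06, -2.02 to -0.19), *DCX*, for a microtubule protein of young neurons, -0.32 (-0.59 to -0.06), and *SOX4* 0.69 (0.32 to 1.04) the other way. *TUBA1A*, a tubulin of growing neurites, had -1.70 (-1.76 to -1.63).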

Depletion of microglia from undamaged retinas stimulated MG to downregulate gene modules associated with Wnt signaling, BMP signaling and neurogenesis (Fig. 1I). 

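Glycolysis turns glucose into lactate, which MG feed to neurons, and its genes were mostly higher in undamaged retinas without microglia. *LDHA*, for the lactate dehydrogenase that makes lactate, had a log2 ratio of 1.01 (0.97 to 1.05), *GPI*, for phosphoglucose isomerase, 0.75 (0.68 to 0.81), and *ALDOC*, for aldolase, 0.46 (0.42 to 0.48). *LDHB*, whose enzyme favours the way back to pyruvate, had -0.56 (-0.63 to -0.50). The list had 14 of 18 genes higher and a median of 0.36 (0.24 to 0.41), above 99.97% of the random lists. In other cells of the same library the median was 0.70 in cone-like, 0.67 in rod-like, 0.26 in horizontal-like and 0.15 in amacrine-like cells, and nearer 0 in bipolar-like, retinal ganglion-like and oligodendrocyte- or NIRG-like cells. For Notch, whose receptors bind ligands on adjacent cells, 11 of 20 genes were higher with a median of 0.08 (-0.01 to 0.29): the target *HES5* had 2.09 (1.53 to 2.66) and the glycosyltransferase *LFNG* 0.64 (0.48 to 0.79), while the target *HEY1* had -0.63 (-1.23 to -0.05). Fatty acid genes had 11 of 17 higher and a median of 0.25 (0.07 to 0.48), with the lipid droplet gene *PLIN2* at 0.85 (0.47 to 1.24) and *ACSBG1*, for an acyl-CoA synthetase, at -1.14 (-1.48 to -0.81). Gliogenesis genes had 15 of 22 higher and a median of 0.20 (0.10 to 0.35), above 98.23% of the random lists. Of that list, Fig. 1F shows *SOX9*, *HES1*, *NFIC* and *KLF6* as higher and *ID4* as lower. It also shows as higher *FABP5* and *FABP7* of the fatty acid list and *MIF* of the glycolysis list. These lists are therefore not independent of the paper's choice from these libraries. For proliferation, a list of S and G2/M phase genes had a median of 0.12 (-0.16 to 0.47) over 9 genes, most with few UMIs; *PCNA*, a clamp for DNA polymerase, had 0.32 (-0.12 to 0.76). The growth regulator *MYC* had 1 UMI in saline and 17 in clodronate+saline.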

By comparison, depletion of microglia from undamaged retinas stimulated MG to upregulate gene modules associated with Notch signaling, fatty acid binding, glycolysis, cellular proliferation/migration and gliogenesis (Fig. 1I). GO enrichment analyses of lists of up- and downregulated genes in MG in damaged retinas without microglia revealed upregulated gene modules associated with glycolysis, fatty acid binding and gliogenesis, similar to the gene modules identified in undamaged retinas missing microglia (Fig. 1J). 

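The enzyme that makes lactate stands at the end of glycolysis, and hexokinase at its start. *LDHA* had a log2 ratio of 0.66 (0.57 to 0.75) in clodronate+NMDA over NMDA, *ALDOC* 0.40 (0.33 to 0.46) and *BPGM*, for a mutase, 0.99, whereas *HK2*, the hexokinase of growing cells, had -0.67 (-0.96 to -0.37), *TPI1* -0.33 (-0.45 to -0.21) and *PFKP* -0.27 (-0.50 to -0.05), the last at 0.020 with no upper limit on genes per cell. The glycolysis list had 11 of 18 genes lower and a median of -0.05 (-0.13 to 0.09), which was not distinguishable from 0 at this depth. Fatty acid genes had 10 of 15 higher and a median of 0.24 (0.00 to 0.36). The desaturase gene *SCD* had 4 and 15 UMIs (2.43, 0.78 to 4.48), *DBI*, an acyl-CoA carrier, 0.75 (0.59 to 0.91) and *FABP5* 0.70 (0.60 to 0.81), while *FABP7* had -0.71 (-0.79 to -0.64). Of 23 gliogenesis genes, 12 were higher, with a median of 0.06 (-0.14 to 0.21): the nuclear factor *NFIA* had 0.67 (0.51 to 0.83) and *SOX9* 0.26 (0.11 to 0.40), but *SOX8* had -1.12 (-1.41 to -0.84) and *GFAP* -1.67 (-2.55 to -0.87).

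**Figure D3:**
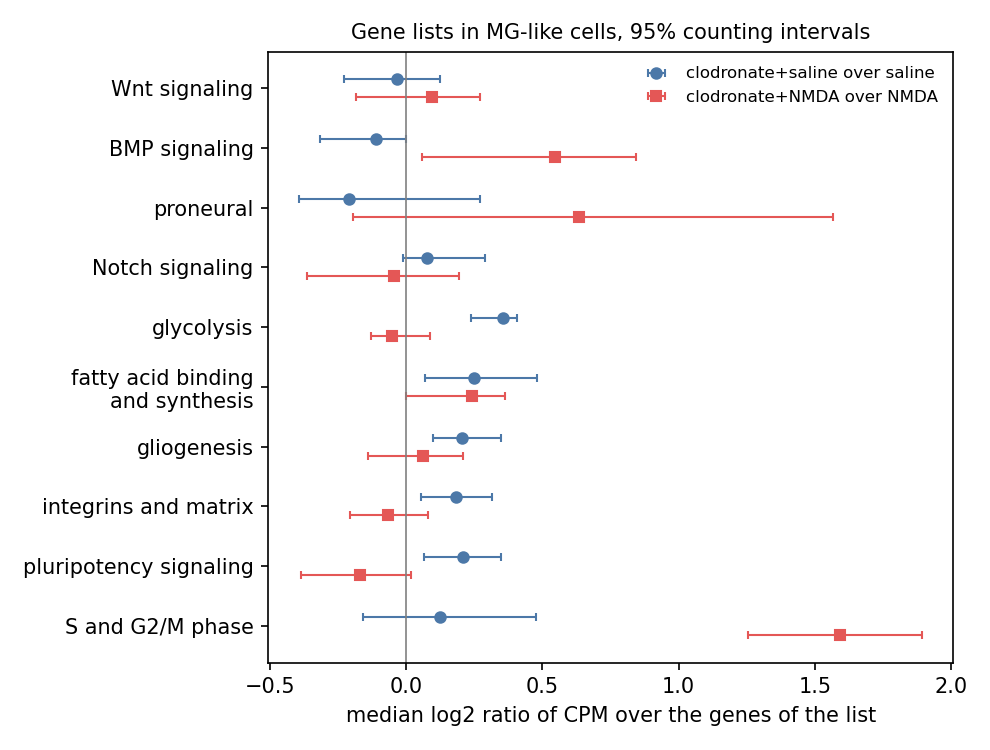
Median log2 ratio of CPM over the measured genes of each list (x axis) in MG-like cells, for clodronate+saline over saline (circles) and clodronate+NMDA over NMDA (squares), with 95% counting intervals as bars; 1 library per condition. Among the lists shown, the S and G2/M phase list in damaged retinas lies furthest from 0, at 1.59.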

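Pluripotency pathways in MG run through FGF, Wnt, activin and LIF receptors, and NMDA retinas express many of them. The list of pluripotency signaling had 14 of 22 genes lower in clodronate+NMDA over NMDA and a median of -0.17 (-0.39 to 0.02), above 6.91% of the random lists. The insulin-like growth factor receptor gene *IGF1R* had -0.46 (-0.65 to -0.27) and *WNT5A* -0.52 (-1.17 to 0.10), against *ID2*, for an inhibitor of differentiation, at 2.04 (1.17 to 3.00). Integrins and matrix genes had 14 of 26 lower and a median of -0.07 (-0.21 to 0.08): *FN1*, for fibronectin, had -0.96 (-1.56 to -0.39), *ITGB3* 25 and 6 UMIs, and the heparan sulfate carrier *SDC4* -2.37 (-2.71 to -2.04), while the basement membrane collagen *COL4A1* (1.42, 0.73 to 2.13) and *SPARC*, which binds collagen (0.90, 0.47 to 1.34), were higher. Of the neuronal genes measured, *DCX* was higher without microglia (1.55, 0.82 to 2.32) and *SOX4* lower (-0.74, -1.04 to -0.45), and 5 proneural genes had a median of 0.63 (-0.20 to 1.56). Notch genes had 9 of 15 lower and a median of -0.04 (-0.36 to 0.19), with *HES1* at -0.94 (-1.19 to -0.69), the ligand *JAG1* at -1.06 (-2.05 to -0.16) and *HEYL* at 2.85 (0.61 to 6.08). Wnt genes had a median of 0.10 (-0.18 to 0.27) despite the ligands: the receptor *FZD5* had 2.11 (1.63 to 2.61) and *LGR4*, a receptor for R-spondins, 1.56 (0.98 to 2.17), while *FZD7* had -1.95 (-3.02 to -1.01) and the transcription factor *TCF7L2* -1.30. BMP genes had 9 of 15 higher and a median of 0.55 (0.06 to 0.84), among them *ID1* (2.06, 1.47 to 2.69) and *ID3* (1.43, 0.99 to 1.88); *FST*, whose protein follistatin binds activin, had -1.49.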

By comparison, depletion of microglia from damaged retinas stimulated MG to downregulate gene modules associated with regulation of stem cell pluripotency, growth factor/integrin binding and neuronal development/differentiation (Fig. 1J).

### Implied ligand–receptor interactions that change when microglia are ablated

We next bioinformatically isolated the MG and re-embedded these cells to probe for putative ligand–receptor (LR) interactions using SingleCellSignalR (Cabello-Aguilar et al., 2020). We started by analyzing autocrine signaling among MG that might be affected by the ablation of microglia/macrophages. Resting MG included cells for saline and clodronate treatment groups; activated MG included cells from NMDA and clodronate+NMDA treatment groups. The numbers of LR interactions (significant upregulation of putative ligand and receptor) among MG in different treatment groups varied between 135 and 169 total interactions (Table S6). We performed analyses on MG from each treatment group and compared changes across the most significant LR interactions (Fig. 2A-D). 

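Integrins bind the extracellular matrix, and PTPRZ1 is a receptor phosphatase of glia that binds pleiotrophin. Each pair was given a score between 0 and 1 that grows with the mean levels of its ligand and receptor in MG-like cells of 1 library, by the formula of SingleCellSignalR. For *PTN* and *PTPRZ1* the score was 0.859 in saline and 0.857 in clodronate+saline. *FGF1* and *FGFR4*, a receptor for FGFs with 56 UMIs in saline and 22 in clodronate+saline, scored 0.646 and 0.613. *COL9A3*, for a collagen chain, and *ITGB1*, the shared integrin β chain, scored 0.73 and 0.697; *ITGB1* itself had a log2 ratio of -0.55 (-0.80 to -0.30) in clodronate+saline over saline, and *ITGB8* -1.68 (-1.99 to -1.38). Of 9 measured pairs that Table S6 lists for saline but not for clodronate+saline, 9 had the higher score in saline, by a median of 0.032; the table was made from these libraries, so a higher score there follows in part from the listing.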

Autocrine LR interactions unique to MG in undamaged retinas included signaling through different integrins, FGFR4 and pleotrophin (PTN)-PTPRZ1 (Fig. 2A,E). 

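Syndecans are cell-surface proteoglycans that capture growth factors such as midkine, and FGF18 acts through FGF receptors. In clodronate+saline, *SDC1* was higher than in saline (2.70, 2.42 to 2.99) while its partner *MDK* was lower (-0.64, -0.91 to -0.37), and the pair *MDK* and *SDC1* scored 0.852 against 0.769. *MDK* and *SDC4* scored 0.708 against 0.584. *FGF18* had 22 UMIs in saline and 58 in clodronate+saline (2.31, 1.58 to 3.09), and with *FGFR1* scored 0.622 and 0.784. For *EGF* and *EGFR* the scores 0.396 and 0.414 rest on 16 and 13 UMIs of the receptor. A collagen gene, *COL6A3*, had 9 and 50 UMIs (3.39, 2.35 to 4.60), which took its score with *ITGB1* from 0.497 to 0.711. Table S6 lists 14 measured pairs for clodronate+saline and not for saline, of which 13 had the higher score in clodronate+saline, by a median of 0.101, a count that is not independent of the listing.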

By comparison, LR interactions unique to MG in undamaged retinas missing microglia included signaling through different ligand–integrin pairs, MDK/SDC1/4, EGF/EGFR and FGF18/FGFR1 (Fig. 2B,E). LR interactions unique to MG in damaged retinas with microglia included HBEGF/EGFR, FGF18/FGFR1, and SMAD3 (Fig. 2C,F). 

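In damaged retinas MG make HBEGF themselves, while the receptor EGFR is scarce in them. *HBEGF* and *EGFR* scored 0.64 in NMDA and 0.564 in clodronate+NMDA, with 6 UMIs of *EGFR* in either library. With *CD82*, a tetraspanin that binds it, *HBEGF* scored 0.769 and 0.445. *FGF18* and *FGFR1* scored 0.822 in NMDA and 0.616 in clodronate+NMDA, with log2 ratios of -1.22 (-2.20 to -0.34) for the ligand and -1.58 (-1.96 to -1.23) for the receptor. *SMAD3*, which carries TGFβ signals to the nucleus, appears in Table S6 as the partner of ubiquitin genes: with *UBB* it scored 0.924 and 0.912, and with *RPS27A* 0.913 and 0.899; its own ratio was -0.35 (-0.89 to 0.17). *CNTF*, for a neurotrophic cytokine, and *LIFR* scored 0.694 and 0.556. Of 35 measured pairs listed for NMDA and not for clodronate+NMDA, 32 had the higher score in NMDA, by a median of 0.046, on pairs that the paper listed from these libraries and so not independent evidence.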

By comparison, LR interactions unique to MG in damaged retinas missing microglia included signaling through PTN/MDK/PTPRZ1, the endothelin receptor EDNRA, and the orphan receptor GPR37L1, which is normally highly expressed by resting MG (Fig. 2D,F). Collectively, these findings indicate that microglia have a significant impact on potential autocrine signaling among MG in damaged and undamaged retinas.

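Endothelin receptors and GPR37L1, a receptor for prosaposin, sit on glia. *PSAP*, for the secreted protein prosaposin, and *GPR37L1* scored 0.864 in NMDA and 0.909 in clodronate+NMDA, below 0.95 in saline; the receptor's log2 ratio was 1.34 (0.91 to 1.79) in damaged retinas without microglia. *GNAI2*, for a G protein, and the endothelin receptor *EDNRA* scored 0.695 and 0.738. *PTN* and *PTPRZ1* scored 0.76 and 0.813, while *MDK* and *PTPRZ1* scored 0.807 and 0.798. Of 14 measured pairs listed for clodronate+NMDA and not for NMDA, 12 had the higher score there, by a median of 0.055; the listing was made from these libraries as well.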

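Vitronectin and tenascin are matrix proteins that integrins bind. For *VTN*, which encodes the former, and the integrin *ITGB6*, the score was 0.724 in NMDA and 0.496 in clodronate+NMDA on 9 and 1 UMIs of the integrin, with none in either undamaged library. *TNC*, for tenascin, and *ITGAV* scored 0.925 in NMDA and 0.921 in clodronate+NMDA against 0.668 in saline and 0.782 in clodronate+saline, since *TNC* had 276 UMIs in NMDA and 20 in saline. Collectively from its findings, the paper reasons that microglia have a significant impact on potential autocrine signaling among MG in damaged and undamaged retinas.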

**Fig. 2.**
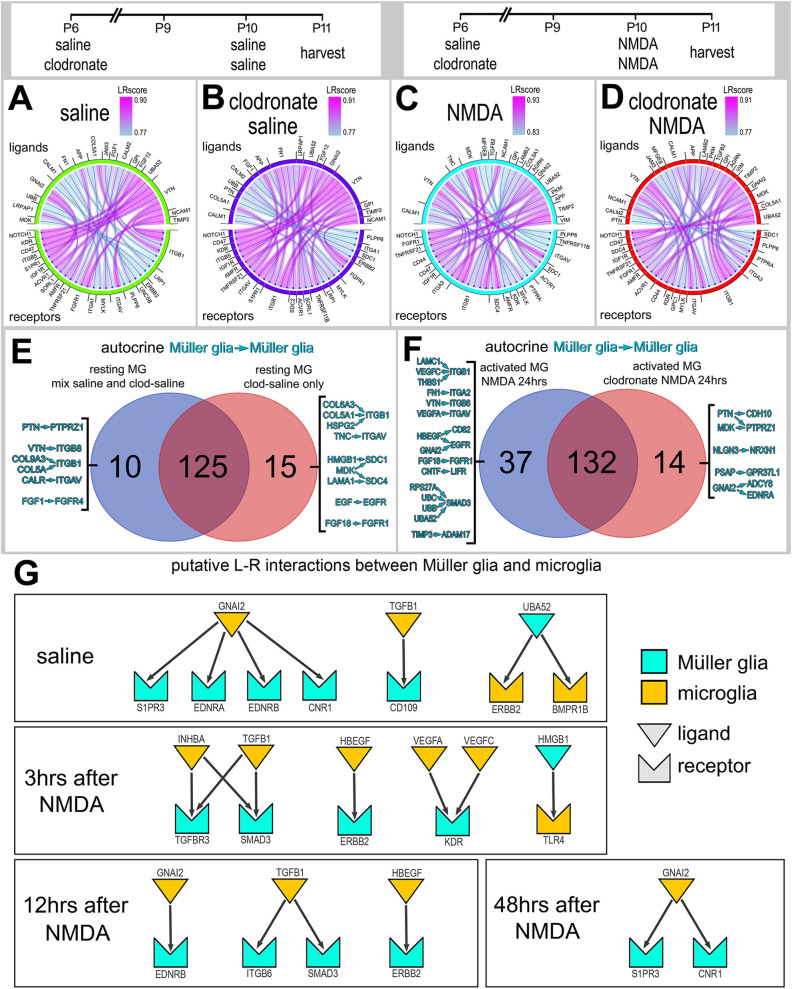
**Inferred autocrine ligand-receptor (LR) interactions.** (A-D) SingleCellSignalR was used to identify putative LR interactions. Chord diagrams illustrate the top 30 most significant autocrine LR interactions between MG in retinas treated with saline (A), clodronate+saline (B), NMDA (C) and clodronate+NMDA (D). (E,F) Autocrine interactions were compared for saline versus clodronate+saline and NMDA versus clodronate+NMDA. Venn diagrams illustrate the numbers of unique and common LR interactions between treatment groups, and list representative LR interactions unique to MG in undamaged retinas with and without microglia (E) and NMDA damaged retinas with and without microglia (F). (G) Representative LR interactions between microglia and MG for undamaged and damaged retinas at different times after NMDA treatment. We analyzed an aggregate library with neurons and glia from control undamaged retinas and retinas at 3, 12 and 48 h after NMDA, which included a total of 1134 microglia and 4700 MG for SingleCellSignalR analyses.

To identify putative paracrine LR interactions between MG and microglia, we bioinformatically isolated MG and microglia from scRNA-seq libraries that we previously generated and described in detail (Campbell et al., 2021b, 2022, 2023). These libraries were generated from cells captured from normal and NMDA-damaged retinas at 3, 12 and 48 h after treatment (Fig. 2G). These libraries contained more than 1100 microglia and 4700 MG to permit analyses of putative paracrine LR interactions. We identified LR interactions between microglia and MG in undamaged retinas involving ligands (CNR1, TGFB1) and receptors (ERBB2, BMPR1B) (Fig. 2G; Fig. S2) known to influence the reprogramming of MG (Campbell et al., 2021b; Todd et al., 2015, 2017). In NMDA-damaged retinas, we identified LR interactions between microglia and MG involving TGFB1/TGFBR3/SMAD3 and HBEGF/ERBB2 (Fig. 2G; Fig. S1), pathways known to inhibit or activate, respectively, the formation of MGPCs (Todd et al., 2015, 2017). In addition, we found LR interactions involving VEGF ligands and the endothelin receptors EDNRA and EDRNB (Fig. 2G). A recent study in zebrafish retinas indicates that expression of Vegfa is induced in MG by reactive microglia/macrophages to promote the reprogramming of MG into proliferating MGPCs (Mitra et al., 2022). Collectively, the analysis of LR interactions between microglia and MG suggests a complex exchange of signals between these glial cells, which includes several pathways that have been implicated in the formation of MGPCs.

### Wnt signaling and the formation of MGPCs in damaged retinas missing microglia

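Wnt ligands are secreted glycoproteins that act over short distances, and *WNT4* and *WNT6* are nearly silent in resting MG. *WNT4* had 2 UMIs in MG-like cells of saline and 972 in NMDA, a log2 ratio of 10.32 (8.46 to 13.37), and 17 in clodronate+NMDA, -5.31 (-6.10 to -4.63) relative to NMDA, or -6.31 with no upper limit on genes per cell. *WNT6* had 1 UMI in saline and 601 in NMDA (10.63, 8.14 to 15.93), and its ratio of clodronate+NMDA to NMDA was -5.39 (-6.45 to -4.50). A UMI for *WNT4* was found in 65.5% (58.8 to 71.7) of MG-like cells with NMDA and 2.91% (0.95 to 6.65) with clodronate+NMDA, against 3.2% and 0.152% of bipolar-like cells, whose median depth was 1420 and 1358 UMIs. The share for *WNT6* was 72.7% (66.3 to 78.5) with NMDA and 4.65% (2.03 to 8.96) with clodronate+NMDA. With every MG-like cell thinned to 3450 UMIs, 212 cells of NMDA and 162 of clodronate+NMDA remained and the shares were 59% and 3.09% for *WNT4* and 67% and 3.7% for *WNT6*. Besides these ligands, *FZD7* and *TCF7L2* were higher in NMDA than in saline (1.28 and 1.82), and *AXIN2*, a target of the pathway, had 3 UMIs in NMDA and 2 in clodronate+NMDA, at or under the floor of 3 counts.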

The Wnt ligands *WNT4* and *WNT6* are among the most significantly downregulated genes in MG in damaged retinas in which microglia were ablated (Fig. 1G,H; Table S2). Activation of Wnt signaling is known to stimulate the formation of proliferating MGPCs in the retinas of fish (Ramachandran et al., 2011), chicks (Gallina et al., 2015), and rodents (Osakada et al., 2007; Yao et al., 2016). Accordingly, we probed for expression levels of Wnt-related genes in scRNA-seq libraries of retinas obtained at 3, 12 and 48 h after NMDA treatment, as described for the LR interactions in Fig. 2G, or UMI. We analyzed a total of 42,202 cells, including 4700 MG (Fig. 3A,B). UMAP ordering of cells formed discrete clusters of neurons according to cell type and MG according to treatment (Fig. 3A,B). MG were identified based on expression of *VIM*, resting MG on expression of *GLUL* and activated MG were identified based on expression of *MDK* and *TGFB2* (Fig. 3C,D). *WNT4* and *WNT6* were expressed at low levels by resting MG and activated MG at 3 and 48 h after NMDA, but were highly expressed by activated MG at 12 h after NMDA (Fig. 3E,F). By comparison, *WNT5A* was upregulated by MG at 48 h, but was also expressed by some retinal ganglion, amacrine and bipolar cells (Fig. 3E,F). The Wnt inhibitors *SFRP1*, *SFRP2* and *WIF1* were highly expressed by resting MG and rapidly downregulated by 3 h after NMDA, remaining low at 48 h after treatment (Fig. 3E,F). By contrast, the Wnt inhibitor *FRZB* was low in resting MG and elevated at 3 and 12 h after NMDA, and was highly expressed by oligodendrocytes and non-astrocytic inner retinal glial (NIRG) cells (Fig. 3E,F). The Wnt receptor *FZD3* and transcriptional effector *CTNNB1* (β-catenin) were rapidly upregulated at 3 h, downregulated at 12 h, and back up at 48 h after NMDA treatment (Fig. 3E,F). Collectively, these findings suggest that Wnt-related genes are rapidly (3 h or less) and transiently up- or downregulated in MG following damage to retinal neurons.

**Fig. 3.**
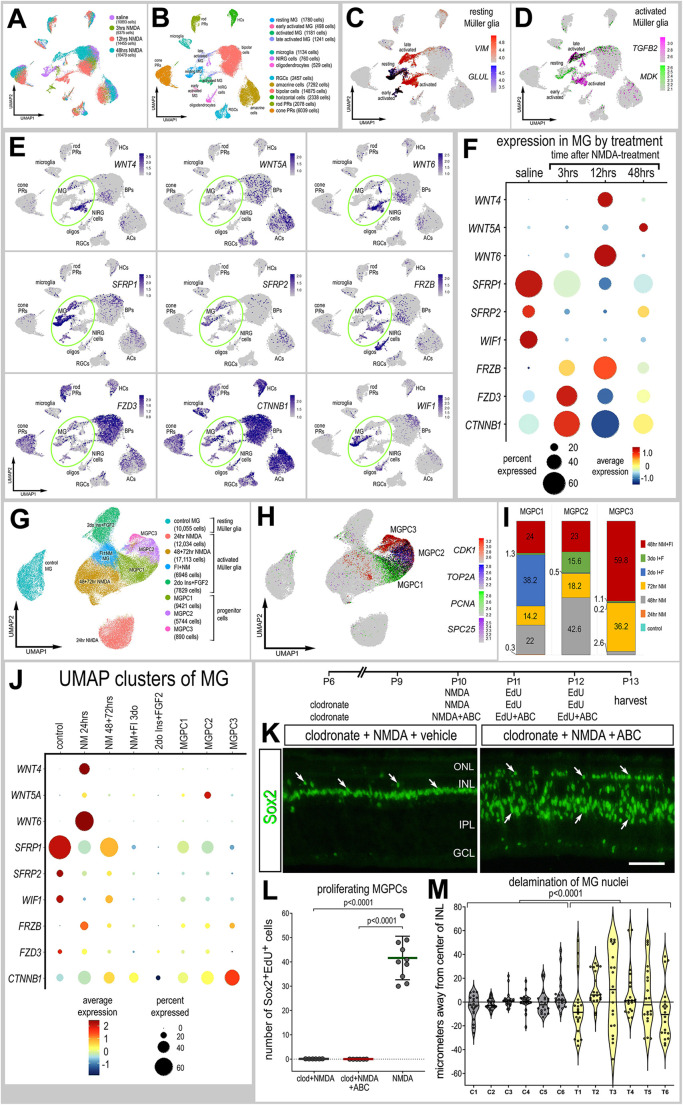
**Patterns of expression of Wnt-related genes.** (A) scRNA-seq was used to identify patterns and levels of expression of Wnt-related genes in control and NMDA-damaged retinas at 3, 12 and 48 h after treatment. (B) UMAP clusters of cells were identified based on well-established patterns of gene expression (see Materials and Methods). (C,D) MG were identified by expression of *VIM* and *GLUL* in resting MG (C), and *TGFB2* and *MDK* for activated MG (D). Each dot represents one cell and black dots indicate cells that express two or more genes. (E) UMAP heatmap plots illustrating patterns and levels of expression for Wnt-related genes. Green ovals highlight clusters of MG. (F,J) Dot plots illustrating average expression (heatmap) and percent expressed (dot size) in MG. (G-J) MG were bioinformatically isolated from scRNA-seq libraries of control retinas, retinas at 24, 48 and 72 h after NMDA treatment, retinas treated with two or three doses of insulin and FGF2, and retinas treated with insulin, FGF2 and NMDA at 48 h after NMDA for a total of 70,032 MG. (G,H) MG formed distinct UMAP clusters that correlated with different treatments (G), and MGPCs clustered by progression through the cell cycle (H). (I) Clusters of MGPCs were occupied by cells from different treatment groups. (K) We applied clodronate liposomes at P6, NMDA a cocktail of GSK3β inhibitors at P10, EdU±GSK3β inhibitors at P11 and P12, and harvested retinas at P13. Retinal sections were labeled for EdU accumulation and immunolabeled for Sox2 (green; K). Inhibition of GSK3β to stimulate Wnt signaling failed to stimulate MGPCs proliferation, but induced delamination of MG nuclei. Arrows indicate the nuclei of MG. Scale bar: 50 µm. (L) Mean MGPC proliferation (±s.d.); significance of difference (*P*-values) was determined using a Mann–Whitney *U*-test with Bonferroni correction. (M) Violin plot representing MG nuclear delamination; significance of difference (*P*-values) was determined using one-way ANOVA. In L,M, each dot represents one biological replicate. ABC, GSK3β inhibitor cocktail; C, control; GCL, ganglion cell layer; INL, inner nuclear layer; IPL, inner plexiform layer; ONL, outer nuclear layer; T, treated.

To gain a more comprehensive understanding of patterns of expression of Wnt-related genes, we probed a large aggregate scRNA-seq library of MG (>70,000 cells) generated as described in previous studies (Campbell et al., 2021a,b; El-Hodiri et al., 2022; Hoang et al., 2020). We bioinformatically isolated the MG from retinas treated with saline, 24/48/72 h NMDA, two or three doses of insulin+FGF2, and 48 h NMDA+insulin+FGF2 (Fig. 3G,H), Resting MG and MG at 24 h after NMDA formed two distinct clusters of cells, whereas activated MG from different treatment groups and MGPCs formed a continuum of cells based, in part, on expression of cell cycle regulators (Fig. 3G-J). *WNT4* and *WNT6* were exclusively upregulated by the MG from 24 h after NMDA treatment (Fig. 3J). *WNT5A* was most highly expressed in the MGPC2 cluster, which was predominantly occupied by MG from retinal libraries from 48 and 72 h after NMDA, two doses of insulin+FGF2, and 48 h after NMDA+insulin+FGF2 (Fig. 3I,J). The Wnt inhibitors *SFRP1*, *SFRP2* and *WIF1* were highest in resting glia and reduced in activated MG and MGPCs from all treatments (Fig. 3J). *FRZB* was highest in MG at 24 h after NMDA and was decreased in all other MG (Fig. 3J). The Wnt receptor *FZD3* was relatively high in resting MG and decreased in all other treatment groups, except for the MG at 3 h after NMDA represented in the other aggregate library (Fig. 3F,J). *CTNNB1* (β-catenin) was most highly expressed in the MGPC3 cluster, which was predominantly occupied by MG from retinal libraries from 72 h after NMDA and 48 h after NMDA+insulin+FGF2 (Fig. 3I,J). Collectively, these findings suggest that Wnt-related genes are transiently up- or downregulated in MG following treatments that stimulate the formation of MGPCs, regardless of the presence of retinal damage.

We next tested whether intra-ocular injections of GSK3β inhibitors rescued the deficit of MGPC proliferation in damaged retinas missing reactive microglia. The biological activity of recombinant Wnt ligands remains uncertain because these proteins do not have the correct conformational folding that is necessary for biological function. Therefore, we focussed our efforts on stimulating Wnt signaling by targeting the transduction pathway (not shown). We have previously shown that nuclear localization of β-catenin is maximal in proliferating MGPCs at 2-3 days after NMDA treatment (Gallina et al., 2016). Accordingly, we injected a cocktail of GSK3β inhibitors (‘ABC’) that have been shown to stimulate the accumulation of nuclear β-catenin and the proliferation of MGPCs in damaged retinas (Gallina et al., 2016). We found that the cocktail of GSK3β inhibitors failed to stimulate the proliferation of MGPCs; these cells did not accumulate 5-ethynyl-2′-deoxyuridine (EdU) (Fig. 3L) or express phosphohistone H3 and neurofilament (Fig. S4C,D). However, application of GSK3β inhibitors did cause widespread delamination of MG nuclei (Fig. 3K-M). In all treated individuals, we observed a significant migration of Sox2-positive MG nuclei away from the middle of the inner nuclear layer (INL) (Fig. 3K,M). To better understand the effects of GSK3β inhibitors on MG, we investigated patterns of expression of the glial markers Pax2, Pax6 and glutamine synthetase (GS). Pax2 and Pax6 are expressed at relatively low levels in resting MG, with Pax2 prominently expressed by MG in central regions of the retina, and levels of expression are increased in response to neuronal damage (Stanke et al., 2010). By contrast, GS is expressed at high levels by resting MG and is downregulated in response to neuronal damage (Campbell et al., 2021a,b; Fischer and Reh, 2001; Fischer et al., 2002). We found that GSK3β inhibitors had no significant effect on levels of Pax2, whereas levels of GS were significantly decreased in MG, and levels of Pax6 appeared to be increased in nuclei of delaminated cells (Fig. S3). Collectively, these findings indicate that activated microglia in damaged retinas stimulate MG to highly upregulate Wnt ligands, and Wnt signaling may normally stimulate the migration and de-differentiation of MG in damaged retinas, but this is not sufficient to stimulate the proliferation of MGPCs unless microglia-dependent signals are provided.

### Exogenous FGF2 rescues the failure of MGPC proliferation in damaged retinas missing microglia

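FGF receptors signal through the MAPK cascade, and Sprouty and DUSP genes are both its targets and its brakes. In NMDA over saline, *SPRY2* had a log2 ratio of 1.24 (1.11 to 1.37), *DUSP1* 2.24 (2.02 to 2.47), and *DUSP5*, for a phosphatase that acts on ERK in the nucleus, 6.57 (4.66 to 9.64) from 2 and 72 UMIs. The transcription factor gene *ETV4*, a target of FGF, had 3.82 (2.98 to 4.75), and the ligand *FGF2* 1.40 (0.81 to 1.98), while *FGFRL1*, a decoy receptor, had -0.98 (-1.14 to -0.82). In clodronate+NMDA over NMDA, *DUSP5* had -1.95 (-2.92 to -1.08), *DUSP6* -0.64 (-1.08 to -0.21) and *ETV4* -0.46 (-1.06 to 0.12), whereas *ETV5* had 0.82 (0.39 to 1.26). The list of FGF and MAPK genes had 16 of 30 higher after NMDA, with a median of 0.24 (0.08 to 0.43), and 17 of 28 lower in clodronate+NMDA over NMDA, with a median of -0.24 (-0.48 to 0.03), above 1.28% of the random lists. With only genes of at least 100 UMIs, the median after NMDA was -0.22.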

Analyses of scRNA-seq libraries of MG from undamaged and NMDA-damaged retinas with and without microglia indicated that many components of FGF/MAPK signaling were upregulated by MG in damaged retinas and this upregulation is diminished when microglia are absent (Fig. 4A; Tables S1, S5). These components included *FGFR1*, *MAPK4*, *MAPKAPK2* and *SPRY2* (Fig. 4A). By contrast, *MAPKAPK3* was significantly increased in MG in damaged retinas missing microglia (Fig. 4A; Tables S2, S5). 

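*FGFR1* is the main FGF receptor of MG, *MAPK4* encodes an atypical MAP kinase, MAPKAPK2 is a kinase downstream of p38, and SPRY2 restrains the cascade. *FGFR1* stood at 209 (194 to 225) CPM in saline, 266 (238 to 295) in NMDA and 88.7 (70.2 to 110.5) in clodronate+NMDA, so its log2 ratio was 0.35 (0.16 to 0.54) for NMDA over saline and -1.58 for clodronate+NMDA over NMDA. *MAPK4* had 1.83 (1.65 to 2.01) and -0.89 (-1.12 to -0.66) in these comparisons, and *MAPKAPK2* 1.27 (0.97 to 1.56) and -0.73 (-1.14 to -0.34). *SPRY2* was at 309.7 CPM in saline, 730.2 in NMDA and 444 in clodronate+NMDA (-0.72, -0.89 to -0.55 relative to NMDA). The 8 measured genes of Fig. 4A had a median of -0.72 (-0.84 to -0.28) in clodronate+NMDA over NMDA, above 0.13% of the random lists. Over the 9 measured in NMDA over saline it was 0.35 (0.18 to 0.55). The paper shows the Fig. 4A genes from these same libraries, so neither median is independent evidence of direction. The FGF and MAPK list holds all of these genes but *MAPK3*. No feature is named *MAPK6*, which the paper's Table S5 lists for this panel while *MAPK4* is not in it.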

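MAPKAPK3 is a kinase activated by p38 and ERK that is close to MAPKAPK2 in sequence. *MAPKAPK3* had 10 UMIs in MG-like cells of NMDA and 38 in clodronate+NMDA, a log2 ratio of 2.45 (1.42 to 3.62), and its level in clodronate+NMDA (42.6 CPM) was close to that in saline (42.8 CPM).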

By comparison, levels of *FGF1*, *FGF12* and *MAPKAPK3* were significantly decreased in NMDA-damaged retinas, but unaffected by the ablation of microglia (Fig. 4A; Tables S2, S5). 

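*FGF1* encodes a growth factor without a signal peptide, and *FGF12* a relative that stays in the cell and binds sodium channels. In NMDA over saline, *FGF1* had 269 and 5 UMIs (-4.35, -5.99 to -3.11), *FGF12* a log2 ratio of -1.44 (-1.75 to -1.14) and *MAPKAPK3* one of -2.45 (-3.54 to -1.53). Clodronate+NMDA had 14 UMIs of *FGF1* (2.01, 0.45 to 3.83 relative to NMDA), and the ratio of *FGF12* was 0.26 (-0.17 to 0.69), which spans 0.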

MAPK-related factors in MG were not significantly affected by the ablation of microglia in undamaged retinas (Fig. 4A; Tables S1, S5).

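ERK and p38 kinases relay FGF signals in resting as in damaged MG. In clodronate+saline over saline, *FGFR1* had a log2 ratio of 0.10 (-0.08 to 0.28), *MAPK3*, for the kinase ERK1, 0.01 (-0.28 to 0.29), *MAPKAPK2* -0.06 (-0.42 to 0.29), *MAPKAPK3* 0.22 (-0.18 to 0.61) and *FGF12* 0.02 (-0.16 to 0.20). *MAPK4* (-0.41, -0.67 to -0.15) and *SPRY2* (-0.20, -0.36 to -0.05) were lower by more than the counting error. The Fig. 4A genes had a median of 0.01 (-0.14 to 0.11) and the FGF and MAPK list one of 0.03 (-0.08 to 0.13), above 31.77% of the random lists, with *FGF2* at 1.32 (0.78 to 1.87).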

**Fig. 4.**
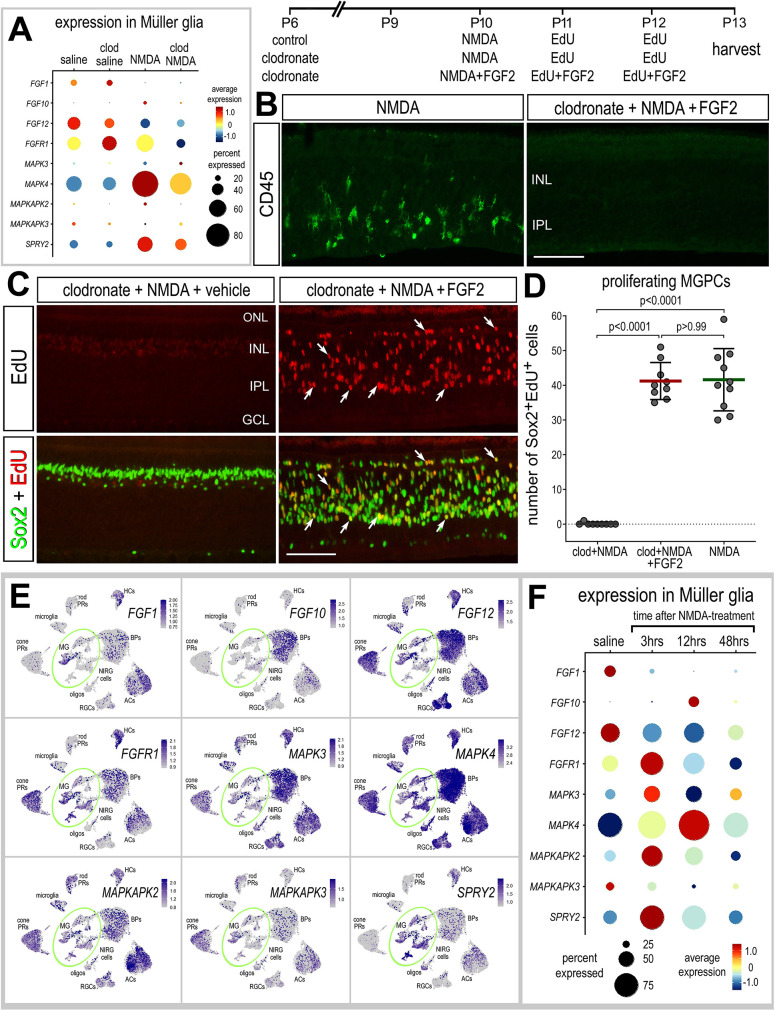
**Activation of FGF2 rescues the deficit in MGPC proliferation in damaged retinas missing microglia.** (A,E,F) Patterns and levels of expression of FGF/MAPK-related genes in scRNA-seq libraries of retinas treated with saline±clodronate and NMDA±clodronate (A), or different times after NMDA treatment (E,F). UMAP heatmap plots (E) and dotplot (F) illustrate patterns, percent expressed and levels of expression for FGF/MAPK-related genes in retinal neurons and glia in control retinas and retinas at 3, 12 and 48 h after NMDA treatment. The dot plots in A and F illustrate expression levels (heatmap) and percent expressed (dot size) for different genes in MG. (B-D) Retinal sections were labeled for EdU accumulation (red; C) and immunolabeled for Sox2 (green; C) and CD45 (green; B). Arrows indicate the nuclei of MG. The graph in D illustrates the mean (±s.d.) and each dot represents one biological replicate. Significance of difference (*P*-values) was determined using Mann–Whitney *U*-test with Bonferroni correction. Scale bars: 50 µm.

A single intravitreal injection of clodronate liposomes effectively eliminated all microglia and any infiltrating macrophages from the retina for duration of experimentation (Fig. 4B). This is consistent with previous reports that clodronate liposomes selectively accumulate in reactive microglia near the vitread surface of the retina and deplete monocytes from the chick retina for at least 28 days (Fischer et al., 2014; Zelinka et al., 2012). We tested whether FGF2 rescued the deficit in MGPC proliferation in damaged retinas missing microglia. Injections of FGF2 with and following NMDA administration significantly increased numbers of proliferating MGPCs in retinas missing microglia (Fig. 4C,D). The number of proliferating MGPCs in clodronate/NMDA/FGF2-treated retinas was not significantly different from numbers seen in retinas treated with NMDA alone (Fig. 4D), suggesting a complete rescue. In addition, the proliferation of MGPCs was accompanied by widespread delamination of Sox2-positive nuclei in FGF2-treated damaged retinas missing microglia (Fig. 4C).

To investigate the changes in expression over time, we probed for expression levels of FGF/MAPK-related genes in the retina and MG in scRNA-seq libraries generated shortly (3 or 12 h) after NMDA treatment. *FGF1*, *FGF12*, *FGFR1*, *MAPK1* (*MAPK3*), *MAPK4*, *MAPKAPK2*, *MAPKAPK3* and *SPRY2* were widely expressed by retinal neurons and glia, whereas *FGF10* was predominantly expressed by bipolar cells and some amacrine cells (Fig. 4E). *FGF1*, *FGF12* and *MAPKAPK3* were rapidly (<3 h) downregulated by MG following NMDA treatment (Fig. 4E,F; Tables S4, S5). By contrast, *FGF10*, *FGFR1*, *MAPK1*, *MAPK4*, *MAPKAPK2* and *SPRY2* were rapidly (3-12 h) upregulated by MG following NMDA treatment (Fig. 4E,F; Tables S4, S5). These genes were downregulated by 12 or 48 h after NMDA treatment (Fig. 4E; Tables S4, S5). Collectively, these findings are consistent with the notion that MAPK signaling is rapidly activated in MG following neuronal damage and is crucially important to the reprogramming of MG into MGPCs.

### Exogenous HBEGF rescues the failure of MGPC proliferation in damaged retinas missing microglia

MG significantly upregulate HBEGF after NMDA treatment, and injections of HBEGF stimulate the proliferation of MGPCs (Todd et al., 2015; Fig. 1H). We found that the upregulation of *HBEGF* by MG was greatly diminished when microglia were absent (Figs 1H and 5A,B; Tables S2, S5). 

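HBEGF is held in the membrane until proteases release it, and it is a strong mitogen for MG. Saline retinas had 30 UMIs of *HBEGF* in MG-like cells, clodronate+saline 22, NMDA 404 and clodronate+NMDA 105, and the log2 ratio of NMDA to saline was 5.15 (4.61 to 5.73). Relative to clodronate+saline, clodronate+NMDA had a ratio of 3.26 (2.58 to 3.99). A UMI was found in 68.6% (62.1 to 74.7) of MG-like cells with NMDA and 40.1% (32.7 to 47.9) with clodronate+NMDA, at a median of 6031 and 5284 UMIs per cell; bipolar-like cells had 4.35% and 1.37%. In cells thinned to 1 depth the shares were 55.7% and 29.6%. Other ligands of the family were scarce, with *EGF* at 38 UMIs in NMDA and *TGFA* at 1.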

Levels of the EGF receptors *ERBB2* and *GRB2* were not significantly affected by the presence of microglia in normal or damaged retinas (Fig. 5A,B; Tables S2, S5). 

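ERBB2 is a receptor kinase that pairs with ligand-bound EGF receptors, and GRB2 is the adaptor that couples them to RAS. In clodronate+NMDA over NMDA the log2 ratio of *ERBB2* was -0.15 (-1.19 to 0.83) and that of *GRB2* -0.01 (-0.38 to 0.36); in clodronate+saline over saline they were -0.08 (-0.89 to 0.69) and 0.01 (-0.21 to 0.23), all spanning 0. *ERBB2* rested on 24 UMIs in NMDA and 15 in clodronate+NMDA, so only large differences could be seen for it. The related receptor *ERBB4* had -1.03 (-1.54 to -0.54) in undamaged retinas. Over the Fig. 5A,B genes, medians were -0.03 (-0.26 to 0.27) with 3 of 6 higher in undamaged retinas and -0.09 (-0.39 to 0.25) with 1 of 5 higher in damaged retinas, and over a longer list of EGF ligands and receptors -0.03 (-0.20 to 0.21) and -0.11 (-0.36 to 0.21).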

Although *EGFR* was expressed at very low levels, there was a significant increase in MG undamaged retinas when microglia were ablated (Fig. 5A,B; Tables S1, S5). 

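EGFR binds EGF and HBEGF and was close to the limit of detection in MG-like cells. *EGFR* had 16 UMIs in saline and 13 in clodronate+saline, a log2 ratio of 0.62 (-0.56 to 1.76), which spans 0 at this depth. A UMI was found in 1.98% (1.14 to 3.2) of MG-like cells in saline and 2.08% (0.955 to 3.91) in clodronate+saline. Bipolar-like cells, which are shallower (median 1200 and 1357 UMIs against 4137 and 4155), had shares of 10.5% and 10.6%; the paper names bipolar cells among those that express the gene, so they give no background level. The ratio was -0.52 with doublets left out, and 2.23 with the cluster that has markers of MG and of another class kept, an alternative chosen after seeing the values.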

We next probed for patterns of expression of *ADAM9* and *ADAM10*, enzymes known to process HBEGF in the extracellular space. ADAM9 is involved in tissue plasminogen activator (TPA)-induced ectodomain shedding of membrane-tethered HBEGF. ADAM10 proteolytically releases cell-surface proteins, including HBEGF, ephrin A2, CD44 and CDH2 (Jouannet et al., 2016; Lemjabbar and Basbaum, 2002; Seegar et al., 2017). 

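ADAM9 is a metalloprotease of the cell surface whose substrates include HBEGF. *ADAM9* had 49.6 (42.4 to 57.7) CPM in MG-like cells of saline, 42.6 (33.5 to 53.3) in clodronate+saline, 30.5 (21.7 to 41.6) in NMDA and 50.5 (36.8 to 67.6) in clodronate+NMDA. The log2 ratio was -0.70 (-1.25 to -0.19) for NMDA over saline and 0.73 (0.08 to 1.39) for clodronate+NMDA over NMDA. In clodronate+saline over saline it was -0.22 (-0.63 to 0.18), a difference within the counting error. The related *ADAM17*, another sheddase, had -0.28 (-1.27 to 0.65) in damaged retinas.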

*ADAM9* was expressed by resting MG and was downregulated at 24 h after NMDA treatment and when the microglia were ablated in undamaged retinas, but was upregulated by MG at 24 h after NMDA when microglia were ablated (Fig. 5A,B). *ADAM10* was upregulated by MG at 24 h after NMDA treatment, and this upregulation was not significantly affected when microglia were ablated (Fig. 5A,B; Tables S2, S5).

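ADAM10 sheds many surface proteins, Notch receptors and their ligands among them. *ADAM10* was at 61.5 CPM in saline and 104 CPM in NMDA (0.76, 0.43 to 1.08), and at 97.6 CPM in clodronate+NMDA (-0.09, -0.50 to 0.31 relative to NMDA). With 133 and 87 UMIs behind the latter ratio, a difference as large as that between NMDA and saline lies outside its interval.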

**Fig. 5.**
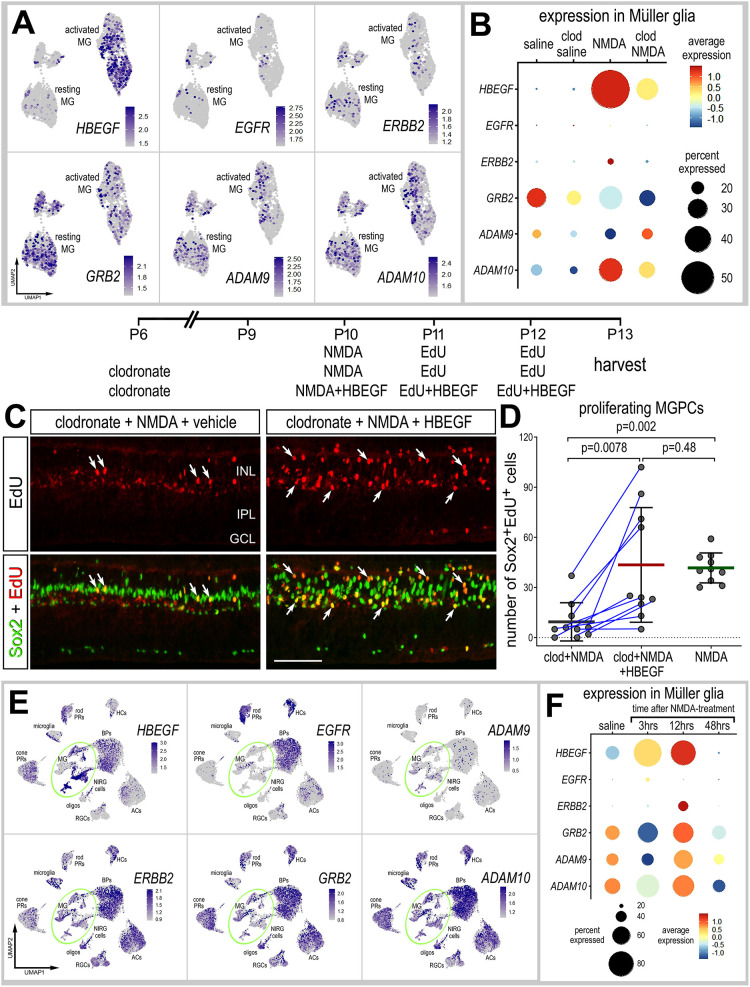
**Activation of HBEGF rescues the deficit in MGPC formation in damaged retinas missing microglia.** (A,B,E,F) Patterns and levels of expression of EGF-related genes in scRNA-seq libraries of retinas treated with saline±clodronate and NMDA±clodronate (A,B), or different times after NMDA treatment (E,F). UMAP heatmap plots (feature plots) illustrate patterns and levels of expression for EGF-related genes in MG only (A) or across all types of retinal neurons and glia (E). UMAP heatmap plots (E) and dotplot (F) illustrate patterns, percent expressed and levels of expression for HBEGF-related genes in retinal neurons and glia in control retinas and retinas at 3, 12 and 48 h after NMDA treatment. The dot plots in B and F illustrate expression levels (heatmap) and percent expressed (dot size) for different genes in MG. (C,D) Retinal sections labeled for EdU accumulation (red; C) and with antibodies to Sox2 (green; C). Arrows indicate the nuclei of MG. Scale bar: 50 µm. The graph in D illustrates the mean (±s.d.) and each dot represents one biological replicate. Significance of difference (*P*-values) was determined using an unpaired *t*-test with Bonferroni correction (D).

We tested whether HBEGF rescued the deficit of MGPC proliferation in damaged retinas missing reactive microglia. HBEGF is known to stimulate the formation of proliferating MGPCs in the retinas of fish (Wan et al., 2012), chicks and mice (Todd et al., 2015). We found that injections of HBEGF with and following NMDA treatment significantly increased numbers of proliferating MGPCs in retinas missing microglia (Fig. 5C,D). Consistent with this observation, we found that the Sox2-positive nuclei of MG migrated away from the center of the INL (Fig. 5C,D).

To better understand the time course of changes in expression, we probed for expression levels of EGF-related genes in the retina and MG in scRNA-seq libraries generated shortly (3 or 12 h) after NMDA treatment. We found that *HBEGF* was rapidly upregulated within 3 h of NMDA treatment (Fig. 5E,F; Tables S4, S5). Levels of *HBEGF* were further increased at 12 h and were absent by 48 h after NMDA treatment (Fig. 5E,F). We next probed for expression of EGF receptors. We found that *ERBB2* and *GRB2* were widely expressed by different types of retinal cells, whereas *EGFR* was predominantly expressed by bipolar cells, rod photoreceptors and horizontal cells (Fig. 5E). In MG, levels of *GRB2* and *ERBB2* were significantly changed following damage, whereas levels of *EGFR* were unaffected (Fig. 5E; Tables S4, S5). *ADAM9* was not widely expressed by different types of retinal neurons, but was expressed by resting MG and was downregulated at 3 h, up at 12 h and back down by 48 h after NMDA treatment (Fig. 5E,F; Tables S4, S5). By comparison, *ADAM10* was widely expressed by different types of retinal neurons and glia (Fig. 5E). Similar to patterns of expression of *ADAM9* in MG, *ADAM10* was downregulated at 3 h, up at 12 h and back down by 48 h after NMDA treatment (Fig. 5E; Tables S4, S5). Collectively, these findings are consistent with the notion that HBEGF-mediated autocrine signaling in MG is a key component of the early processes of reprogramming into MGPCs, similar to that described for regeneration in the fish retina (Wan et al., 2012).

### Inhibition of Smad3 and the formation of MGPCs in the absence of microglia

Signaling through TGFβ2 and Smad2/3 has been shown to act, in opposition to BMP and Smad1/5/8, to suppress the formation of proliferating MGPCs (Todd et al., 2017). Accordingly, we probed for changes in expression levels of TGFβ-related genes in MG in normal and damaged retinas, with and without microglia. Although *TGFB1* and *TGFB2* were significantly increased in MG in damaged retinas, the ablation of microglia did not significantly affect levels of expression (Fig. 6A,B; Tables S2, S5). 

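TGFβ ligands arrest cell division in many tissues and are stored in the matrix until they are activated. *TGFB2* had 7 UMIs in saline and 910 in NMDA, a log2 ratio of 8.42 (7.37 to 9.74), and *TGFB1* had 2.98 (2.32 to 3.68). In clodronate+NMDA over NMDA the ratio was -0.01 (-0.15 to 0.14) for *TGFB2*, a narrow interval around 0, and 0.37 (-0.12 to 0.85) for *TGFB1* from 78 and 70 UMIs. *LTBP2*, of the family of latent TGFβ-binding proteins, had 0 UMIs in saline and 341 in NMDA, at least 299-fold higher, and *LTBP1* 5 and 37.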

By comparison, the ablation of microglia caused MG to significantly upregulate *TGFB3* and *INHBA* (Fig. 6A,B; Tables S2, S5). 

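INHBA forms activin A, a ligand that signals through the same SMADs as TGFβ. Without damage, *TGFB3* had 150 UMIs in saline and 174 in clodronate+saline (1.13, 0.81 to 1.46), and *INHBA* 182 and 349.5 CPM. *INHBB*, for another activin subunit, had 5 and 12 UMIs (2.18, 0.57 to 4.04). Of 7 measured genes of Fig. 6A,B, 6 were higher, with a median of 0.63 (0.38 to 0.91), above 99.52% of the random lists, and the longer TGFβ list had 10 of 14 higher and a median of 0.26 (-0.01 to 0.46). *SMAD3* went the other way (-0.75, -1.11 to -0.40), as did *SKI*, a corepressor of SMADs (-0.40, -0.68 to -0.13). The paper shows the genes of Fig. 6A,B from these same libraries, and the longer list holds them. Neither median is therefore independent evidence of direction.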

We next probed for genes related to TGFβ signaling. We found that *TGIF1* (TGFβ induced factor homeobox 1) is a transcriptional co-repressor of Smad2 that regulates TGFβ signaling (Guca et al., 2018). TGFBI (transforming growth factor beta induced) is induced by TGFβ and acts to inhibit cell adhesion (LeBaron et al., 1995; Skonier et al., 1994). *INHBA* encodes a member of the TGFβ superfamily of proteins; the preproprotein is proteolytically processed to generate a subunit of the dimeric activin and inhibin protein complexes (Antenos et al., 2008; Ling et al., 1986). The ablation of microglia from damaged retinas resulted in MG maintaining high levels *TGFB2/3*, but significantly downregulated the inhibitors *TGIF1* and *INHBA*; changes in levels of *TGFBI* were not significant (Fig. 6A,B; Tables S2, S5). 

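Activin, TGIF1 and TGFBI sit at different steps of the pathway: a ligand, a nuclear corepressor and a matrix protein induced by it. *INHBA* had 646 UMIs in NMDA and 78 in clodronate+NMDA, a log2 ratio of -2.53 (-2.88 to -2.19). *TGIF1* had 50 and 12 UMIs (-1.54, -2.58 to -0.61), and *TGFBI* 115 and 43 (-0.90, -1.44 to -0.38). *TGFB3* had -0.38 (-0.99 to 0.22), which spans 0. After NMDA, by comparison, *INHBA* had 1.47 (1.31 to 1.63) and *TGIF1* 1.21 (0.63 to 1.78) relative to saline. The median of the 8 Fig. 6A,B genes was -0.63 (-0.94 to -0.20) in clodronate+NMDA over NMDA and 0.97 (0.67 to 1.23) in NMDA over saline, and 10 of 16 genes of the longer list were lower in the former, with a median of -0.36 (-0.55 to -0.04), above 0.45% of the random lists. As in undamaged retinas, these medians are not independent of the paper's choice of genes.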

There were no significant changes in levels of TGFβ receptors (Fig. 6A,B; Tables S2, S5). Collectively, these findings suggest that in damaged retinas missing microglia there may be increased TGFβ/Smad autocrine signaling among MG that suppresses the formation of MGPCs. Accordingly, we tested whether inhibition of TGFβ/Smad signaling rescued the deficit in MGPC proliferation in damaged retinas missing microglia. 

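TGFβ binds a pair of receptor kinases and the coreceptor betaglycan, encoded by *TGFBR3*. *TGFBR1* had a log2 ratio of 0.04 (-0.87 to 0.92) and *TGFBR3* one of -0.95 (-1.99 to 0.00) in clodronate+NMDA over NMDA, from 28 and 36 UMIs in NMDA, and *TGFBR2* had only 4 and 5 UMIs. In undamaged retinas the ratios were 0.63 (0.09 to 1.17) for *TGFBR1* and 0.67 (0.15 to 1.19) for *TGFBR3*. The activin receptor *ACVR2A* had 0.05 (-0.73 to 0.82) in damaged retinas.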

Injections of a Smad3 antagonist (SIS3) to NMDA-damaged retinas missing microglia resulted in a small, but significant increase in numbers of proliferating MGPCs (Fig. 6C,D). This increase in MGPC proliferation was significantly less than that seen in retinas treated with NMDA alone (Fig. 6D). Consistent with this observation, we found that there was relatively little delamination of Sox2-positive nuclei of MG away from the center of the INL in damaged microglia-depleted retinas treated with the Smad3 antagonist (Fig. 6C).

**Fig. 6.**
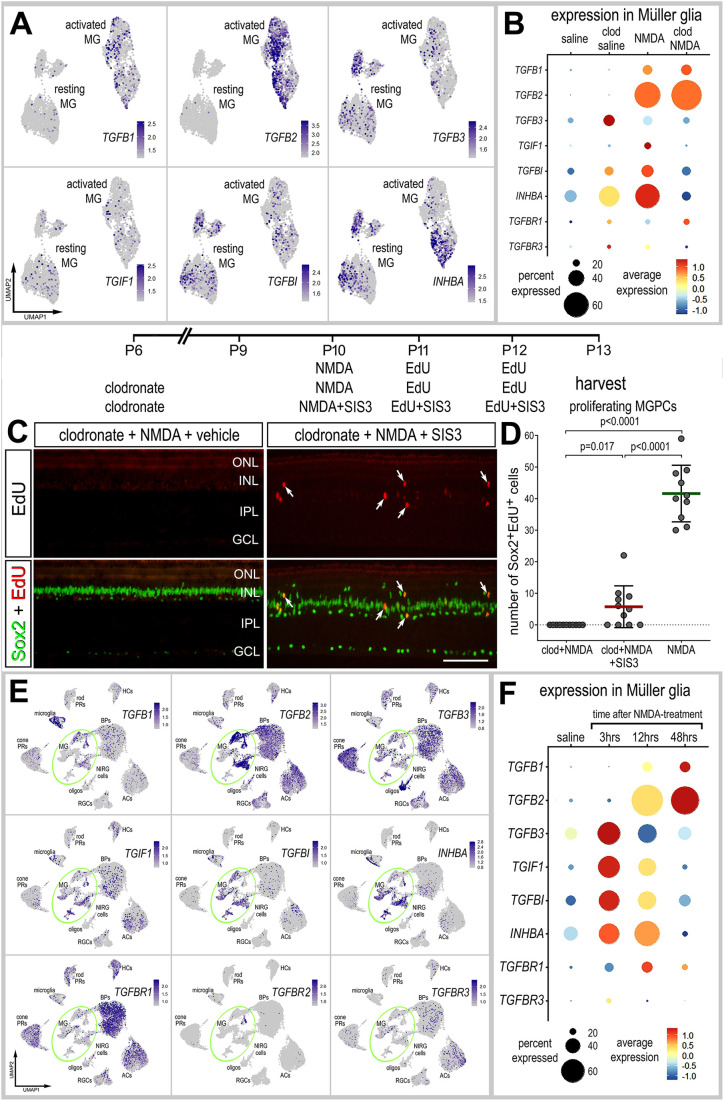
**Activation of TGFβ/Smad3 signaling partially rescues the deficit in MGPC formation in damaged retinas missing microglia.** (A,B,E,F) Patterns and levels of expression of TGFβ-related genes in scRNA-seq libraries of retinas treated with saline±clodronate and NMDA±clodronate (A,B), or different times after NMDA treatment (E,F). UMAP heatmap plots illustrate patterns and levels of expression for TGFβ-related genes in MG only (A) or across all types of retinal neurons and glia (E). UMAP heatmap plots (E) and dotplot (F) illustrate patterns, percent expressed and levels of expression for TGFβ-related genes in retinal neurons and glia in control retinas and retinas at 3, 12 and 48 h after NMDA treatment. The dot plots in B and F illustrate expression levels (heatmap) and percent expressed (dot size) for different genes in MG. (C,D) Retinal sections labeled for EdU accumulation (red; C) and with antibodies to Sox2 (green; C). Arrows indicate the nuclei of MG. Scale bar: 50 µm. The graph in D illustrates the mean (±s.d.) and each dot represents one biological replicate. Significance of difference (*P*-values) was determined using Mann–Whitney *U*-test with Bonferroni correction (D).

To better understand the time course of changes in expression, we probed for expression levels of TGFβ-related genes in the retina and MG in scRNA-seq libraries generated shortly (3 or 12 h) after NMDA treatment. *TGFB1* was predominantly expressed by microglia (Fig. 6E). By comparison, *TGFB2* was predominantly expressed by activated MG, bipolar cells and amacrine cells (Fig. 6E,F). *TGFB3* was widely expressed by cone photoreceptors and oligodendrocytes, and showed scattered expression across all other types of retina neurons and glia (Fig. 6E). In MG, specifically, *TGFB1* and *TGFB2* were significantly upregulated at 12 and 48 h after NMDA treatment, with *TGFB2* being expressed by most MG (Fig. 6E; Tables S4, S5), whereas *TGFB3* was significantly upregulated in MG at 3 h after NMDA treatment and downregulated thereafter (Fig. 6E; Tables S4, S5). *TGIF1*, *TGFBI* and *INHBA* were predominantly expressed in MG (Fig. 6E,F). Similar to patterns of expression of *TGFB3*, levels of these factors were low in resting MG, upregulated within 3 h, remained elevated at 12 h, and downregulated by 48 h after NMDA treatment (Fig. 6E; Tables S4, S5). The TGFβ receptors *TGFBR1* and *TGFBR3* were expressed by different types of retinal neurons and glia, whereas *TGFBR2* was not widely expressed in the retina (Fig. 6E). *TGFBR1* was significantly upregulated by a relatively small percentage of MG at 12 h after treatment, whereas *TGFBR3* was not expressed by MG or upregulated by MG in damaged retinas (Fig. 6E; Tables S4, S5). Collectively, these findings indicate that increased autocrine TGFβ/SMAD signaling may occur in the absence of microglia because of a loss of upregulation of inhibitors to this pathway, and that inhibition of SMAD3 partially rescues the deficit in MGPC formation.

### Activation of RARα and the formation of MGPCs in retinas missing microglia

Signaling through retinoic acid receptors is known to stimulate the proliferation of MGPCs and increase the number of progeny that differentiate as neurons (Todd et al., 2018). One of the key receptors of retinoic acid (RA) is encoded by *RARA*, which is highly upregulated by MG in damaged retinas, but fails to become upregulated when microglia are absent (Figs 1G,H and 7A,B; Tables S2, S5). 

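RARA is a nuclear receptor that turns genes on when it binds retinoic acid. *RARA* had 27 UMIs in MG-like cells of saline, 12 in clodronate+saline, 26 in NMDA and 2 in clodronate+NMDA. The log2 ratio was 1.34 (0.51 to 2.17) for NMDA over saline and -3.18 (-6.30 to -1.18) for clodronate+NMDA over NMDA, with wide intervals at so few UMIs. *RDH10*, for an enzyme that makes retinaldehyde, went the same way, with 1.02 (0.58 to 1.45) and -1.71 (-2.56 to -0.94). Among partners of RARA, *RXRA* had 0.12 (-0.37 to 0.60) and *RXRG* -0.67 (-1.16 to -0.20) in damaged retinas. Of 5 measured genes of Fig. 7A,B, 3 were higher in clodronate+NMDA over NMDA and the median was 0.05 (-0.66 to 0.23). The longer retinoic acid list had a median of 0.05 (-0.63 to 0.27) over 9 genes.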

By comparison, *RARB* is downregulated by MG in damaged retinas, but is upregulated in resting MG when microglia are ablated (Fig. 7A,B; Tables S2, S5). Similarly, *CYP26A1*, encoding an enzyme that inactivates RA via oxidation, and *ALDH1A1*, encoding an enzyme involved in the synthesis of RA, are downregulated in MG when microglia are ablated and in damaged retinas (Fig. 7A,B; Tables S2, S5). 

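RARB is itself a target of retinoic acid and was the most abundant of these receptors in resting MG. *RARB* stood at 281 (263 to 299) CPM in saline, 134 (114 to 155) in NMDA and 138 (115 to 165) in clodronate+NMDA. Its log2 ratio was -1.07 (-1.31 to -0.83) for NMDA over saline, 0.33 (0.18 to 0.47) for clodronate+saline over saline and 0.05 (-0.30 to 0.39) for clodronate+NMDA over NMDA. *RXRA* and *RXRG* were higher in undamaged retinas without microglia as well (0.62, 0.30 to 0.93 and 0.53, 0.27 to 0.79).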

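CYP26 enzymes break retinoic acid down, and aldehyde dehydrogenases make it. *CYP26A1* had 220 UMIs in saline, 40 in clodronate+saline and 10 in NMDA, log2 ratios of -1.54 (-2.07 to -1.05) and -3.06 (-4.14 to -2.16) to saline. *ALDH1A1* had 84, 2 and 1 UMIs (-4.48, -7.55 to -2.58 and -5.00, -10.32 to -2.48), and 7 in clodronate+NMDA. *CYP26C1*, another of the degrading enzymes, had -2.57 (-4.25 to -1.26) in clodronate+saline over saline, whereas *DHRS3*, which reduces retinaldehyde to retinol, had 1.68 (1.43 to 1.94). *RBP4*, for the carrier of retinol, had -1.05 (-1.25 to -0.85), but 0.17 with a marker score per cell and 0.36 with cluster 14 kept. The retinoic acid list had 8 of 14 genes lower without microglia and a median of -0.34 (-0.68 to 0.06), above 0.37% of the random lists, and after NMDA a median of -0.71 (-0.87 to -0.57), which was 0.091 at a mitochondrial limit of 10%, 0.069 with a marker score per cell and 0.10 with cluster 14 kept. *ALDH1A2* had 23 UMIs in saline and 0 in NMDA.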

*ALDH1A2* was not detected at significant levels in the chick retina (Fig. S4E). Injections of a RAR agonist, TTNBP, to NMDA-damaged retinas missing microglia resulted in a small, but significant increase in numbers of proliferating MGPCs labeled for EdU and Sox2 (Fig. 7C,D). Consistent with this observation, we found that there was relatively little delamination of Sox2-positive nuclei of MG away from the center of the INL in damaged microglia-depleted retinas treated with RAR agonist (Fig. 7C). It is worth noting that intra-ocular injections of TTNBP compromised the survival of about 50% the chicks; we have not observed this effect for dozens of other compounds that we have applied to the eye of chicks over the past 25 years.

**Fig. 7.**
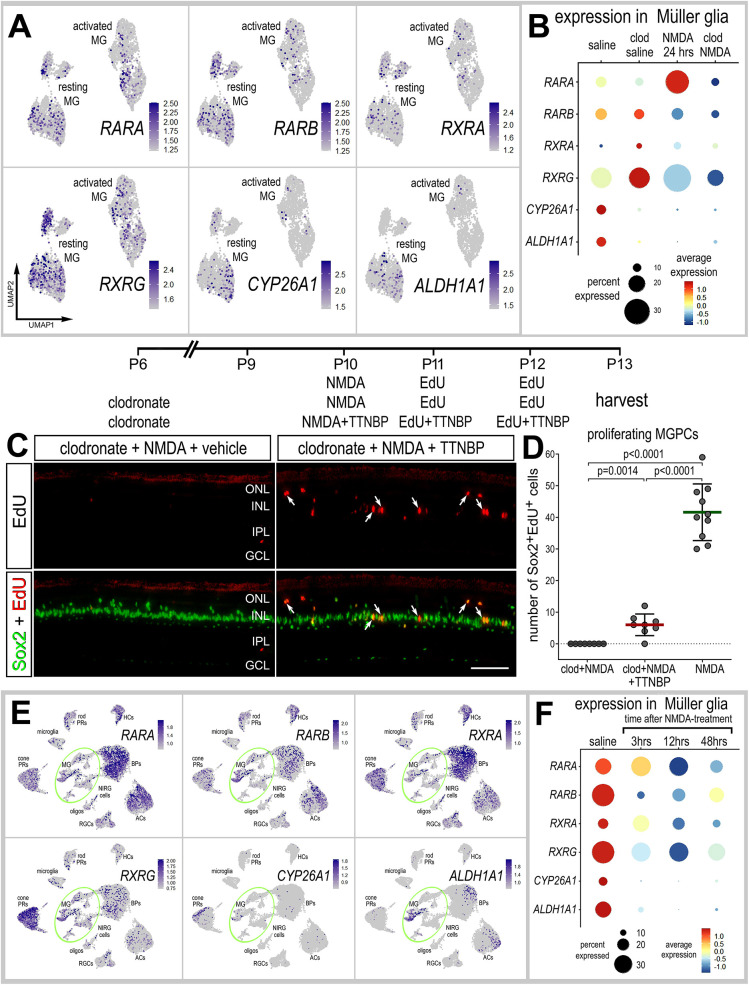
**Inhibition of retinoic acid signaling partially rescues the deficit in MGPC formation in damaged retinas missing microglia.** (A,B,E,F) Patterns and levels of expression of retinoic acid- related genes in scRNA-seq libraries of retinas treated with saline±clodronate and NMDA±clodronate (A,B), or different times after NMDA (E,F). UMAP heatmap plots (feature plots) illustrate patterns and levels of expression for retinoic acid-related genes in MG only (A) or across all types of retinal neurons and glia (E). UMAP heatmap plots (E) and dotplot (F) illustrate patterns, percent expressed and levels of expression for RAR-related genes in retinal neurons and glia in control retinas and retinas at 3, 12 and 48 h after NMDA treatment. The dot plots in B and F illustrate expression levels (heatmap) and percent expressed (dot size) for different genes in MG. (C,D) Retinal sections were labeled for EdU accumulation (red; C) and immunolabeled for Sox2 (green; C). Arrows indicate the nuclei of MG. Scale bar: 50 µm. The graph in D illustrates the mean (±s.d.) and each dot represents one biological replicate. Significance of difference (*P*-values) was determined using a Mann–Whitney *U*-test with Bonferroni correction (D).

To better understand the time course of changes in expression, we probed for expression levels of RAR-related genes in the retina and MG in scRNA-seq libraries generated shortly (3 or 12 h) after NMDA treatment. *RARA*, *RARB* and *RXRA* were expressed by most types of neurons and glia, whereas *RXRG* was predominantly expressed by cone photoreceptors (Fig. 7E). By comparison, *CYP26A1* was expressed by some cone photoreceptor and *ALDH1A1* was expressed by some MG, bipolar cells and amacrine cells (Fig. 7E). In MG, RAR-related genes, with the exception of *RXRA*, were significantly and rapidly downregulated following NMDA treatment (Fig. 7E; Tables S4, S5).

## DISCUSSION

In this study, we investigate how the depletion of microglia from the retina impacts MG and the ability of MG to reprogram into proliferating progenitor-like cells. We found significant transcriptomic changes in resting and activated MG in normal and damaged retinas when the microglia were absent. We identified significant changes in gene modules related to different signaling pathways that have been implicated in regulating the formation of MGPCs. These gene modules included Wnt signaling, Notch signaling, fatty acid binding, BMP signaling and retinoic acid signaling, all of which have been implicated in stimulating the proliferation of MGPCs in damaged chick retinas (Campbell et al., 2022; Gallina et al., 2015; Ghai et al., 2010; Hayes et al., 2007; Todd et al., 2017, 2018). Intra-ocular injections of HBEGF or FGF2 completely rescued the deficit in MGPC formation in damaged retinas missing microglia, whereas injections of RARα agonist or Smad3 antagonist partially rescued this deficit (Fig. 8).

**Fig. 8.**
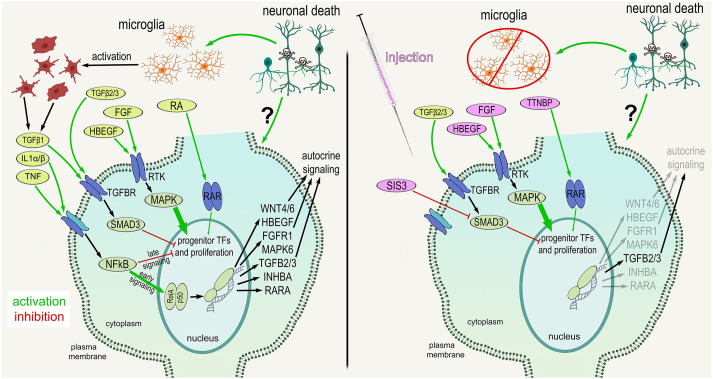
**Schematic summarizing the factors and cell signaling pathways downstream of activated microglia that are key to the formation of MGPCs.** The schematic summarizes some of the ligands, receptors and pathways that are activated in MG in damaged retinas. The factors that rescue the deficit in MGPC proliferation that occurs in damaged retinas missing microglia are illustrated in the panel to the right.

It is possible that rapid activation of signaling pathways is required to drive the process of MG reprogramming, and these pathways require rapid activation of signals from microglia. In the mouse retina, for example, microglia upregulate IL1β, IL1α and TNFα within 3 h of NMDA treatment (Todd et al., 2019), and these pro-inflammatory cytokines activate NFκB signaling in MG (Palazzo et al., 2022, 2023). We have recently reported, in the chick retina, that activation of NFκB signaling with prostratin or injection of a TNF ligand (TNFSF15) rescues the proliferation of MGPCs in damaged retinas in which the microglia have been ablated (Palazzo et al., 2020). Prostratin activates NFκB by stimulating phosphorylation and degradation of IκBα in an IKK-dependent manner (Williams et al., 2004). These data indicate that microglia rapidly respond to neuronal damage to produce pro-inflammatory cytokines to stimulate the first steps in MG activation/reactivity that are required for the formation of MGPCs. In fish and chick retinas, MG undergo activation prior to becoming proliferating MGPCs (Hoang et al., 2020). Interestingly, MG-specific conditional knock out of *Ikkb* causes a significant downregulation of MAPK-signaling gene modules in damaged mouse retinas, suggesting that activation of MAPK gene networks are downstream of NFκB in activated MG (Palazzo et al., 2020). Consistent with these findings, FGF2 does not activate NFκB signaling in mouse retinas (Palazzo et al., 2023), suggesting that activation of MAPK signaling in MG may be downstream or independent of NFκB. Collectively, these findings suggest that pro-inflammatory cytokines are among the early signals provided by microglia to ‘kick start’ the process of MG reprogramming (Fig. 8).

### GSK3β inhibitors fail to stimulate the proliferation of MGPCs

Activation of Wnt signaling is known to stimulate the proliferation of MGPCs in damaged retinas of zebrafish (Ramachandran et al., 2011), chick (Gallina et al., 2015) and rodents (Osakada et al., 2007; Yao et al., 2016). However, inhibition of GSK3β, which normally occurs downstream of activated Wnt receptors, did not stimulate the proliferation of MGPCs in damaged retinas missing microglia. These results raise the question of why GSK3β inhibition did not stimulate MGPC proliferation in the absence of microglia. It is possible that Wnt signaling is activated later in the process of reprograming and first requires activation of MAPK signaling initiate the process. Consistent with this notion, HBEGF and components of the MAPK pathway are upregulated within 3 h of NMDA treatment, whereas *WNT4* and *WNT6* are not upregulated until 12 h after treatment. Alternatively, the targets of GSK3β inhibitors may be downregulated by MG when microglia are ablated. However, levels of β-catenin and GSK3β are significantly upregulated by MG by in NMDA-damaged retinas, and this upregulation is not affected by the ablation of microglia (Fig. S4F). Thus, the targets for GSK3β inhibitors were in place in MG to elicit a response, and this response appears to be restricted to cellular migration.

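β-catenin, encoded by *CTNNB1*, carries the Wnt signal to the nucleus and is marked for destruction by GSK3β. *CTNNB1* was at 143 (130.1 to 156) CPM in MG-like cells of saline, 167 (145 to 191) in NMDA and 166 (140.4 to 195) in clodronate+NMDA. The log2 ratio was 0.23 (-0.01 to 0.47) for NMDA over saline and -0.01 (-0.32 to 0.30) for clodronate+NMDA over NMDA, so a difference was not detectable at this depth in either. No feature of the matrices carries the name *GSK3B*. *APC*, part of the complex that destroys β-catenin, had 0.31 (0.12 to 0.49) after NMDA and 0.30 (0.08 to 0.53) without microglia, and *DVL3*, which recruits that complex to Wnt receptors, 1.59 (1.04 to 2.15) and -0.18 (-0.81 to 0.42).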

The delamination of MG nuclei away from the middle of the INL is associated with the proliferation of MGPCs (Fischer and Reh, 2001, 2003; Fischer et al., 2004). The vast majority of proliferating MGPCs in M-phase are displaced away from the middle of the INL and are usually found in the proximal INL or distal INL and outer nuclear layer (Fischer and Reh, 2001, 2003). Further, the formation of MGPCs is associated with delamination of MG nuclei away from the middle of the INL (Fischer and Bongini, 2010; Gallina et al., 2014). For example, in the current study we observed modest increases in MGPC proliferation in damaged retinas missing microglia treated with RAR agonist or Smad3 inhibitor, and this modest increase in proliferation was associated with modest delamination of MG nuclei. However, we found widespread delamination of MG nuclei away from the middle of the INL in response to GSK3β inhibitors in damaged retinas missing microglia, without evidence of proliferation. Similarly, activation of Hedgehog signaling with a smoothened agonist and IGF1 stimulates the delamination of MG nuclei without proliferation (Todd and Fischer, 2015). Further, application of MMP2/9 inhibitor with FGF2 stimulates the delamination of MG nuclei (Campbell et al., 2019). By comparison, inhibition of S-adenosyl homocysteine hydrolase and histone methylation potently suppresses the delamination of MG nuclei and proliferation in retinas treated with NMDA or insulin+FGF2 (Campbell et al., 2023). Thus, these observations indicate that migration can be de-coupled from proliferation, but proliferation of MGPCs is always associated with nuclear migration.

### Effects of FGF2 and insulin+FGF2

We have previously reported that FGF2 alone or insulin+FGF2 stimulate the formation of proliferating MGPCs in undamaged retinas (Fischer et al., 2002, 2014). However, these treatments fail to stimulate the formation of MGPCs in undamaged retinas when the microglia have been ablated (Fischer et al., 2014). Interestingly, we found that intra-ocular injection of FGF2 stimulated the formation of MGPCs in damaged retinas missing microglia. Collectively, these findings suggest that damaged neurons in retinas missing microglia provide signals that permit or act synergistically with FGF2 to drive the reprogramming of MG into proliferating MGPCs. The identity of signals provided by NMDA-damaged retinal neurons remains unknown (Fig. 8).

### Amplitude of effects on MGPC rescue

HBEGF and FGF2 administration led to robust rescue effects upon stimulating the proliferation of MGPCs in damaged retinas missing microglia. Consistent with these observations, HBEGF and FGF2 potently stimulate the proliferation of MGPCs in damaged retinas (Fischer et al., 2014; Todd et al., 2015). Similarly, inhibitors of MAPK signaling and FGF receptor inhibitors potently suppress the proliferation of MGPCs in damaged retinas (Fischer et al., 2009a,b). By comparison, the Smad3 inhibitor and RAR agonist had relatively small effects upon stimulating the proliferation of MGPCs in damaged retinas missing microglia. Alternatively, it is possible that the failed upregulation of *RARA* by MG in retinas missing microglia was not efficiently rescued because the levels of *RARA* remained low, leaving the agonist with few targets to act upon. Another interpretation is that retinoic acid signaling ‘fine-tunes’ the proliferating stimulating pathways, and that TGFβ/Smad3 acts to suppress the proliferation response (Fig. 8).

It is unlikely that levels of cell death impacted the outcomes of these studies because the ablation of microglia, or application of growth factors or small molecules inhibitors used in this study have been shown to either reduce or have no effect on the numbers of dying cells (Fischer et al., 2009a, 2015; Gallina et al., 2015; Todd et al., 2017, 2018). It is expected that reduced levels of cell death would reduce numbers of proliferating MGPCs. However, these growth factors and small molecule inhibitors all increased numbers of proliferating MGPCs, with the exception of the cocktail of GSK3β inhibitors.

### Conclusions

We conclude that quiescent and reactive microglia have a significant impact upon the transcriptomic profile of MG. The absence of reactive microglia from damaged retinas results in the failure of activated MG to upregulate many different networks of genes related to different pathways known to influence the reprogramming of MG into proliferating MGPCs. Many of these genes are rapidly up- or downregulated by MG in response to acute retinal damage. We conclude that signals produced by reactive microglia in damaged retinas normally stimulate MG to upregulate cell signaling through HBEGF, FGF/MAPK and RAR, and downregulate inhibitory signaling through TGFβ/Smad3.

## MATERIALS AND METHODS

### Animals

The animal use in these experiments was approved in accordance with the guidelines established by the National Institutes of Health and IACUC at The Ohio State University. Newly hatched postnatal day (P) 0 wild-type leghorn chicks (*Gallus domesticus*) were obtained from Meyer Hatchery (Polk, OH, USA). Post-hatch chicks were maintained in a regular diurnal cycle of 12 h light (08:00-20:00 h), 12 h dark. Chicks were housed in stainless-steel brooders at 25°C and received water and Purina™ chick starter *ad libitum*.

### Intra-ocular injections

Chicks were anesthetized with 2.5% isoflurane mixed with oxygen from a non-rebreathing vaporizer. The technical procedures for intra-ocular injections were performed as previously described (Fischer et al., 1998). With all injection paradigms, both pharmacological and vehicle treatments were administered to the right and left eye, respectively. Compounds were injected in 20 µl sterile saline with 0.05 mg/ml bovine serum albumin added as a carrier. Compounds used were: (1) NMDA (38.5 nmol or 154 µg/dose; Millipore Sigma); (2) FGF2 (250 ng/dose; R&D Systems); (3) HBEGF (500 ng/dose, R&D Systems); (4) a cocktail of three different GSK3β inhibitors (ABC) – 1-azakenpaullone (500 ng/dose; Selleck Chemicals), BIO (500 ng/dose; R&D Systems) and CHIR 99021 (500 ng/dose; R&D Systems); (5) the Smad3 inhibitor SIS3 (2 µg/dose; Sigma-Aldrich), and (6) the retinoic acid receptor agonist TTNBP {2 µg/dose; 4-[(*E*)-2-(5,6,7,8-tetrahydro-5,5,8,8-tetramethyl-2-naphthalenyl)-1-propenyl]benzoic acid; Tocris}. EdU (Thermo Fisher Scientific) was injected into the vitreous chamber to label proliferating cells. Injection paradigms are included in each figure.

### Preparation of clodronate liposomes

The preparation of clodronate liposomes was similar to previous descriptions (van Rooijen, 1992; Zelinka et al., 2012). In brief, 50 ng cholesterol and 8 mg egg lecithin (L-α-phosphatidyl-DL-glycerol sodium salt; Sigma-Aldrich) were dissolved in chloroform in a round-bottom flask. The solution was evaporated under nitrogen to leave a liposome residue. Then, 158 mg dichloro-methylene diphosphonate (clodronate; Sigma-Aldrich) in sterile PBS was added and mixed. Clodronate encapsulation was facilitated by sonication at 42,000 Hz for 5 min. Liposomes were centrifuged at 10,000 ***g*** for 15 min and re-suspended in 150 ml sterile PBS. We titered doses for each preparation of liposome to levels at which >99% of microglia/macrophages were ablated at 2 days after intra-ocular injection.

### scRNA-seq

Retinas were dissociated in a 0.25% papain solution in Hank's balanced salt solution (pH 7.4) (Worthington Biochemicals), for 20 min, and suspensions were triturated. The dissociated cells were passed through a sterile 70 µm filter to remove large particulate debris. Cells were assessed for viability (Countess II; Invitrogen) and diluted to 700 cells/µl. Each library was prepared for a target of 10,000 cells per sample. The cell suspension and Chromium Single Cell 3′ V2 or V3 reagents (10x Genomics) were loaded onto chips to capture individual cells with individual gel beads in emulsion (GEMs) using the 10x Chromium Cell Controller. cDNA and library amplification and for optimal signal was 12 and 10 cycles, respectively. Sequencing was conducted on Illumina HiSeq2500 (Genetic Resources Core Facility, Johns Hopkins University, MD, USA), or Novaseq6000 (Novogene) using 150 paired-end reads. Fasta sequence files were de-multiplexed, aligned, and annotated using the chick ENSMBL database (GRCg6a, Ensembl release 94) using 10x Cell Ranger v3.1.0 (Figs 1, 3-7) or v7.0.1 (Fig. 2). Gene expression was counted using UMI bar codes and gene–cell matrices were constructed. Using Seurat v4.0.0-4.3.0, UMAP plots were generated from aggregates of multiple scRNA-seq libraries (Butler et al., 2018; Satija et al., 2015). In short, Seurat objects were created from Cell Ranger filtered matrix files. Objects were merged, filtered (<200 genes/cell, >2500 genes/cell, >5% mitochondrial genes) and normalized (logNormalize, default scale factor), highly variable features were identified (selection method=’vst’, nfeatures≥2000), data scaled using default settings, linear dimensions reduced (principal component analysis), elbow plots established to determine dimensions with >2 s.d., cell clusters with appropriate numbers of dimensions (FindNeighbors using dimensions from elbow plots, FindClusters with default resolution), and UMAP ordering of cells established using at least ten dimensions. Seurat was used to construct gene lists for DEGs, violin/scatter plots and dot plots. Significance of difference was determined using a Wilcoxon Rank Sum test with Bonferroni correction. SingleCellSignalR v1.10.0 was used to assess potential LR interactions between cells within scRNA-seq datasets (Cabello-Aguilar et al., 2020). LR interaction networks were visualized using Cytoscape (Shannon et al., 2003). Genes that were used to identify different types of retinal cells included the following: (1) Müller glia: *GLUL*, *VIM*, *SLC1A3*, *RLBP1*; (2) MGPCs: *PCNA*, *CDK1*, *TOP2A*, *ASCL1*; (3) microglia and macrophages: *C1QA*, *C1QB*, *CCL4*, *CSF1R*, *SLC35G2*; (4) ganglion cells: *THY1*, *POU4F2*, *RBPMS2*, *NEFL*, *NEFM*; (5) amacrine cells: *GAD1*, *CALB2*, *TFAP2A*; (6) horizontal cells: *PROX1*, *CALB2*, *NTRK1*; (7) bipolar cells: *VSX1*, *OTX2*, *GRIK1*, *GABRA1*; (7) cone photoreceptors: *CALB1*, *GNAT2*, *OPN1LW*; and (8) rod photoreceptors: *RHO*, *NR2E3*, *ARR3*.

GO enrichment analysis was performed using ShinyGO V0.72 (http://bioinformatics.sdstate.edu/go/). We selected significant relevant terms for biological function and molecular function GO categories, and for KEGG pathways. Adjustment for multiple hypothesis testing is performed using ShinyGO by normalizing the enrichment score for each gene set to account for the size of the set, to produce a normalized enrichment score (NES). The proportion of false positives is controlled by calculating the false discovery rate (FDR) corresponding to each NES. The FDR enrichment *P*-value is calculated as the probability that a gene set with a given NES represents a false-positive finding; the probability is computed by comparing the tails of the observed and null distributions for the NES (Ge et al., 2020).

### Fixation, sectioning and immunocytochemistry

Retinas were fixed, sectioned and immunolabeled as described previously (Fischer et al., 2001; Ghai et al., 2009; Ritchey et al., 2010). Antibody dilutions and commercial sources are described in Table S7. Sections incubated with secondary antibodies alone were devoid of fluorescence, indicating that the observed labeling was not due to off-target labeling of secondary antibodies or tissue auto-fluorescence. Secondary antibodies utilized were: donkey anti-goat Alexa Fluor 488/568, goat anti-rabbit Alexa Fluor 488/568/647, goat anti-mouse Alexa Fluor 488/568/647 and goat anti-rat Alexa Fluor 488 (Life Technologies), diluted to 1:1000 in PBS and 0.2% Triton X-100.

### Labeling for EdU

For the detection of EdU, immunolabeled sections were fixed in 4% formaldehyde in 0.1 M PBS pH 7.4 for 5 min at room temperature. Samples were washed for 5 min with PBS, permeabilized with 0.5% Triton X-100 in PBS for 1 min at room temperature, and washed twice for 5 min in PBS. Sections were incubated for 30 min at room temperature in 100 mM Tris, 8 mM CuSO_4_ and 100 mM ascorbic acid in dH_2_O. Alexa Fluor 568 Azide (Thermo Fisher Scientific) was added to the buffer at a 1:100 dilution.

### Imaging, measurements, cell counts and statistics

Digital photomicroscopy was performed using a Leica DM5000B microscope with epifluorescence and Leica DC500 camera. Confocal images were obtained with a Leica SP8. Representative images were modified to optimized for color, brightness and contrast using Adobe Photoshop 2023. In proliferation assays, EdU-positive cells were counted with a fixed area/region of retina and average numbers of Sox2 and EdU co-labeled cells were determined. The retinal region selected for investigation was standardized between treatment and control groups.

Prism 10 (GraphPad) was used for statistical analyses. A Levene's test was used to determine whether data from control and treatment groups had equal variance. For treatment groups for which the Levene's test indicated unequal variance, a Wilcoxon rank-sum test was used. For statistical evaluation of parametric data, a two-tailed, paired *t*-test was used to account for intra-individual variability whereby each biological sample served as its own control (left eye, control; right eye, treated). For multivariate analysis across more than two treatments, an ANOVA with Tukey's post-hoc test was performed to evaluate significant differences between multiple groups.

## Supplementary Material

Click here for additional data file.

10.1242/develop.202070_sup1 Supplementary information Click here for additional data file.

Table S1. DEGs in MG in retinas treated with saline (pct.1) vs saline + clodronate-liposomes (pct.2). Negative avg log2FC represents an increase and positive avg log2FC represents a decrease. Click here for additional data file.

Table S2. DEGs in MG in retinas treated with NMDA (pct.1) vs NMDA + clodronate-liposomes (pct.2). Negative avg log2FC represents an increase and positive avg log2FC represents a decrease. Click here for additional data file.

Table S3. DEGs in MG in retinas treated with saline (pct.1) vs NMDA (pct.2). Negative avg log2FC represents an increase and positive avg log2FC represents a decrease. Click here for additional data file.

Table S4. DEGs in MG in retinas treated with saline or NMDA and retinas harvested at 3, 12 or 48 hours later. DEGs were identified for resting MG vs 3+12+48hr NMDA MG, resting MG vs 3hr NMDA MG, resting MG vs 12hr NMDA MG, and resting MG vs 48hr NMDA MG. Negative avg log2FC represents an increase and positive avg log2FC represents a decrease Click here for additional data file.

Table S6. Lists of significant autocrine LR-interactions in MG and Venn diagram lists for figure 2. Click here for additional data file.

## References

[DEV202070C1] Antenos, M., Zhu, J., Jetly, N. M. and Woodruff, T. K. (2008). An activin/furin regulatory loop modulates the processing and secretion of inhibin α- and βB-subunit dimers in pituitary gonadotrope cells. *J. Biol. Chem.* 283, 33059-33068. 10.1074/jbc.M80419020018826955 PMC2586270

[DEV202070C2] Bernardos, R. L., Barthel, L. K., Meyers, J. R. and Raymond, P. A. (2007). Late-stage neuronal progenitors in the retina are radial Müller glia that function as retinal stem cells. *J. Neurosci.* 27, 7028-7040. 10.1523/JNEUROSCI.1624-07.200717596452 PMC6672216

[DEV202070C3] Butler, A., Hoffman, P., Smibert, P., Papalexi, E. and Satija, R. (2018). Integrating single-cell transcriptomic data across different conditions, technologies, and species. *Nat. Biotechnol.* 36, 411-420. 10.1038/nbt.409629608179 PMC6700744

[DEV202070C4] Cabello-Aguilar, S., Alame, M., Kon-Sun-Tack, F., Fau, C., Lacroix, M. and Colinge, J. (2020). SingleCellSignalR: inference of intercellular networks from single-cell transcriptomics. *Nucleic Acids Res.* 48, e55. 10.1093/nar/gkaa18332196115 PMC7261168

[DEV202070C5] Campbell, W. A., Deshmukh, A., Blum, S., Todd, L., Mendonca, N., Weist, J., Zent, J., Hoang, T. V., Blackshaw, S., Leight, J. et al. (2019). Matrix-metalloproteinase expression and gelatinase activity in the avian retina and their influence on Müller glia proliferation. *Exp. Neurol.* 320, 112984. 10.1016/j.expneurol.2019.11298431251936 PMC6716156

[DEV202070C6] Campbell, W. A., Fritsch-Kelleher, A., Palazzo, I., Hoang, T., Blackshaw, S. and Fischer, A. J. (2021a). Midkine is neuroprotective and influences glial reactivity and the formation of Müller glia-derived progenitor cells in chick and mouse retinas. *Glia* 69, 1515-1539. 10.1002/glia.2397633569849 PMC8194292

[DEV202070C7] Campbell, W. A., Blum, S., Reske, A., Hoang, T., Blackshaw, S. and Fischer, A. J. (2021b). Cannabinoid signaling promotes the de-differentiation and proliferation of Müller glia-derived progenitor cells. *Glia* 69, 2503-2521. 10.1002/glia.2405634231253 PMC8373766

[DEV202070C8] Campbell, W. A., Tangeman, A., El-Hodiri, H. M., Hawthorn, E. C., Hathoot, M., Blum, S., Hoang, T., Blackshaw, S. and Fischer, A. J. (2022). Fatty acid-binding proteins and fatty acid synthase influence glial reactivity and promote the formation of Müller glia-derived progenitor cells in the chick retina. *Development* 149, dev200127. 10.1242/dev.20012735132991 PMC8959147

[DEV202070C9] Campbell, W. A., El-Hodiri, H. M., Torres, D., Hawthorn, E. C., Kelly, L. E., Volkov, L., Akanonu, D. and Fischer, A. J. (2023). Chromatin access regulates the formation of Müller glia-derived progenitor cells in the retina. *Glia* 71, 1729-1754. 10.1002/glia.2436636971459 PMC11335016

[DEV202070C10] El-Hodiri, H. M., Campbell, W. A., Kelly, L. E., Hawthorn, E. C., Schwartz, M., Jalligampala, A., Mccall, M. A., Meyer, K. and Fischer, A. J. (2022). Nuclear Factor I in neurons, glia and during the formation of Müller glia-derived progenitor cells in avian, porcine and primate retinas. *J. Comp. Neurol.* 530, 1213-1230. 10.1002/cne.2527034729776 PMC8969175

[DEV202070C11] Fausett, B. V. and Goldman, D. (2006). A role for alpha1 tubulin-expressing Müller glia in regeneration of the injured zebrafish retina. *J. Neurosci.* 26, 6303-6313. 10.1523/JNEUROSCI.0332-06.200616763038 PMC6675181

[DEV202070C12] Fausett, B. V., Gumerson, J. D. and Goldman, D. (2008). The proneural basic helix-loop-helix gene ascl1a is required for retina regeneration. *J. Neurosci.* 28, 1109-1117. 10.1523/JNEUROSCI.4853-07.200818234889 PMC2800945

[DEV202070C13] Fischer, A. J. and Bongini, R. (2010). Turning Müller glia into neural progenitors in the retina. *Mol. Neurobiol.* 42, 199-209. 10.1007/s12035-010-8152-221088932

[DEV202070C14] Fischer, A. J. and Reh, T. A. (2001). Müller glia are a potential source of neural regeneration in the postnatal chicken retina. *Nat. Neurosci.* 4, 247-252. 10.1038/8509011224540

[DEV202070C15] Fischer, A. J. and Reh, T. A. (2003). Potential of Müller glia to become neurogenic retinal progenitor cells. *Glia* 43, 70-76. 10.1002/glia.1021812761869

[DEV202070C16] Fischer, A. J., Seltner, R. L. P., Poon, J. and Stell, W. K. (1998). Immunocytochemical characterization of quisqualic acid- and N-methyl-D-aspartate-induced excitotoxicity in the retina of chicks. *J. Comp. Neurol.* 393, 1-15. 10.1002/(SICI)1096-9861(19980330)393:1<1::AID-CNE1>3.0.CO;2-39520096

[DEV202070C17] Fischer, A. J., Hendrickson, A. and Reh, T. A. (2001). Immunocytochemical characterization of cysts in the peripheral retina and pars plana of the adult primate. *Invest. Ophthalmol. Vis. Sci.* 42, 3256-3263.11726631

[DEV202070C18] Fischer, A. J., Mcguire, C. R., Dierks, B. D. and Reh, T. A. (2002). Insulin and fibroblast growth factor 2 activate a neurogenic program in Müller glia of the chicken retina. *J. Neurosci.* 22, 9387-9398. 10.1523/JNEUROSCI.22-21-09387.200212417664 PMC6758014

[DEV202070C19] Fischer, A. J., Schmidt, M., Omar, G. and Reh, T. A. (2004). BMP4 and CNTF are neuroprotective and suppress damage-induced proliferation of Müller glia in the retina. *Mol. Cell. Neurosci.* 27, 531-542. 10.1016/j.mcn.2004.08.00715555930

[DEV202070C20] Fischer, A. J., Scott, M. A., Ritchey, E. R. and Sherwood, P. (2009a). Mitogen-activated protein kinase-signaling regulates the ability of Müller glia to proliferate and protect retinal neurons against excitotoxicity. *Glia* 57, 1538-1552. 10.1002/glia.2086819306360 PMC2775435

[DEV202070C21] Fischer, A. J., Scott, M. A. and Tuten, W. (2009b). Mitogen-activated protein kinase-signaling stimulates Müller glia to proliferate in acutely damaged chicken retina. *Glia* 57, 166-181. 10.1002/glia.2074318709648 PMC2774719

[DEV202070C22] Fischer, A. J., Zelinka, C., Gallina, D., Scott, M. A. and Todd, L. (2014). Reactive microglia and macrophage facilitate the formation of Müller glia-derived retinal progenitors. *Glia* 62, 1608-1628. 10.1002/glia.2270324916856 PMC4140984

[DEV202070C23] Fischer, A. J., Zelinka, C. and Milani-Nejad, N. (2015). Reactive retinal microglia, neuronal survival, and the formation of retinal folds and detachments. *Glia* 63, 313-327. 10.1002/glia.2275225231952 PMC4268330

[DEV202070C24] Gallina, D., Todd, L. and Fischer, A. J. (2014). A comparative analysis of Müller glia-mediated regeneration in the vertebrate retina. *Exp. Eye Res.* 123, 121-130. 10.1016/j.exer.2013.06.01923851023 PMC3887127

[DEV202070C25] Gallina, D., Palazzo, I., Steffenson, L., Todd, L. and Fischer, A. J. (2015). Wnt/β-catenin-signaling and the formation of Müller glia-derived progenitors in the chick retina. *Dev. Neurobiol.* 76, 983-1002. 10.1002/dneu.2237026663639 PMC4900948

[DEV202070C71] Gallina, D., Palazzo, I., Steffenson, L., Todd, L. and Fischer, A. J. (2016). Wnt/β-catenin-signaling and the formation of Müller glia-derived progenitors in the chick retina. *Dev. Neurobiol.* 76, 983-1002. 10.1002/dneu.2237026663639 PMC4900948

[DEV202070C26] Ge, S. X., Jung, D. and Yao, R. (2020). ShinyGO: a graphical gene-set enrichment tool for animals and plants. *Bioinformatics* 36, 2628-2629. 10.1093/bioinformatics/btz93131882993 PMC7178415

[DEV202070C27] Ghai, K., Zelinka, C. and Fischer, A. J. (2009). Serotonin released from amacrine neurons is scavenged and degraded in bipolar neurons in the retina. *J. Neurochem.* 111, 1-14. 10.1111/j.1471-4159.2009.06270.x19619137 PMC2774720

[DEV202070C28] Ghai, K., Zelinka, C. and Fischer, A. J. (2010). Notch signaling influences neuroprotective and proliferative properties of mature Müller glia. *J. Neurosci.* 30, 3101-3112. 10.1523/JNEUROSCI.4919-09.201020181607 PMC2834965

[DEV202070C29] Guca, E., Suñol, D., Ruiz, L., Konkol, A., Cordero, J., Torner, C., Aragon, E., Martin-Malpartida, P., Riera, A. and Macias, M. J. (2018). TGIF1 homeodomain interacts with Smad MH1 domain and represses TGF-β signaling. *Nucleic Acids Res.* 46, 9220-9235. 10.1093/nar/gky68030060237 PMC6158717

[DEV202070C30] Hayes, S., Nelson, B. R., Buckingham, B. and Reh, T. A. (2007). Notch signaling regulates regeneration in the avian retina. *Dev. Biol.* 312, 300-311. 10.1016/j.ydbio.2007.09.04618028900 PMC2170876

[DEV202070C31] Hitchcock, P. F. and Raymond, P. A. (1992). Retinal regeneration. *Trends Neurosci.* 15, 103-108. 10.1016/0166-2236(92)90020-91373917

[DEV202070C32] Hoang, T., Wang, J., Boyd, P., Wang, F., Santiago, C., Jiang, L., Yoo, S., Lahne, M., Todd, L. J., Jia, M. et al. (2020). Gene regulatory networks controlling vertebrate retinal regeneration. *Science* 370, eabb8598. 10.1126/science.abb859833004674 PMC7899183

[DEV202070C33] Huang, T., Cui, J., Li, L., Hitchcock, P. F. and Li, Y. (2012). The role of microglia in the neurogenesis of zebrafish retina. *Biochem. Biophys. Res. Commun.* 421, 214-220. 10.1016/j.bbrc.2012.03.13922497888 PMC3354761

[DEV202070C34] Jorstad, N. L., Wilken, M. S., Grimes, W. N., Wohl, S. G., VandenBosch, L. S., Yoshimatsu, T., Wong, R. O., Rieke, F. and Reh, T. A. (2017). Stimulation of functional neuronal regeneration from Müller glia in adult mice. *Nature* 548, 103-107. 10.1038/nature2328328746305 PMC5991837

[DEV202070C35] Jouannet, S., Saint-Pol, J., Fernandez, L., Nguyen, V., Charrin, S., Boucheix, C., Brou, C., Milhiet, P.-E. and Rubinstein, E. (2016). TspanC8 tetraspanins differentially regulate the cleavage of ADAM10 substrates, Notch activation and ADAM10 membrane compartmentalization. *Cell. Mol. Life Sci.* 73, 1895-1915. 10.1007/s00018-015-2111-z26686862 PMC4819958

[DEV202070C36] Karl, M. O., Hayes, S., Nelson, B. R., Tan, K., Buckingham, B. and Reh, T. A. (2008). Stimulation of neural regeneration in the mouse retina. *Proc. Natl. Acad. Sci. USA* 105, 19508-19513. 10.1073/pnas.080745310519033471 PMC2614791

[DEV202070C37] Lebaron, R. G., Bezverkov, K. I., Zimber, M. P., Pavelec, R., Skonier, J. and Purchio, A. F. (1995). Beta IG-H3, a novel secretory protein inducible by transforming growth factor-β, is present in normal skin and promotes the adhesion and spreading of dermal fibroblasts in vitro. *J. Invest. Dermatol.* 104, 844-849. 10.1111/1523-1747.ep126070247738366

[DEV202070C38] Lemjabbar, H. and Basbaum, C. (2002). Platelet-activating factor receptor and ADAM10 mediate responses to Staphylococcus aureus in epithelial cells. *Nat. Med.* 8, 41-46. 10.1038/nm0102-4111786905

[DEV202070C39] Ling, N., Ying, S.-Y., Ueno, N., Shimasaki, S., Esch, F., Hotta, M. and Guillemin, R. (1986). Pituitary FSH is released by a heterodimer of the β-subunits from the two forms of inhibin. *Nature* 321, 779-782. 10.1038/321779a03086749

[DEV202070C40] Mitra, S., Devi, S., Lee, M.-S., Jui, J., Sahu, A. and Goldman, D. (2022). Vegf signaling between Müller glia and vascular endothelial cells is regulated by immune cells and stimulates retina regeneration. *Proc. Natl. Acad. Sci. USA* 119, e2211690119. 10.1073/pnas.221169011936469778 PMC9897474

[DEV202070C41] Ooto, S., Akagi, T., Kageyama, R., Akita, J., Mandai, M., Honda, Y. and Takahashi, M. (2004). Potential for neural regeneration after neurotoxic injury in the adult mammalian retina. *Proc. Natl. Acad. Sci. USA* 101, 13654-13659. 10.1073/pnas.040212910115353594 PMC518808

[DEV202070C42] Osakada, F., Ooto, S., Akagi, T., Mandai, M., Akaike, A. and Takahashi, M. (2007). Wnt signaling promotes regeneration in the retina of adult mammals. *J. Neurosci.* 27, 4210-4219. 10.1523/JNEUROSCI.4193-06.200717428999 PMC6672527

[DEV202070C43] Palazzo, I., Deistler, K., Hoang, T. V., Blackshaw, S. and Fischer, A. J. (2020). NF-κB signaling regulates the formation of proliferating Müller glia-derived progenitor cells in the avian retina. *Development* 147, dev183418. 10.1242/dev.18341832291273 PMC7325431

[DEV202070C44] Palazzo, I., Todd, L. J., Hoang, T. V., Reh, T. A., Blackshaw, S. and Fischer, A. J. (2022). NFkB-signaling promotes glial reactivity and suppresses Müller glia-mediated neuron regeneration in the mammalian retina. *Glia* 70, 1380-1401. 10.1002/glia.2418135388544 PMC9585486

[DEV202070C45] Palazzo, I., Kelly, L., Koenig, L. and Fischer, A. J. (2023). Patterns of NFkB activation resulting from damage, reactive microglia, cytokines, and growth factors in the mouse retina. *Exp. Neurol.* 359, 114233. 10.1016/j.expneurol.2022.11423336174748 PMC9722628

[DEV202070C46] Pollak, J., Wilken, M. S., Ueki, Y., Cox, K. E., Sullivan, J. M., Taylor, R. J., Levine, E. M. and Reh, T. A. (2013). Ascl1 reprograms mouse Müller glia into neurogenic retinal progenitors. *Development* 140, 2619-2631. 10.1242/dev.09135523637330 PMC3666387

[DEV202070C47] Ramachandran, R., Zhao, X.-F. and Goldman, D. (2011). Ascl1a/Dkk/β-catenin signaling pathway is necessary and glycogen synthase kinase-3β inhibition is sufficient for zebrafish retina regeneration. *Proc. Natl. Acad. Sci. USA* 108, 15858-15863. 10.1073/pnas.110722010821911394 PMC3179085

[DEV202070C48] Raymond, P. A. (1991). Retinal regeneration in teleost fish. *Ciba Found. Symp.* 160, 171-186; discussion 186-91. 10.1002/9780470514122.ch91752162

[DEV202070C49] Reichenbach, A. and Bringmann, A. (2013). New functions of Müller cells. *Glia* 61, 651-678. 10.1002/glia.2247723440929

[DEV202070C50] Ritchey, E. R., Bongini, R. E., Code, K. A., Zelinka, C., Petersen-Jones, S. and Fischer, A. J. (2010). The pattern of expression of guanine nucleotide-binding protein β3 in the retina is conserved across vertebrate species. *Neuroscience* 169, 1376-1391. 10.1016/j.neuroscience.2010.05.08120538044 PMC2914127

[DEV202070C51] Satija, R., Farrell, J. A., Gennert, D., Schier, A. F. and Regev, A. (2015). Spatial reconstruction of single-cell gene expression data. *Nat. Biotechnol.* 33, 495-502. 10.1038/nbt.319225867923 PMC4430369

[DEV202070C52] Seegar, T. C. M., Killingsworth, L. B., Saha, N., Meyer, P. A., Patra, D., Zimmerman, B., Janes, P. W., Rubinstein, E., Nikolov, D. B., Skiniotis, G. et al. (2017). Structural basis for regulated proteolysis by the α-secretase ADAM10. *Cell* 171, 1638-1648.e7. 10.1016/j.cell.2017.11.01429224781 PMC5773094

[DEV202070C53] Shannon, P., Markiel, A., Ozier, O., Baliga, N. S., Wang, J. T., Ramage, D., Amin, N., Schwikowski, B. and Ideker, T. (2003). Cytoscape: a software environment for integrated models of biomolecular interaction networks. *Genome Res.* 13, 2498-2504. 10.1101/gr.123930314597658 PMC403769

[DEV202070C54] Skonier, J., Bennett, K., Rothwell, V., Kosowski, S., Plowman, G., Wallace, P., Edelhoff, S., Disteche, C., Neubauer, M., Marquardt, H. et al. (1994). beta ig-h3: a transforming growth factor-β-responsive gene encoding a secreted protein that inhibits cell attachment in vitro and suppresses the growth of CHO cells in nude mice. *DNA Cell Biol.* 13, 571-584. 10.1089/dna.1994.13.5718024701

[DEV202070C55] Stanke, J., Moose, H. E., El-Hodiri, H. M. and Fischer, A. J. (2010). Comparative study of Pax2 expression in glial cells in the retina and optic nerve of birds and mammals. *J. Comp. Neurol.* 518, 2316-2333. 10.1002/cne.2233520437530 PMC3840394

[DEV202070C56] Thiel, W. A., Blume, Z. I. and Mitchell, D. M. (2022). Compensatory engulfment and Müller glia reactivity in the absence of microglia. *Glia* 70, 1402-1425. 10.1002/glia.2418235451181 PMC9081278

[DEV202070C57] Todd, L. and Fischer, A. J. (2015). Hedgehog-signaling stimulates the formation of proliferating Müller glia-derived progenitor cells in the retina. *Development* 142, 2610-2622. 10.1242/dev.12161626116667 PMC4529028

[DEV202070C58] Todd, L., Volkov, L. I., Zelinka, C., Squires, N. and Fischer, A. J. (2015). Heparin-binding EGF-like growth factor (HB-EGF) stimulates the proliferation of Müller glia-derived progenitor cells in avian and murine retinas. *Mol. Cell. Neurosci.* 69, 54-64. 10.1016/j.mcn.2015.10.00426500021 PMC4658256

[DEV202070C59] Todd, L., Palazzo, I., Squires, N., Mendonca, N. and Fischer, A. J. (2017). BMP- and TGFβ-signaling regulate the formation of Müller glia-derived progenitor cells in the avian retina. *Glia* 65, 1640-1655. 10.1002/glia.2318528703293 PMC5628513

[DEV202070C60] Todd, L., Suarez, L., Quinn, C. and Fischer, A. J. (2018). Retinoic acid-signaling regulates the proliferative and neurogenic capacity of Müller glia-derived progenitor cells in the avian retina. *Stem Cells* 36, 392-405. 10.1002/stem.274229193451 PMC5823757

[DEV202070C61] Todd, L., Palazzo, I., Suarez, L., Liu, X., Volkov, L., Hoang, T. V., Campbell, W. A., Blackshaw, S., Quan, N. and Fischer, A. J. (2019). Reactive microglia and IL1β/IL-1R1-signaling mediate neuroprotection in excitotoxin-damaged mouse retina. *J. Neuroinflammation* 16, 118. 10.1186/s12974-019-1505-531170999 PMC6555727

[DEV202070C62] Todd, L., Finkbeiner, C., Wong, C. K., Hooper, M. J. and Reh, T. A. (2020). Microglia suppress Ascl1-induced retinal regeneration in mice. *Cell Rep.* 33, 108507. 10.1016/j.celrep.2020.10850733326790

[DEV202070C63] Ueki, Y., Wilken, M. S., Cox, K. E., Chipman, L., Jorstad, N., Sternhagen, K., Simic, M., Ullom, K., Nakafuku, M. and Reh, T. A. (2015). Transgenic expression of the proneural transcription factor Ascl1 in Müller glia stimulates retinal regeneration in young mice. *Proc. Natl. Acad. Sci. USA* 112, 13717-13722. 10.1073/pnas.151059511226483457 PMC4640735

[DEV202070C64] van Rooijen, N. (1992). Liposome-mediated elimination of macrophages. *Res. Immunol.* 143, 215-219. 10.1016/S0923-2494(92)80169-L1533469

[DEV202070C65] Wan, J. and Goldman, D. (2016). Retina regeneration in zebrafish. *Curr. Opin. Genet. Dev.* 40, 41-47. 10.1016/j.gde.2016.05.00927281280 PMC5135611

[DEV202070C66] Wan, J., Ramachandran, R. and Goldman, D. (2012). HB-EGF is necessary and sufficient for Müller glia dedifferentiation and retina regeneration. *Dev. Cell* 22, 334-347. 10.1016/j.devcel.2011.11.02022340497 PMC3285435

[DEV202070C67] White, D. T., Sengupta, S., Saxena, M. T., Xu, Q., Hanes, J., Ding, D., Ji, H. and Mumm, J. S. (2017). Immunomodulation-accelerated neuronal regeneration following selective rod photoreceptor cell ablation in the zebrafish retina. *Proc. Natl. Acad. Sci. USA* 114, E3719-E3728. 10.1073/pnas.161772111428416692 PMC5422825

[DEV202070C68] Williams, S. A., Chen, L.-F., Kwon, H., Fenard, D., Bisgrove, D., Verdin, E. and Greene, W. C. (2004). Prostratin antagonizes HIV latency by activating NF-κB. *J. Biol. Chem.* 279, 42008-42017. 10.1074/jbc.M40212420015284245

[DEV202070C69] Yao, K., Qiu, S., Tian, L., Snider, W. D., Flannery, J. G., Schaffer, D. V. and Chen, B. (2016). Wnt regulates proliferation and neurogenic potential of Müller glial cells via a Lin28/let-7 miRNA-dependent pathway in adult mammalian retinas. *Cell Rep.* 17, 165-178. 10.1016/j.celrep.2016.08.07827681429 PMC5076887

[DEV202070C70] Zelinka, C. P., Scott, M. A., Volkov, L. and Fischer, A. J. (2012). The reactivity, distribution and abundance of non-astrocytic inner retinal glial (NIRG) cells are regulated by microglia, acute damage, and IGF1. *PLoS ONE* 7, e44477. 10.1371/journal.pone.004447722973454 PMC3433418

# Supplementary material for: Heparin-binding epidermal growth factor and fibroblast growth factor 2 rescue Müller glia-derived progenitor cell formation in microglia- and macrophage-ablated chick retinas
**Source:** Development. 2023 Dec 6;150(23):dev202070. doi: 10.1242/dev.202070
**Supplement:** Supplementary information

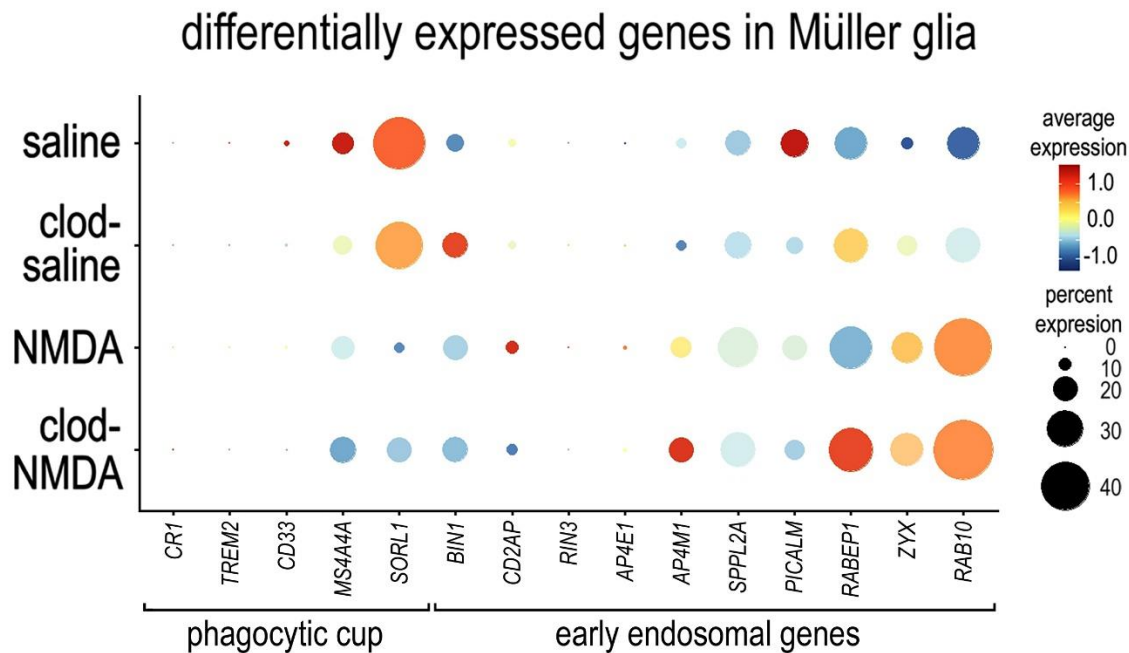

**Fig. S1. Dot plot of genes related to phagocytic cups and early endosomal genes in MG in normal and damaged retinas with and without microglia.** The dot plot illustrates expression levels (heatmap) and percent expressed (dot size) for different genes in MG that are significantly up- or downregulated. Significant of difference ( $p < 0.01$ ) was determined by using a Wilcoxon rank sum test with Bonferroni correction. *RABEP1* was the only gene that was significantly increased in MG in damaged retinas when microglia are absent. scRNA-seq was used to analyze patterns and levels of expression of retinoic acid- related genes in retinas treated with saline  $\pm$  clodronate and NMDA  $\pm$  clodronate.

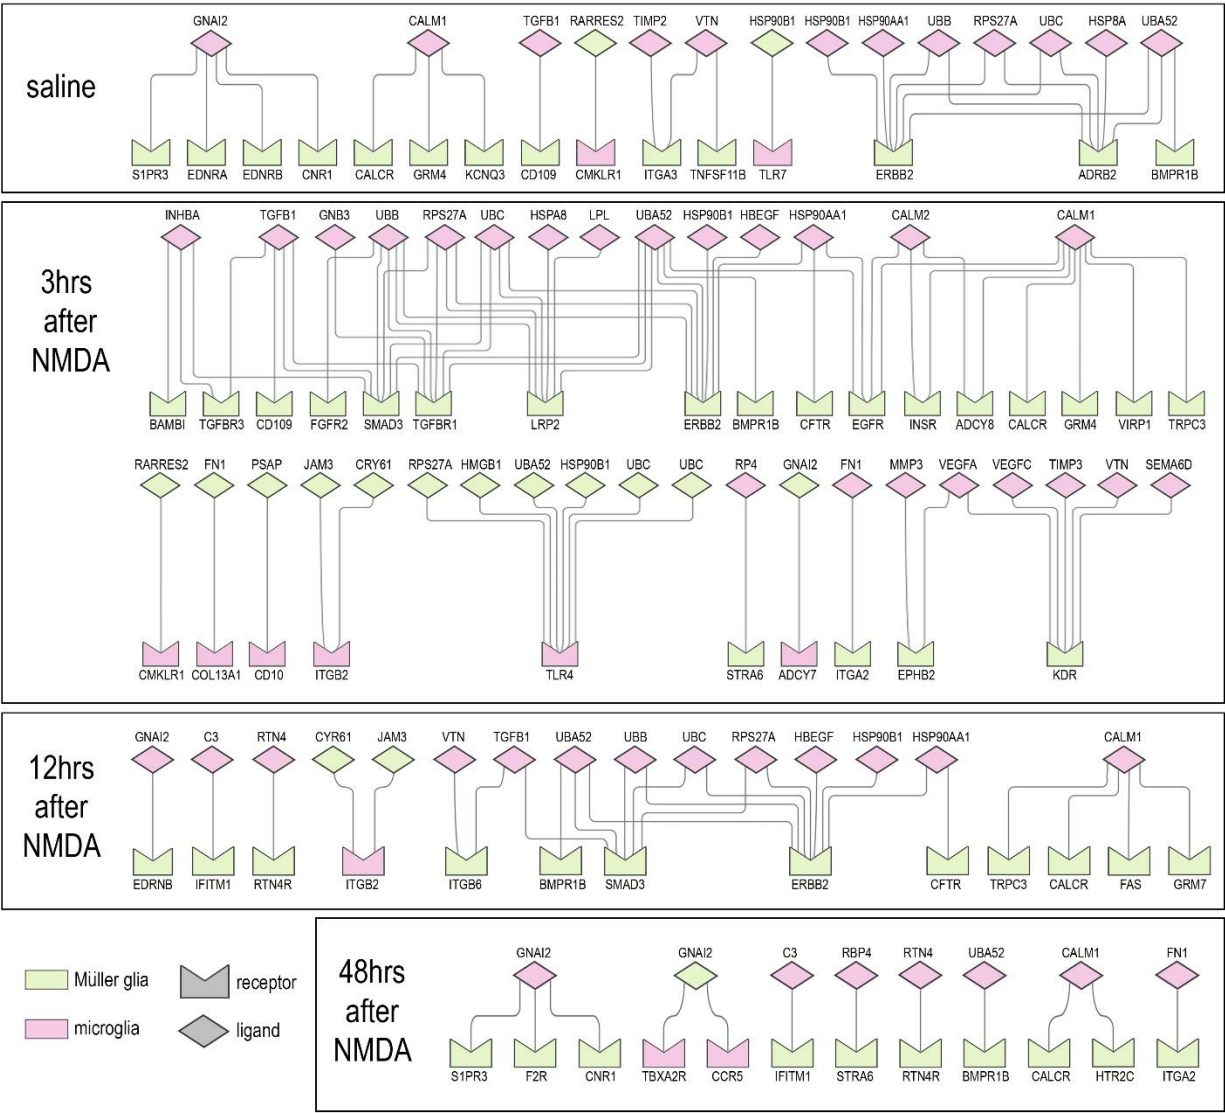

**Fig. S2. Inferred autocrine ligand-receptor (LR) interactions between MG.** scRNA-seq was used to identify putative LR interactions in control and NMDA-damaged retinas at 3, 12 and 48 hours after treatment. SingleCellSignalR was used to identify putative LR interactions. Significant LR-interactions between microglia and MG are illustrated for undamaged and damaged retinas with or without microglia.

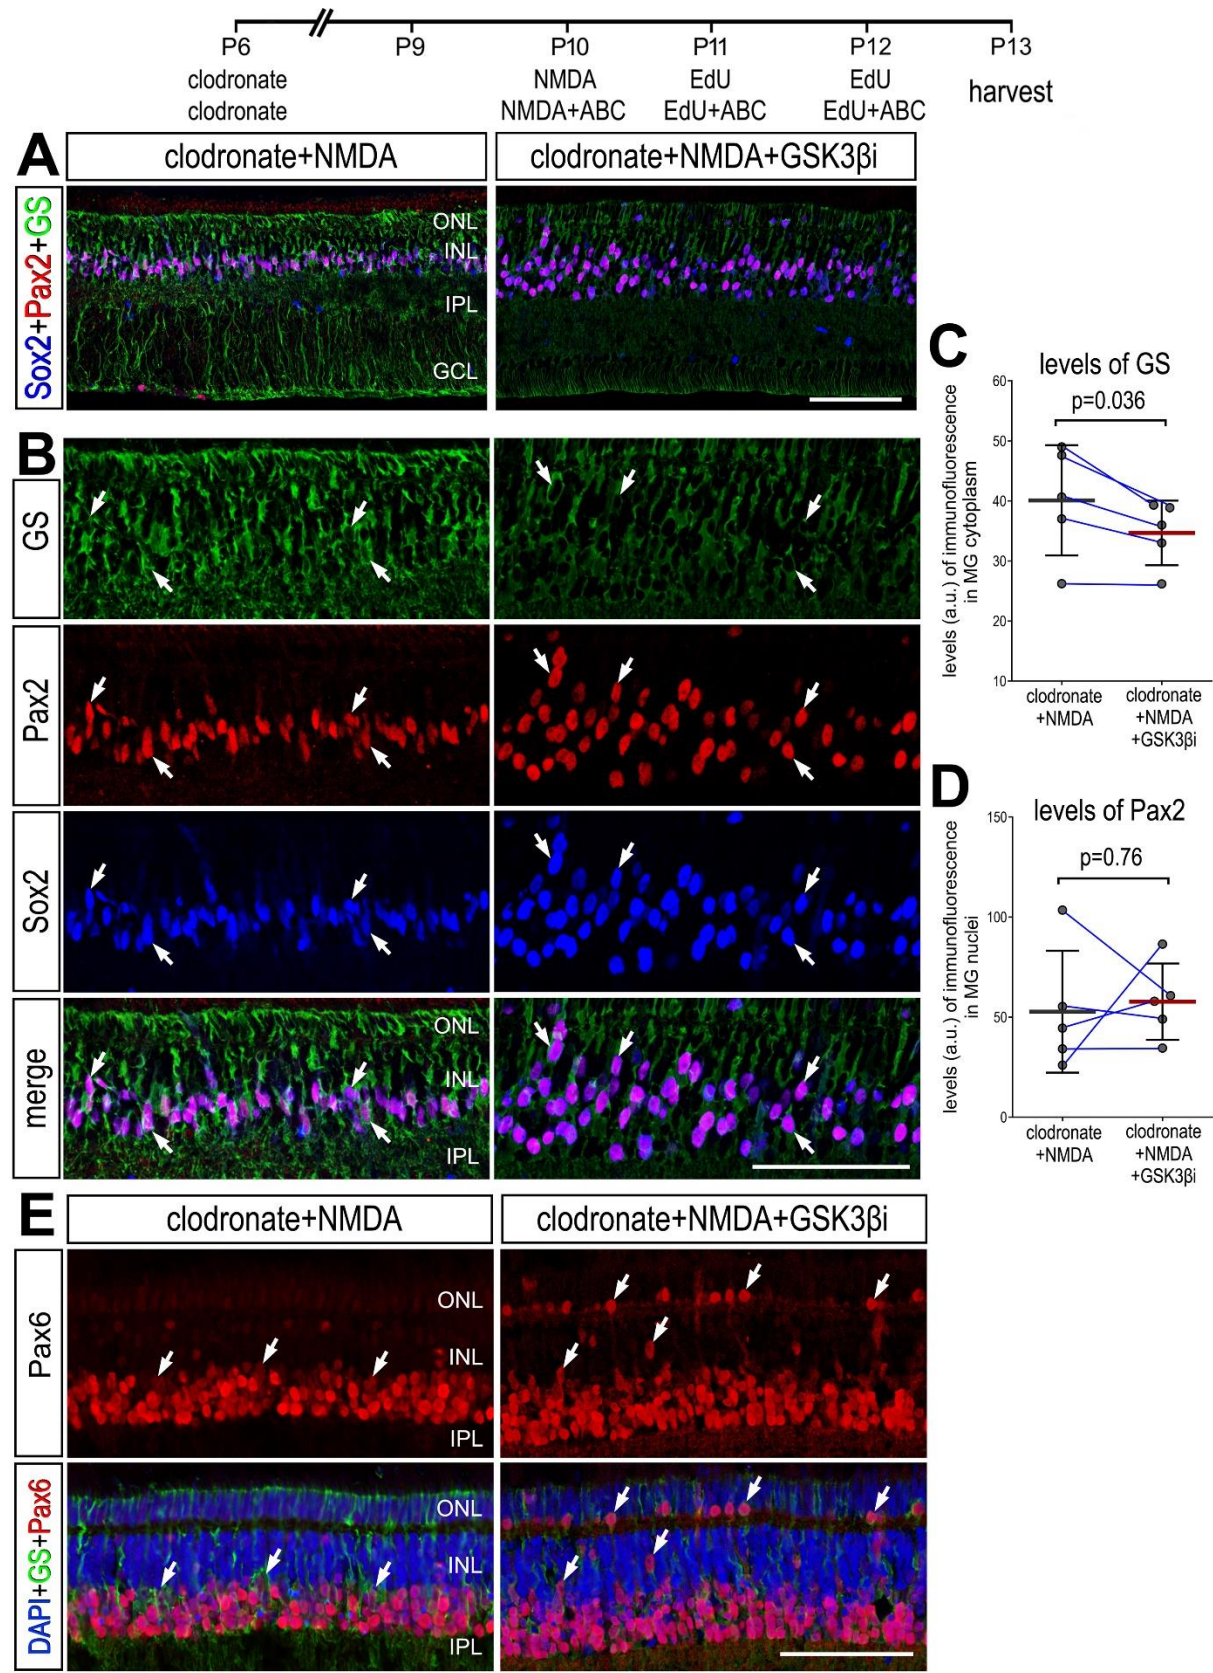

**Fig. S3. Expression of MG markers in retinas missing microglia and treated with GSK3b inhibitors.** We applied clodronate liposomes at P6, NMDA a cocktail of GSK3 $\beta$  inhibitors at P10, EdU GSK3 $\beta$  inhibitors at P11 and P12, and harvested retinas at P13. Retinal sections were labeled for glutamine synthetase (GS, green; **A,B,E**), Sox2 (blue; **A,B**), Pax2 (red; **A,B**), Pax6 (red; **E**) and DNA (DAPI, blue; **E**). The histograms in **C** and **D** illustrate the mean (bar  $\pm$  SD) levels of fluorescence in the INL for GS and Pax2, each dot represents one biological replicate, and blue lines connect data points from control and treated retinas from the same individual. Significance of difference (p-values) was determined by using a paired t-test (**D**). Calibration bars in **A**, **B** and **E** represent 50  $\mu$ m. Arrows indicate the nuclei of MG.

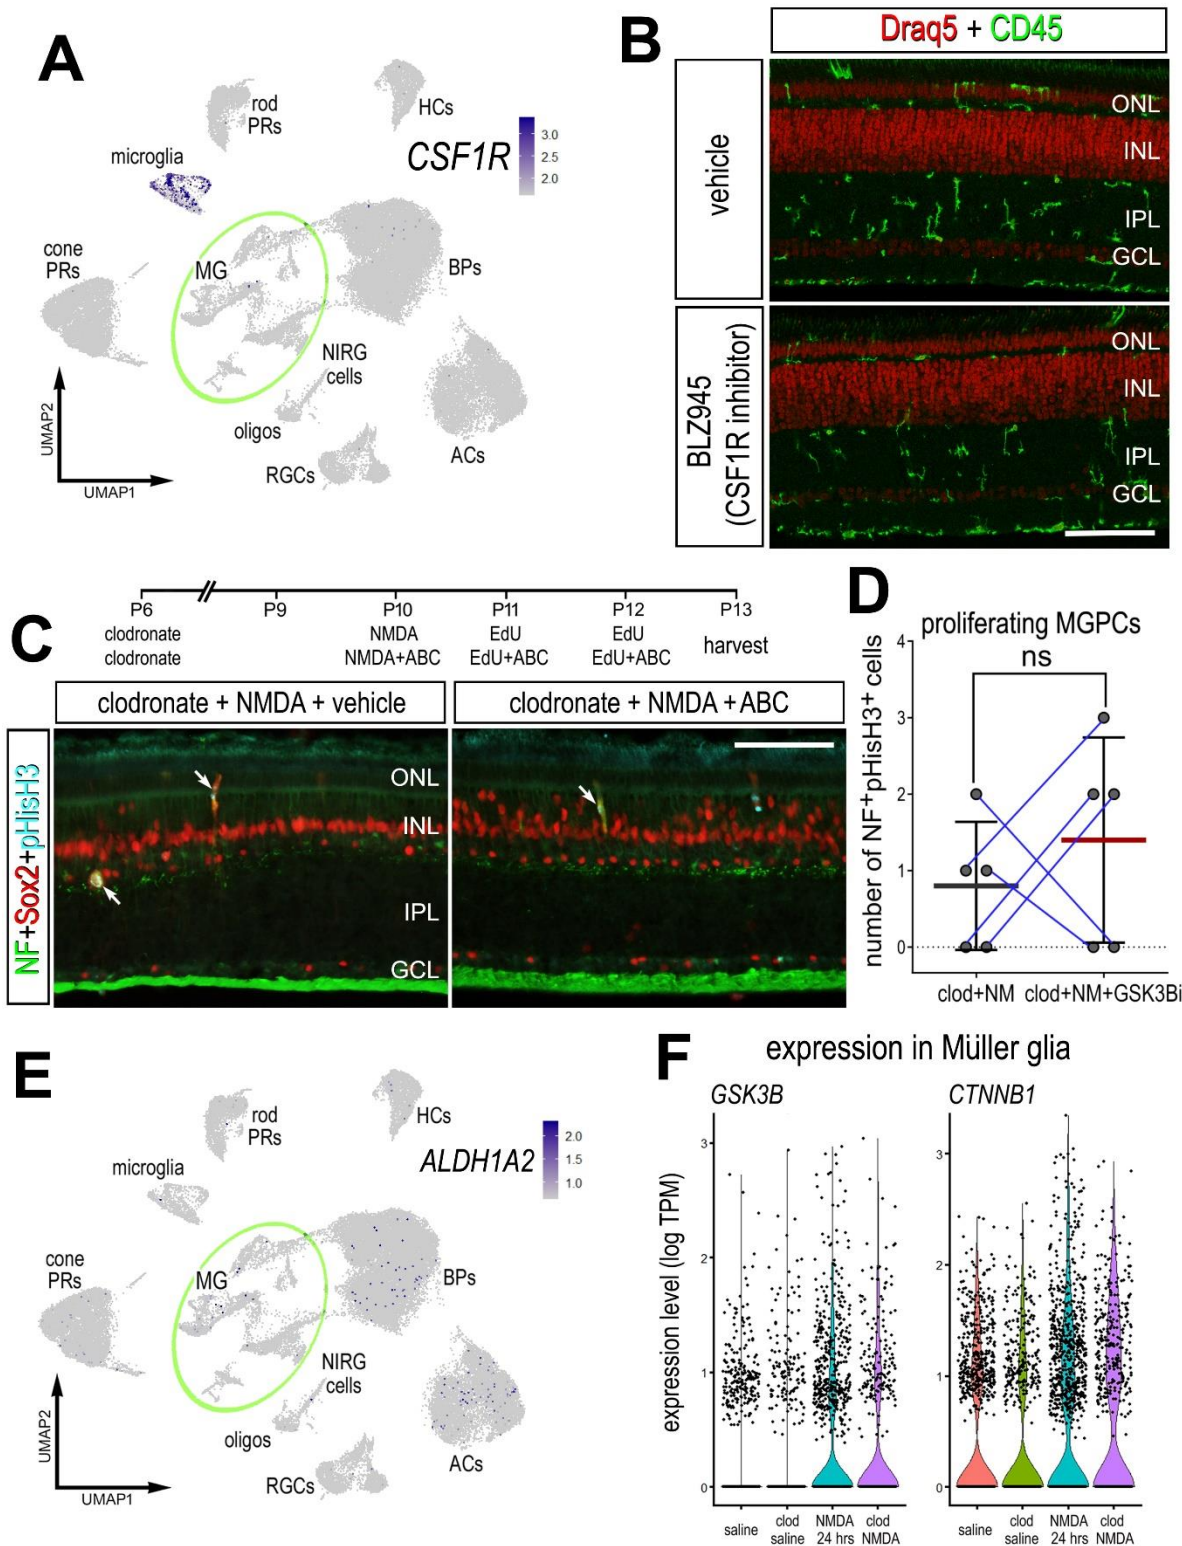

**Fig. S4. A:** UMAP heatmap plot of *CSF1R* in chick retinal cells. See Figure 3A-D for legend. **B:** Three consecutive daily injections of BLZ945 (*CSF1R* inhibitor) has no effect on CD45-positive microglia in the chick retina. Retinal sections were labeled for DNA (Draq5; red) and microglia (CD45; green). **C:** GSK3B-inhibitors have no effect on the proliferation of MGPCs. Retinal sections were labeled for neurofilament (NF; green), Sox2 (red) and phospho-histone H3 (pHisH3; cyan). **D:** Histogram illustrating mean ( $\pm$ SD) numbers of proliferating MGPCs. Each dot represents one biological replicate and blue lines connect data points from control and treated retinas from the same individual. Significance of difference (p-value) was determined by using a paired t-test. **E:** UMAP heatmap plot of *ALDH1A2* in chick retinal cells. See Figure 3A-D for legend. **F:** Violin plots illustrating levels of expression of *GSK3B* and *CTNNB1* ( $\beta$ -catenin) in MG in undamaged retinas, undamaged retinas missing microglia, NMDA-damaged retinas, and NMDA-damaged retinas missing microglia. See figure 1C,D for legend.

**Table S1. DEGs in MG in retinas treated with saline (pct.1) vs saline + clodronate-liposomes (pct.2).** Negative avg log2FC represents an increase and positive avg log2FC represents a decrease.

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.202070#supplementary-data>

**Table S2. DEGs in MG in retinas treated with NMDA (pct.1) vs NMDA + clodronate-liposomes (pct.2).** Negative avg log2FC represents an increase and positive avg log2FC represents a decrease.

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.202070#supplementary-data>

**Table S3. DEGs in MG in retinas treated with saline (pct.1) vs NMDA (pct.2).**

Negative avg log2FC represents an increase and positive avg log2FC represents a decrease.

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.202070#supplementary-data>

**Table S4. DEGs in MG in retinas treated with saline or NMDA and retinas harvested at 3, 12 or 48 hours later.** DEGs were identified for resting MG vs 3+12+48hr NMDA MG, resting MG vs 3hr NMDA MG, resting MG vs 12hr NMDA MG, and resting MG vs 48hr NMDA MG. Negative avg log2FC represents an increase and positive avg log2FC represents a decrease

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.202070#supplementary-data>

**Table S5. Statistics for genes listed in Dot Plots in Figures 3, 4, 5, 6 and 7.****Figure 3f**

```
FindMarkers(early_MG, ident.1 = "resting MG", ident.2 = c("NM3hr MG", "NM12hr MG", "NM48hr MG"), features = c("WNT4", "WNT5A", "WNT6", "SFRP1", "SFRP2", "WIF1", "FRZB", "FZD3", "CTNNB1"), min.pct = 0.01, logfc.threshold = 0.01)
```

|        | p_val         | avg_log2FC  | pct.1 | pct.2 | p_val_adj     |
|--------|---------------|-------------|-------|-------|---------------|
| FRZB   | 6.959940e-208 | -0.73641069 | 0.018 | 0.458 | 1.297194e-203 |
| WIF1   | 6.236237e-203 | 2.61261152  | 0.440 | 0.088 | 1.162310e-198 |
| WNT6   | 1.352700e-162 | -1.38506960 | 0.002 | 0.354 | 2.521163e-158 |
| SFRP1  | 3.282211e-157 | 1.57848552  | 0.665 | 0.484 | 6.117386e-153 |
| WNT4   | 5.402679e-94  | -1.24108937 | 0.001 | 0.220 | 1.006951e-89  |
| SFRP2  | 1.123826e-24  | 0.36664151  | 0.281 | 0.174 | 2.094588e-20  |
| WNT5A  | 2.998765e-18  | -0.03150130 | 0.064 | 0.154 | 5.589098e-14  |
| CTNNB1 | 3.161820e-14  | 0.01736114  | 0.474 | 0.650 | 5.893001e-10  |
| FZD3   | 1.251042e-12  | -0.03469801 | 0.273 | 0.405 | 2.331692e-08  |

**Figure 4a**

```
FindMarkers(clod_MG, ident.1 = "NM", ident.2 = "clod_NM", features = c("FGF1", "FGF10", "FGF12", "FGFR1", "MAPK1", "MAPK6", "MAPKAPK2", "MAPKAPK3", "SPRY2"), group.by = "orig.ident", min.pct = 0.01, logfc.threshold = 0.01)
```

|          | p_val        | avg_log2FC  | pct.1 | pct.2 | p_val_adj    |
|----------|--------------|-------------|-------|-------|--------------|
| FGFR1    | 2.389008e-22 | 0.62776729  | 0.525 | 0.293 | 5.032684e-18 |
| MAPK6    | 6.778693e-22 | 0.65951222  | 0.672 | 0.516 | 1.427999e-17 |
| MAPKAPK3 | 1.328319e-14 | -0.42574789 | 0.056 | 0.164 | 2.798237e-10 |
| FGF1     | 9.925580e-09 | -0.19130015 | 0.023 | 0.080 | 2.090923e-04 |
| SPRY2    | 1.441824e-08 | 0.39691918  | 0.704 | 0.672 | 3.037347e-04 |
| MAPKAPK2 | 2.496907e-07 | 0.29129051  | 0.392 | 0.265 | 5.259984e-03 |
| FGF10    | 2.096280e-03 | 0.08484429  | 0.074 | 0.037 | 1.000000e+00 |
| FGF12    | 9.736861e-02 | -0.13235330 | 0.349 | 0.361 | 1.000000e+00 |
| MAPK1    | 9.871330e-02 | -0.08740614 | 0.352 | 0.369 | 1.000000e+00 |

```
FindMarkers(clod_MG, ident.1 = "SS", ident.2 = "clod_SS", features = c("FGF1", "FGF10", "FGF12", "FGFR1", "MAPK1", "MAPK6", "MAPKAPK2", "MAPKAPK3", "SPRY2"), group.by = "orig.ident", min.pct = 0.01, logfc.threshold = 0.01)
```

|          | p_val       | avg_log2FC  | pct.1 | pct.2 | p_val_adj |
|----------|-------------|-------------|-------|-------|-----------|
| SPRY2    | 0.004937578 | 0.19666277  | 0.534 | 0.476 | 1         |
| MAPK6    | 0.005254168 | 0.16366085  | 0.345 | 0.282 | 1         |
| FGFR1    | 0.272221235 | -0.09554117 | 0.457 | 0.473 | 1         |
| MAPKAPK3 | 0.477902460 | -0.03140568 | 0.135 | 0.146 | 1         |
| MAPKAPK2 | 0.701824174 | -0.02888859 | 0.187 | 0.177 | 1         |
| MAPK1    | 0.712245015 | -0.03744760 | 0.265 | 0.250 | 1         |
| FGF12    | 0.783617334 | -0.06499152 | 0.475 | 0.473 | 1         |
| FGF1     | 0.909600032 | -0.03651327 | 0.233 | 0.223 | 1         |

```
> FindMarkers(clod_MG, ident.1 = "SS", ident.2 = "NM", features = c("FGF1", "FGF10", "FGF12", "FGFR1", "MAPK1", "MAPK6", "MAPKAPK2", "MAPKAPK3", "SPRY2"), group.by = "orig.ident", min.pct = 0.01, logfc.threshold = 0.01)
```

|          | p_val        | avg_log2FC  | pct.1 | pct.2 | p_val_adj    |
|----------|--------------|-------------|-------|-------|--------------|
| MAPK6    | 1.268156e-76 | -1.07038319 | 0.345 | 0.672 | 2.671497e-72 |
| FGF1     | 3.654600e-55 | 0.71210447  | 0.233 | 0.023 | 7.698781e-51 |
| SPRY2    | 2.862949e-41 | -0.82939101 | 0.534 | 0.704 | 6.031087e-37 |
| FGF12    | 1.402970e-24 | 0.60871379  | 0.475 | 0.349 | 2.955497e-20 |
| MAPKAPK2 | 6.936962e-22 | -0.34950784 | 0.187 | 0.392 | 1.461340e-17 |
| FGF10    | 1.182789e-18 | -0.15402384 | 0.003 | 0.074 | 2.491663e-14 |
| MAPKAPK3 | 3.351993e-12 | 0.38807573  | 0.135 | 0.056 | 7.061308e-08 |
| MAPK1    | 2.031448e-02 | -0.04110462 | 0.265 | 0.352 | 1.000000e+00 |
| FGFR1    | 3.621806e-01 | 0.03147393  | 0.457 | 0.525 | 1.000000e+00 |

**Figure 4f**

```
FindMarkers(early_MG, ident.1 = "resting MG", ident.2 = c("NM3hr MG", "NM12hr MG", "NM48hr MG"), features = c("FGF1", "FGF10", "FGF12", "FGFR1", "MAPK1", "MAPK6", "MAPKAPK2", "MAPKAPK3", "SPRY2"), min.pct = 0.01, logfc.threshold = 0.01)
```

|          | p_val         | avg_log2FC  | pct.1 | pct.2 | p_val_adj     |
|----------|---------------|-------------|-------|-------|---------------|
| MAPK6    | 2.102593e-201 | -0.94257615 | 0.720 | 0.907 | 3.918812e-197 |
| FGF1     | 3.749518e-125 | 0.66710640  | 0.345 | 0.083 | 6.988351e-121 |
| SPRY2    | 1.651956e-78  | -0.53785944 | 0.378 | 0.668 | 3.078915e-74  |
| FGF10    | 4.232294e-65  | -0.22456243 | 0.013 | 0.186 | 7.888149e-61  |
| FGF12    | 1.192070e-22  | 0.58884530  | 0.531 | 0.514 | 2.221780e-18  |
| MAPKAPK2 | 2.459611e-20  | -0.04393262 | 0.323 | 0.494 | 4.584222e-16  |
| MAPK1    | 2.625855e-12  | 0.05418908  | 0.291 | 0.432 | 4.894068e-08  |
| MAPKAPK3 | 3.676987e-07  | 0.17989025  | 0.229 | 0.186 | 6.853168e-03  |
| FGFR1    | 7.442556e-05  | 0.11258808  | 0.464 | 0.590 | 1.000000e+00  |

```
FindMarkers(early_MG, ident.1 = "resting MG", ident.2 = c("NM3hr MG"), features = c("FGFR1"), min.pct = 0.01, logfc.threshold = 0.01)
```

|       | p_val        | avg_log2FC | pct.1 | pct.2 | p_val_adj    |
|-------|--------------|------------|-------|-------|--------------|
| FGFR1 | 1.571866e-68 | -0.5205046 | 0.464 | 0.895 | 2.929645e-64 |

```
> FindMarkers(early_MG, ident.1 = "NM3hr MG", ident.2 = c("NM12hr MG"), features = c("FGFR1"), min.pct = 0.01, logfc.threshold = 0.01)
```

|       | p_val         | avg_log2FC | pct.1 | pct.2 | p_val_adj     |
|-------|---------------|------------|-------|-------|---------------|
| FGFR1 | 2.705122e-143 | 1.056656   | 0.895 | 0.362 | 5.041806e-139 |

**Figure 5a**

```
FindMarkers(clod_MG, ident.1 = "NM", ident.2 = "clod_NM", features = c("HBEGF", "EGFR", "ERBB2", "GRB2", "ADAM9", "ADAM10"), group.by = "orig.ident", min.pct = 0.01, logfc.threshold = 0.01)
```

|        | p_val        | avg_log2FC  | pct.1 | pct.2 | p_val_adj    |
|--------|--------------|-------------|-------|-------|--------------|
| HBEGF  | 1.625671e-18 | 0.77767332  | 0.513 | 0.315 | 3.424639e-14 |
| ADAM9  | 4.320135e-06 | -0.29391801 | 0.148 | 0.230 | 2.100796e-02 |
| ERBB2  | 1.052811e-01 | -0.02559355 | 0.085 | 0.061 | 1.000000e+00 |
| GRB2   | 1.366727e-01 | 0.08106176  | 0.427 | 0.376 | 1.000000e+00 |
| EGFR   | 1.480282e-01 | 0.16956444  | 0.070 | 0.052 | 1.000000e+00 |
| ADAM10 | 9.657403e-01 | 0.01588233  | 0.354 | 0.340 | 1.000000e+00 |

```
FindMarkers(clod_MG, ident.1 = "SS", ident.2 = "NM", features = c("HBEGF", "EGFR", "ERBB2", "GRB2", "ADAM9", "ADAM10"), group.by = "orig.ident", min.pct = 0.01, logfc.threshold = 0.01)
```

|        | p_val         | avg_log2FC  | pct.1 | pct.2 | p_val_adj     |
|--------|---------------|-------------|-------|-------|---------------|
| HBEGF  | 3.164245e-147 | -1.75104411 | 0.029 | 0.513 | 6.665799e-143 |
| ADAM10 | 1.293643e-14  | -0.34865857 | 0.185 | 0.354 | 2.725188e-10  |
| EGFR   | 3.166742e-06  | -0.26694283 | 0.028 | 0.070 | 6.671059e-02  |
| ERBB2  | 9.956314e-05  | -0.04553082 | 0.043 | 0.085 | 1.000000e+00  |
| ADAM9  | 3.187400e-01  | 0.11112578  | 0.152 | 0.148 | 1.000000e+00  |
| GRB2   | 4.568791e-01  | 0.06004539  | 0.356 | 0.427 | 1.000000e+00  |

```
FindMarkers(clod_MG, ident.1 = "SS", ident.2 = "clod_SS", features = c("HBEGF", "EGFR", "ERBB2", "GRB2", "ADAM9", "ADAM10"), group.by = "orig.ident", min.pct = 0.01, logfc.threshold = 0.01)
```

|        | p_val        | avg_log2FC  | pct.1 | pct.2 | p_val_adj   |
|--------|--------------|-------------|-------|-------|-------------|
| EGFR   | 2.034004e-07 | -0.37998802 | 0.028 | 0.079 | 0.052848321 |
| HBEGF  | 4.074582e-02 | -0.10596081 | 0.029 | 0.046 | 1.000000000 |
| ADAM10 | 8.950877e-02 | 0.08350485  | 0.185 | 0.154 | 1.000000000 |
| GRB2   | 3.892708e-01 | 0.05382874  | 0.356 | 0.329 | 1.000000000 |
| ADAM9  | 6.373910e-01 | -0.04745526 | 0.152 | 0.142 | 1.000000000 |

ERBB2 7.330943e-01 0.01017778 0.043 0.040 1.000000000

### Figure 5f

```
FindMarkers(early_MG, ident.1 = "resting MG", ident.2 = c("NM3hr MG", "NM12hr MG", "NM48hr MG"), features = c("HBEGF", "EGFR", "ERBB2", "GRB2", "ADAM9", "ADAM10"), min.pct = 0.01, logfc.threshold = 0.01)
```

|        | p_val        | avg_log2FC  | pct.1 | pct.2 | p_val_adj    |
|--------|--------------|-------------|-------|-------|--------------|
| HBEGF  | 0.000000e+00 | -2.43455330 | 0.105 | 0.800 | 0.000000e+00 |
| ADAM10 | 4.071952e-58 | -0.20833239 | 0.396 | 0.667 | 7.589304e-54 |
| GRB2   | 5.707613e-29 | -0.14596770 | 0.416 | 0.625 | 1.063785e-24 |
| ERBB2  | 2.394689e-13 | -0.06026036 | 0.095 | 0.179 | 4.463222e-09 |
| ADAM9  | 1.967558e-07 | 0.11057057  | 0.336 | 0.460 | 3.667135e-03 |
| EGFR   | 2.557701e-03 | 0.15756717  | 0.101 | 0.137 | 1.000000e+00 |

### Figure 6a

```
FindMarkers(clod_MG, ident.1 = "NM", ident.2 = "clod_NM", features = c("TGFB1", "TGFB2", "TGFB3", "TGIF1", "TGFB1", "INHBA", "TGFB1", "TGFB3"), group.by = "orig.ident", min.pct = 0.01, logfc.threshold = 0.01)
```

|       | p_val        | avg_log2FC  | pct.1 | pct.2 | p_val_adj    |
|-------|--------------|-------------|-------|-------|--------------|
| INHBA | 2.364005e-48 | 1.77369554  | 0.538 | 0.195 | 4.980014e-44 |
| TGIF1 | 3.698492e-08 | 0.20758246  | 0.151 | 0.059 | 7.791242e-04 |
| TGFB1 | 3.136353e-03 | 0.21273167  | 0.265 | 0.199 | 1.000000e+00 |
| TGFB3 | 8.859048e-03 | 0.09388296  | 0.202 | 0.143 | 1.000000e+00 |
| TGFB3 | 1.194288e-02 | 0.09547510  | 0.104 | 0.066 | 1.000000e+00 |
| TGFB1 | 2.484112e-01 | -0.07615353 | 0.215 | 0.233 | 1.000000e+00 |
| TGFB1 | 3.818484e-01 | -0.10358408 | 0.120 | 0.132 | 1.000000e+00 |

```
FindMarkers(clod_MG, ident.1 = "SS", ident.2 = "NM", features = c("TGFB1", "TGFB2", "TGFB3", "TGIF1", "TGFB1", "INHBA", "TGFB1", "TGFB3"), group.by = "orig.ident", min.pct = 0.01, logfc.threshold = 0.01)
```

|       | p_val         | avg_log2FC  | pct.1 | pct.2 | p_val_adj     |
|-------|---------------|-------------|-------|-------|---------------|
| TGFB2 | 5.993809e-184 | -2.74140693 | 0.010 | 0.567 | 1.262656e-179 |
| INHBA | 6.053987e-41  | -1.12075888 | 0.268 | 0.538 | 1.275333e-36  |
| TGFB1 | 1.466371e-33  | -0.50690521 | 0.042 | 0.215 | 3.089057e-29  |
| TGIF1 | 8.431249e-14  | -0.17450503 | 0.052 | 0.151 | 1.776127e-09  |
| TGFB1 | 2.784096e-08  | -0.21372639 | 0.155 | 0.265 | 5.864978e-04  |
| TGFB3 | 9.918568e-05  | -0.07982203 | 0.129 | 0.202 | 1.000000e+00  |
| TGFB1 | 1.010689e-04  | -0.06689487 | 0.068 | 0.120 | 1.000000e+00  |
| TGFB3 | 7.099843e-03  | -0.02935907 | 0.069 | 0.104 | 1.000000e+00  |

```
FindMarkers(clod_MG, ident.1 = "SS", ident.2 = "clod_SS", features = c("TGFB1", "TGFB2", "TGFB3", "TGIF1", "TGFB1", "INHBA", "TGFB1", "TGFB3"), group.by = "orig.ident", min.pct = 0.01, logfc.threshold = 0.01)
```

|       | p_val        | avg_log2FC  | pct.1 | pct.2 | p_val_adj    |
|-------|--------------|-------------|-------|-------|--------------|
| INHBA | 1.690472e-18 | -0.65211747 | 0.268 | 0.453 | 3.561148e-14 |
| TGFB3 | 3.061774e-13 | -0.55909175 | 0.129 | 0.254 | 6.449933e-09 |
| TGFB1 | 9.295067e-04 | 0.25539001  | 0.042 | 0.015 | 1.000000e+00 |
| TGFB1 | 1.365135e-02 | -0.18029643 | 0.155 | 0.196 | 1.000000e+00 |
| TGFB1 | 1.728320e-02 | -0.14291746 | 0.068 | 0.097 | 1.000000e+00 |
| TGFB3 | 4.559136e-02 | -0.11441153 | 0.069 | 0.092 | 1.000000e+00 |
| TGFB2 | 3.887020e-01 | -0.02322199 | 0.010 | 0.014 | 1.000000e+00 |
| TGIF1 | 4.802866e-01 | 0.02120620  | 0.052 | 0.060 | 1.000000e+00 |

### Figure 6f

```
> FindMarkers(early_MG, ident.1 = "resting MG", ident.2 = c("NM3hr MG", "NM12hr MG", "NM48hr MG"), features = c("TGFB1", "TGFB2", "TGFB3", "TGIF1", "TGFB1", "INHBA", "TGFB1", "TGFB3"), min.pct = 0.01, logfc.threshold = 0.01)
```

|        | p_val        | avg_log2FC  | pct.1 | pct.2 | p_val_adj    |
|--------|--------------|-------------|-------|-------|--------------|
| TGFB2  | 0.000000e+00 | -2.80796976 | 0.070 | 0.664 | 0.000000e+00 |
| TGFB1  | 3.722150e-75 | -0.53946239 | 0.055 | 0.275 | 6.937344e-71 |
| TGIF1  | 9.918582e-36 | -0.17418847 | 0.159 | 0.339 | 1.848625e-31 |
| TGFB1  | 3.219732e-21 | -0.15514364 | 0.263 | 0.416 | 6.000936e-17 |
| INHBA  | 1.677756e-19 | -0.42693991 | 0.360 | 0.509 | 3.127001e-15 |
| TGFBR1 | 2.424136e-17 | -0.02006268 | 0.104 | 0.210 | 4.518105e-13 |
| TGFBR3 | 2.854405e-02 | 0.09385214  | 0.061 | 0.081 | 1.000000e+00 |

**Figure 7b**

```
FindMarkers(clod_MG, ident.1 = "NM", ident.2 = "clod_NM", features = c("RARA",
, "RARB", "RXRA", "RXRG", "CYP26A1", "ALDH1A1"), group.by = "orig.ident", min
.pct = 0.01, logfc.threshold = 0.01)
```

|         | p_val        | avg_log2FC  | pct.1 | pct.2 | p_val_adj    |
|---------|--------------|-------------|-------|-------|--------------|
| ALDH1A1 | 4.014712e-09 | -0.15988594 | 0.005 | 0.044 | 8.457392e-05 |
| RARA    | 2.342166e-07 | 0.12312201  | 0.064 | 0.009 | 4.934007e-03 |
| RXRG    | 4.280897e-04 | 0.15995838  | 0.308 | 0.221 | 1.000000e+00 |
| CYP26A1 | 2.914654e-02 | -0.02588425 | 0.025 | 0.044 | 1.000000e+00 |
| RXRA    | 4.429671e-02 | -0.15505815 | 0.247 | 0.279 | 1.000000e+00 |
| RARB    | 2.654839e-01 | -0.16330687 | 0.392 | 0.389 | 1.000000e+00 |

```
FindMarkers(clod_MG, ident.1 = "SS", ident.2 = "clod_SS", features = c("RARA",
, "RARB", "RXRA", "RXRG", "CYP26A1", "ALDH1A1"), group.by = "orig.ident", min
.pct = 0.01, logfc.threshold = 0.01)
```

|         | p_val        | avg_log2FC  | pct.1 | pct.2 | p_val_adj    |
|---------|--------------|-------------|-------|-------|--------------|
| ALDH1A1 | 1.605357e-12 | 0.28585516  | 0.077 | 0.006 | 3.381845e-08 |
| CYP26A1 | 4.308991e-08 | 0.37365838  | 0.115 | 0.044 | 9.077320e-04 |
| RXRA    | 8.977831e-07 | -0.41052555 | 0.177 | 0.262 | 1.891270e-02 |
| RARB    | 1.764386e-05 | -0.30634557 | 0.511 | 0.586 | 3.716855e-02 |
| RXRG    | 3.095736e-02 | -0.19976282 | 0.243 | 0.273 | 1.000000e+00 |
| RARA    | 3.418922e-01 | 0.01756251  | 0.026 | 0.019 | 1.000000e+00 |

```
FindMarkers(clod_MG, ident.1 = "SS", ident.2 = "NM", features = c("RARA", "RA
RB", "RXRA", "RXRG", "CYP26A1", "ALDH1A1"), group.by = "orig.ident", min.pct
= 0.01, logfc.threshold = 0.01)
```

|         | p_val        | avg_log2FC  | pct.1 | pct.2 | p_val_adj    |
|---------|--------------|-------------|-------|-------|--------------|
| RARB    | 1.054873e-20 | 0.58908201  | 0.511 | 0.392 | 2.222196e-16 |
| ALDH1A1 | 2.519863e-19 | 0.31430641  | 0.077 | 0.005 | 5.308344e-15 |
| CYP26A1 | 8.144630e-19 | 0.51024058  | 0.115 | 0.025 | 1.715748e-14 |
| RARA    | 2.152713e-05 | -0.05280525 | 0.026 | 0.064 | 4.534904e-01 |
| RXRA    | 3.245594e-03 | -0.09170134 | 0.177 | 0.247 | 1.000000e+00 |
| RXRG    | 6.282007e-02 | 0.02975153  | 0.243 | 0.308 | 1.000000e+00 |

**Figure 7f**

```
FindMarkers(early_MG, ident.1 = "resting MG", ident.2 = c("NM3hr MG", "NM12hr
MG", "NM48hr MG"), features = c("RARA", "RARB", "RXRA", "RXRG", "CYP26A1", "A
LDH1A1"), min.pct = 0.01, logfc.threshold = 0.01)
```

|         | p_val         | avg_log2FC | pct.1 | pct.2 | p_val_adj     |
|---------|---------------|------------|-------|-------|---------------|
| ALDH1A1 | 1.982134e-123 | 0.62394228 | 0.248 | 0.029 | 3.694301e-119 |
| RARB    | 1.449676e-42  | 0.51080248 | 0.328 | 0.184 | 2.701906e-38  |
| RARA    | 7.375380e-11  | 0.36766529 | 0.234 | 0.262 | 2.308104e-06  |
| CYP26A1 | 6.445438e-10  | 0.09417273 | 0.048 | 0.017 | 1.201301e-05  |
| RXRG    | 2.026445e-07  | 0.28632706 | 0.331 | 0.294 | 3.776889e-03  |
| RXRA    | 7.705532e-02  | 0.11932525 | 0.152 | 0.182 | 1.000000e+00  |

**Table S6. Lists of significant autocrine LR-interactions in MG and Venn diagram lists for figure 2.**

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.202070#supplementary-data>

**Table S7. Antibodies, working dilution, clone/catalog number and source.**

| Antibody                        | Dilution | Host   | Clone/Catalog number | Source            |
|---------------------------------|----------|--------|----------------------|-------------------|
| Sox2                            | 1:1000   | Goat   | KOY0418121           | R&D               |
| Sox9                            | 1:2000   | Rabbit | AB5535               | Millipore         |
| Pax6                            | 1:50     | Mouse  | PAX6                 | DSHB              |
| Pax2                            | 1:50     | Rabbit | AB5535               | Millipore         |
| Nuclear beta catenin            | 1:40     | Mouse  | PY654                | DSHB              |
| CD45                            | 1:200    | Mouse  | HIS-C7               | Prionics          |
| Glutamine synthetase            | 1:1000   | Mouse  | 610517               | BD Biosciences    |
| phospho-histone H3              | 1:600    | Rabbit | 06-570               | Millipore         |
| Anti-goat IgG Alexa Fluor 488   | 1:1000   | Donkey | A3214                | Life Technologies |
| Anti-goat IgG Alexa Fluor 568   | 1:1000   | Donkey | A-11057              | Life Technologies |
| Anti-rabbit IgG Alexa Fluor 488 | 1:1000   | Goat   | A32731               | Life Technologies |
| Anti-rabbit IgG Alexa Fluor 568 | 1:1000   | Goat   | A-11036              | Life Technologies |
| Anti-rabbit IgG Alexa Fluor 647 | 1:1000   | Goat   | A32733               | Life Technologies |
| Anti-mouse IgG Alexa Fluor 488  | 1:1000   | Goat   | A32723               | Life Technologies |
| Anti-mouse IgG Alexa Fluor 568  | 1:1000   | Goat   | A-11004              | Life Technologies |
| Anti-mouse IgG Alexa Fluor 647  | 1:1000   | Goat   | A32728               | Life Technologies |

All primary antibodies provided reproducible patterns of labeling, match patterns of expression in scRNA-seq libraries, and have been validated elsewhere

(Fischer et al., 2009a; Fischer et al., 2009b; Fischer et al., 2014; Gallina et al., 2015; Stanke et al., 2010).

How the deposited data were processed for this re-analysis (not part of the article)

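The values come from the 1 scRNA-seq library per condition that the study made from chick retina treated with saline, NMDA, clodronate+saline or clodronate+NMDA. For each library the authors deposited a matrix of counts, which are whole numbers of UMIs per gene and cell barcode written by Cell Ranger 7.0.1 with no normalization, and its lists of features and barcodes. The barcodes are those Cell Ranger called as cells. The files of features were the same for all libraries and held 30108 features, of which 16329 carry an identifier and no gene name. Counts of 75 names shared by more than 1 feature were summed, which left 29839 genes. Other experiments of the study, on time after NMDA, on growth factors and on tissue sections, were not analysed here.

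Cells with 200 to 2500 genes and at most 5% mitochondrial UMIs were kept, which left 88.8% of the barcodes of the saline library, 77.8% of NMDA, 81.6% of clodronate+saline and 71.8% of clodronate+NMDA, from 20614413, 27033560, 25131894 and 24031990 UMIs in all, at a median of 1323, 1453, 1540 and 1543 UMIs per cell. The libraries were merged without integration and clustered in R 4.3.3 with Seurat 5.3.0, with log normalization to 10000 UMIs, 2000 variable genes picked after the reported genes were set aside, 20 principal components and Louvain resolution 0.8. The remaining steps ran in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5 for Scrublet and matplotlib 3.10.9 for figures.

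Clusters were named by 13 lists of markers, the first of each from the methods of the paper and the rest from textbook knowledge. A marker counted for a cluster when at least 10% of its cells had a UMI and its level exceeded that of all other cells by a fixed factor. The class with the largest share of its markers counted gave the name if at least 3 counted, if that share led the next class by a fixed factor, and if no other class had more markers among the top 10 genes of the cluster. The factors and the rule on top genes were set after the clusters had been seen. Clusters that failed the rule, and clusters of shallow cells with no marker of the class among those top genes, stayed unnamed and are in no named class.

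UMIs of the MG-like cells were summed per library and divided by the total of those UMIs to give CPM. Intervals at 95% are exact Poisson intervals for a CPM, exact intervals conditional on the sum of counts for a ratio, and exact (Clopper-Pearson) binomial intervals for a share of cells. They cover counting error only. A count of 0 was given a floor of 3 counts, and no ratio is given where both libraries were at or under it. The median of a list was taken over genes with at least 20 UMIs in the pair of libraries, with 0.5 added to each count for the median alone, and set among 10000 random lists of the same size matched on mean expression in 20 bins. With counts simulated from the depth of the libraries, the interval of a ratio held the true value for 96.3% of 10433 genes in clodronate+saline over saline and 96.6% of 8212 in clodronate+NMDA over NMDA. The simulated counts were Poisson, so they cannot show the effect of spread between cells. Shares of MG-like cells with a UMI were also taken after each cell was thinned to 3450 UMIs, which left out 201 MG-like cells of saline, 8 of NMDA, 102 of clodronate+saline and 10 of clodronate+NMDA.

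The genes that the text names were chosen by a rule: every gene the paper names for these libraries, and the 10 largest and 10 smallest log2 ratios in each of clodronate+saline over saline, NMDA over saline and clodronate+NMDA over NMDA, among genes with a CPM of at least 50 in either library, at least 50 UMIs over both and, in the library where they were higher, at least 2 times the CPM of all other cells, with mitochondrial and hemoglobin genes left out. Values in the tables of the paper had been seen when the rule was written, as had the top of Tables S1 and S2 when 26 lists of textbook genes were drawn up. Single genes of those lists that are named were picked after their values were seen. Not every gene that the rule admits is named.

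In the text an interval follows its value in parentheses. Conditions were compared by their ratios alone. No statistical test between conditions was made, because each has a single library and the cells of a library are not replicates of a treatment. The scores of ligand-receptor pairs used the formula of SingleCellSignalR on the mean log-normalized levels in MG-like cells of each library.

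Each result was computed again under 14 alternatives set in advance and 1 added later, where they apply. These change the limit on genes per cell (none), the limit on mitochondrial UMIs (10%), doublets (left out), the resolution (0.4 and 1.6), the variable genes (reported genes kept), the choice of MG-like cells (the highest mean marker level per cell), the scaling (median of ratios over genes with at least 50 UMIs in each library), the weight of cells (each alike), the background (subtracted), the depth of cells (thinned), the UMIs a gene needs in a list (100, or 1) and the filter on cells (none). The added alternative kept as MG-like a cluster that held markers of MG and of another class. Scrublet with its automatic threshold marked 9 of 41286 barcodes, so the alternative left out the barcodes with the highest scores in each library, at 0.8% for each 1000 barcodes. This cutoff was thus set after the result of the automatic threshold had been seen. The background of a library was its profile over all barcodes, and its share in MG-like cells was set by rod and cone markers. Features without a name were kept in all totals and are named by identifier where the rule admits them.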

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

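Of the tests below, those of resting MG among the cells of the clodronate+NMDA library and of a difference between single libraries were chosen only after the result was seen. Some results in MG-like cells lay in opposite directions without microglia in undamaged and damaged retinas. The genes that Fig. 1F shows as lower had a median log2 ratio of -0.74 in clodronate+saline over saline and 0.71 in clodronate+NMDA over NMDA, those that Fig. 1H shows as higher had -0.26 and 1.00, and the list of resting MG genes had -0.40 and 0.85. *INHBA* had 0.94 and -2.53. *ALDH1A1* had -4.48 (-7.55 to -2.58), from 84 and 2 UMIs, and 3.33 (0.37 to 8.82), from 1 and 7. In each case the difference was not tested, since each condition has a single library. The paper chose the genes of Fig. 1F and Fig. 1H from these libraries, so their direction in the comparison they were chosen in is not independent evidence. The list of resting MG genes shares members with Fig. 1F.

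Other results belong to groups of genes that the paper does not analyse as such, though it names *BF1* and *BF2* of the MHC, and stood above the control library by more than the counting error. The interferon-response list had a median of 1.78 (1.56 to 2.11) in undamaged and 1.35 (0.87 to 1.69) in damaged retinas, and the MHC class I list 1.27 (1.11 to 1.62) in undamaged retinas. The S and G2/M phase list had 1.59 (1.25 to 1.89) in damaged retinas. Over all barcodes of the NMDA library, the hemoglobin gene *HBA1* was at 1536 CPM against 102 in saline, 59.2 in clodronate+saline and 5.29 in clodronate+NMDA.

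The first pattern is that interferon-response genes were higher in MG-like cells of both clodronate-treated libraries, 21 of 22 measured genes in undamaged and 18 of 19 in damaged retinas. The list was drawn up after the top of Tables S1 and S2, with *OASL* and *IFI6*, had been seen. Those tables come from these same libraries, so the direction of the list is not independent evidence. Free RNA from other cells of the library is argued against as the whole cause by medians of 1.78 and 1.42 after the background was subtracted. Scaling to the total count is argued against by medians of 1.70 and 1.29 with scaling by the median of ratios. A difference between single libraries or their birds other than clodronate cannot be told apart from the treatment, because there was 1 library per condition. An effect of the loss of microglia, of clodronate itself or of the liposomes, which the labels do not name for the other libraries, stays open as a hypothesis and was not tested.

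The second pattern is that *HBEGF*, *FGFR1*, *RARA*, *WNT4*, *WNT6*, *MDK* and *INHBA* were all lower in MG-like cells of clodronate+NMDA than of NMDA, with a median log2 ratio of -2.52. The paper names all of these genes as lower from these same libraries, so their shared direction follows from the choice and is not independent evidence. The limit on genes per cell, which removes the deepest cells, is argued against by a median of -2.52 with no upper limit. Resting MG mixed among these cells are argued against as the whole cause by *GLUL*, which stood at 7.52% of its level in clodronate+saline, while a mix that lowers the median this far would be mostly resting cells. A difference between single libraries or their birds other than clodronate cannot be told apart from the treatment with 1 library per condition. A response of MG to the loss of microglia, which the paper proposes, remains an open explanation.

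The third pattern is that S and G2/M phase genes were higher in MG-like cells of clodronate+NMDA than of NMDA, 10 of 12 measured genes. That the limit on genes per cell removed cycling cells unevenly is argued against by a median of 2.21 with no upper limit. Doublets are argued against by 1.74 with doublets left out, at a cutoff set after the automatic threshold was seen to mark almost no barcode. A difference between single libraries or their birds other than clodronate cannot be told apart from the treatment with 1 library per condition. An effect of the loss of microglia stays open and untested, and whether more MG were dividing was not measured in these libraries. The paper reports the opposite for division, a deficit of EdU-labeled MGPCs in damaged retinas without microglia. That deficit was counted in tissue sections rather than RNA and, where the day is given, in retinas harvested later than these libraries.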

How the results depend on the processing

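The 1 alternative that kept the cluster with markers of MG and of another class as MG-like was chosen after seeing the data. The other 14 were set before the data were examined, except for the cutoff for doublets. That cutoff was set after the automatic threshold was seen to mark almost no barcode. A value is called moved when it left its counting interval, and reversed when it left an interval that does not hold 0 and also changed sign, so a change of sign within the interval is not counted. Of 2561 values of log2 ratios of single genes, from 248 ratios under their alternatives, 2451 stayed within the interval, 104 moved (33 up and 71 down) and 6 reversed. Of 1068 medians of lists, 986 stayed within theirs, 63 moved (31 up and 32 down) and 19 reversed. Of 1050 ligand-receptor scores, 155 moved, 115 of them down, and of 16 shares of cells with a UMI, 5 moved after thinning, all of them down. Every reversed value is named in the next paragraph, but of the moved values only those of the comparisons planned at the start.

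With MG-like cells picked by a marker score per cell, the MG-like share was 12.3% of saline, 7.65% of NMDA, 7.99% of clodronate+saline and 7.73% of clodronate+NMDA, and the sign reversed for *LGALS1A* in clodronate+NMDA over NMDA (-0.51), *SIX3* in clodronate+NMDA over NMDA (0.011), *TIMP3* in clodronate+NMDA over NMDA (-0.50), *RBP4* in clodronate+saline over saline (0.17), the cone marker list in clodronate+saline over saline (0.12), the rod marker list in clodronate+saline over saline (0.30), the microglia marker list in clodronate+saline over saline (2.26), the retinoic acid list in NMDA over saline (0.069), the amacrine marker list in clodronate+NMDA over NMDA (0.24) and the cone marker list in clodronate+NMDA over NMDA (0.42). With the cluster with markers of MG and of another class kept, the MG-like share was 9.87% of saline, 5.85% of NMDA, 7.05% of clodronate+saline and 6.8% of clodronate+NMDA, and the sign reversed for *RBP4* in clodronate+saline over saline (0.36), the cone marker list in clodronate+saline over saline (0.32), the rod marker list in clodronate+saline over saline (0.73), the microglia marker list in clodronate+saline over saline (2.18), the retinoic acid list in NMDA over saline (0.10), the amacrine marker list in clodronate+NMDA over NMDA (0.11) and the cone marker list in clodronate+NMDA over NMDA (0.63). With no upper limit on genes per cell, the MG-like share was 6.82% of NMDA and 4.58% of clodronate+NMDA, and of 17 ratios of genes and 10 medians of lists that moved, the planned ones were *WNT4* in clodronate+NMDA over NMDA (-6.31), and the sign reversed for *PFKP* in clodronate+NMDA over NMDA (0.020) and the microglia marker list in clodronate+saline over saline (1.00). With a mitochondrial limit of 10%, the MG-like share was 5.26% of NMDA and 5.79% of clodronate+NMDA, and the sign reversed for the microglia marker list in clodronate+saline over saline (1.06), the retinoic acid list in NMDA over saline (0.091), the amacrine marker list in clodronate+NMDA over NMDA (0.22) and the cone marker list in clodronate+NMDA over NMDA (0.69). With resolution 0.4, the MG-like share was 0% of NMDA and 0.035% of clodronate+NMDA. With scaling by the median of ratios, of 11 ratios of genes and 8 medians of lists that moved, the planned ones were the genes that Fig. 1F shows as lower in clodronate+saline over saline (-0.82). With the background subtracted, the sign reversed for the cone marker list in clodronate+saline over saline (1.17). With at least 100 UMIs per gene, of 8 medians of lists that moved, the planned one was the interferon-response list in clodronate+NMDA over NMDA (2.85), and the sign reversed for the FGF/MAPK list in NMDA over saline (-0.22).

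The cause was not tested for any of these. Scaling by the median of ratios shifts every log2 ratio by -0.08 in clodronate+saline over saline, -0.147 in NMDA over saline, -0.05 in clodronate+NMDA over NMDA and -0.12 in clodronate+NMDA over clodronate+saline, and ratios near these sizes depend on it. Across the alternatives run, clodronate+NMDA over NMDA ranged from -1.47 to -1.23 for *HBEGF*, -1.63 to -1.32 for *FGFR1*, -3.60 to -2.64 for *RARA*, -6.31 to -5.28 for *WNT4*, -5.44 to -5.03 for *WNT6*, -1.67 to -1.54 for *MDK* and -2.80 to -2.50 for *INHBA*. The interferon-response list ranged from 1.70 to 1.98 in undamaged and 1.10 to 2.85 in damaged retinas. Medians ranged from 1.05 to 1.19 for the genes that Fig. 1F shows as higher, -1.43 to -1.19 for those that Fig. 1H shows as lower and 0.95 to 1.10 for those it shows as higher. The glycolysis list ranged from 0.28 to 0.38 in undamaged and -0.10 to 0.01 in damaged retinas, where its interval spans 0. Pairs listed for NMDA alone with the higher score there numbered 24 to 34 of 35.

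Depth limits the damaged retinas most, with 220 MG-like cells in NMDA and 172 in clodronate+NMDA, so that genes with few UMIs, *EGFR*, *ERBB2*, *RARA* and *ALDH1A1* among them, have intervals that hold large differences. No paired analysis was possible because the files do not say which cells came from which bird or eye. There was no replicate to leave out, since each condition has a single library.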

Differences from the paper's values

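The alternatives named here were set before the data were examined, except for the cutoff for doublets and where the text says otherwise. Tables S1, S2 and S5 give an average log2 fold change per gene, and the values set beside them are differences of log2 of the mean per 10000 UMIs plus 1, in the direction of those tables. The paper tested cells as replicates with a Wilcoxon rank-sum test, while no test was made here. Values differ when their sign does or when they lie apart by more than the counting error. A change of sign counts here even within the counting error, unlike in the section on processing, so values near 0 can be called different. Of 64 values in Table S5, 21 differed and 55 had the same sign, and of 41 values in Tables S1 and S2 for the genes of Fig. 1F,H, 18 differed and 41 had the same sign. With resolution 0.4 fewer than 20 MG-like cells of each library of damaged retinas were left, so this alternative gave values for saline and clodronate+saline alone. The alternative that keeps the cluster with markers of MG and of another class was chosen after seeing the values, and with it 16 of the 39 differing values of these tables no longer differ: *MAPKAPK2*, *EGFR*, *GRB2*, *TGIF1*, *RXRA*, *BF1*, *CRABP1*, *FABP7*, *GLUL* and *NFIC* for saline minus clodronate+saline, *ERBB2*, *EGFR*, *TUBA1A* and *WNT4* for NMDA minus clodronate+NMDA, *EGFR* and *RARA* for saline minus NMDA, while 6 that had not differed do.

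For NMDA minus clodronate+NMDA in Table S5, the value was 0.95 for *FGFR1* (the paper's 0.628), and it differed under every alternative set beforehand that gave a value. It was 0.61 for *SPRY2* (the paper's 0.397) and 0.023 for *ERBB2* (the paper's -0.026), not different with MG-like cells picked by a marker score per cell and different under the other alternatives. It was -0.028 for *EGFR* (the paper's 0.170), not different with a mitochondrial limit of 10% and MG-like cells picked by a marker score per cell and different under the other alternatives. It was 0.23 for *RARA* (the paper's 0.123), not different with no upper limit on genes per cell, MG-like cells picked by a marker score per cell and each cell weighted alike and different under the other alternatives.

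For saline minus clodronate+saline in Table S5, the value was -0.034 for *EGFR* (the paper's -0.380) and 0.069 for *ADAM9* (the paper's -0.047), and each differed under every alternative set beforehand that gave a value. It was 0.023 for *MAPKAPK2* (the paper's -0.029) and -0.026 for *TGIF1* (the paper's 0.021), not different with MG-like cells picked by a marker score per cell and different under the other alternatives. It was -0.26 for *RXRA* (the paper's -0.411), not different with the background subtracted and different under the other alternatives. It was -0.0061 for *GRB2* (the paper's 0.054), not different with a mitochondrial limit of 10%, MG-like cells picked by a marker score per cell, scaling by the median of ratios, each cell weighted alike and the background subtracted and different under the other alternatives.

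For saline minus NMDA in Table S5, the value was -0.24 for *FGFR1* (the paper's 0.031) and -2.99 for *TGFB2* (the paper's -2.74), and each differed under every alternative set beforehand that gave a value. It was 0.82 for *FGF12* (the paper's 0.609), -0.61 for *MAPKAPK2* (the paper's -0.350), -1.93 for *HBEGF* (the paper's -1.75) and -0.083 for *RXRG* (the paper's 0.030), not different with MG-like cells picked by a marker score per cell and different under the other alternatives. It was 0.62 for *CYP26A1* (the paper's 0.510), not different with each cell weighted alike and different under the other alternatives. It was 0.0009 for *EGFR* (the paper's -0.267), not different with a mitochondrial limit of 10% and different under the other alternatives. It was -1.02 for *SPRY2* (the paper's -0.829), not different with MG-like cells picked by a marker score per cell and scaling by the median of ratios and different under the other alternatives. It was -0.16 for *RARA* (the paper's -0.053), not different with no upper limit on genes per cell, a mitochondrial limit of 10%, the reported genes kept for clustering, MG-like cells picked by a marker score per cell, scaling by the median of ratios and each cell weighted alike and different under the other alternatives.

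Among the genes of Fig. 1F, for saline minus clodronate+saline in Table S1, the value was -0.86 for *FABP5* (the paper's -0.600), -0.97 for *MIF* (the paper's -0.764) and 3.19 for *WIF1* (the paper's 2.96), and each differed under every alternative set beforehand that gave a value. It was -0.99 for *BF1* (the paper's -0.834), -0.99 for *FABP7* (the paper's -0.849), 0.34 for *GLUL* (the paper's 0.388) and -0.41 for *NFIC* (the paper's -0.563), not different with MG-like cells picked by a marker score per cell and different under the other alternatives. It was 0.73 for *CA2* (the paper's 0.784), not different with MG-like cells picked by a marker score per cell and the background subtracted and different under the other alternatives. It was 0.52 for *CRABP1* (the paper's 0.680), not different with MG-like cells picked by a marker score per cell and scaling by the median of ratios and different under the other alternatives.

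Among the genes of Fig. 1H, for NMDA minus clodronate+NMDA in Table S2, the value was 0.34 for *CD44* (the paper's 0.634), -0.74 for *ID4* (the paper's -1.02) and 0.67 for *TIMP2* (the paper's 0.464), and each differed under every alternative set beforehand that gave a value. It was 2.48 for *IGFBP4* (the paper's 2.12) and 2.36 for *WNT6* (the paper's 2.14), not different with MG-like cells picked by a marker score per cell and different under the other alternatives. It was 1.12 for *ADCYAP1* (the paper's 0.768) and -0.33 for *PTN* (the paper's -0.535), not different with no upper limit on genes per cell and different under the other alternatives. It was 2.85 for *WNT4* (the paper's 2.66), not different with a mitochondrial limit of 10% and MG-like cells picked by a marker score per cell and different under the other alternatives. It was -1.10 for *TUBA1A* (the paper's -0.999), not different with no upper limit on genes per cell, a mitochondrial limit of 10%, doublets left out, the reported genes kept for clustering, scaling by the median of ratios and each cell weighted alike and different under the other alternatives.

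Numbers of cells were read from Fig. 1A, where the paper gives about 15000 cells for clodronate+saline and about 11000 for clodronate+NMDA (Fig. 1A, read by eye). Here 9329 and 5781 passed the filter. A number is called different when the larger is more than 1.5 times the smaller: by that rule the values do not differ with no filter (11434 and 8050 barcodes, both below the paper's), nor for clodronate+saline at a mitochondrial limit of 10%, and differ with no upper limit on genes per cell and with doublets left out. For MG, the paper shows about 1500 cells of clodronate+saline, about 950 of NMDA and about 1000 of clodronate+NMDA (Fig. 1C, read by eye), against 433, 220 and 172 MG-like cells. The NMDA number does not differ with no upper limit on genes per cell or with MG-like cells picked by a marker score per cell, and the other numbers differ under every alternative. Ligand-receptor scores in Table S6 were set beside those computed per library for 70 pairs and groups: 69 were higher here and 1 lower, with a median of 0.845 against the paper's 0.574, and a Spearman correlation across pairs, which are not independent, of 0.53. The paper analyzed MG of each treatment group, and it does not give the matrix mean behind its scores, so the scales need not be the same.

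Some results differ from statements in the paper. Most of those statements rest on a test over cells with Bonferroni correction or on enriched terms, while the intervals here hold counting error alone. Fig. 1H shows *TIMP3* as lower in damaged retinas without microglia, and here its log2 ratio was 1.00 (0.74 to 1.26); with MG-like cells picked by a marker score per cell it was lower (-0.50), and 19 of the 20 measured genes of that group were lower. The same panel shows *SIX3* as higher, and here it had -0.21 (-0.40 to -0.03), or 0.011 with the marker score, while 6 of the 7 genes shown as higher were higher. The text and Fig. S1 name *BIN1* and *RABEP1* as exceptions that responded to the loss of microglia, the latter as raised in damaged retinas, and their ratios here were -0.38 (-1.18 to 0.38) and -0.04 (-0.46 to 0.36). The other genes of Fig. S1 are described as absent, low or unaffected, and here *SORL1* had 1.39 (0.62 to 2.19) and *SPPL2A* 0.48 (0.11 to 0.84), while the other measured genes had intervals that hold 0. The text counts far fewer higher than lower genes in damaged retinas without microglia, while its Table S2 lists 574 as higher and 378 as lower at an adjusted p below 0.01; the sentence with the counts states no threshold. Glycolysis is named as a raised module of damaged retinas without microglia, and the list fixed here had 11 of 18 genes lower, with a median of -0.05 (-0.13 to 0.09) that cannot be told from 0, though *LDHA* was higher (0.66, 0.57 to 0.75). Neuronal differentiation is named as a lowered module there, and here 4 of 5 proneural genes were higher, with a median of 0.63 (-0.20 to 1.56) that cannot be told from 0, and *SOX4* lower (-0.74, -1.04 to -0.45). Both modules are terms enriched among the genes the paper found changed, not medians over a list. The lists here are not those terms, so these values do not contradict them. *FGF1* is stated to be unaffected by the loss of microglia after NMDA, and had 2.01 (0.45 to 3.83); the paper's Table S5 also gives it as higher without microglia there. *MAPKAPK3* is stated to be both raised and unaffected there, and had 2.45 (1.42 to 3.62). MAPK-related factors are stated to be not significantly affected in undamaged retinas, and Table S5 gives *SPRY2* as slightly lower there without microglia. Here *SPRY2* (-0.20, -0.36 to -0.05) and *MAPK4* (-0.41, -0.67 to -0.15), for which Table S5 lists *MAPK6* instead, were lower by more than the counting error. The intervals of the other Fig. 4A genes with a ratio hold 0, and no correction was made for the number of genes. For *TGFBI* the paper states a change that was not significant in damaged retinas without microglia, and the ratio here was -0.90 (-1.44 to -0.38).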

Other observations

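The test on genes chosen in clodronate-treated retinas was chosen only after the result was seen, as were most of the single genes named. Interferon genes are switched on by type I interferon, which cells release when they sense foreign or misplaced nucleic acid. In undamaged retinas without microglia, *IFI6* had 2 UMIs in MG-like cells of saline and 581 in clodronate+saline, and *OASL* 9 and 681. Both genes had been seen at the top of the paper's tables when the interferon list was drawn up. In other cells of clodronate+saline the median of the list was 1.25 in bipolar-like, 1.63 in amacrine-like, 3.45 in retinal ganglion-like and 1.19 in oligodendrocyte- or NIRG-like cells, but 0.41 (0.20 to 1.30) in cone-like and 0.31 (-0.21 to 0.77) in horizontal-like cells, within the range of random lists. In damaged retinas the medians were -0.33 in bipolar-like, 0.11 (-0.10 to 0.38) in amacrine-like, -0.10 (-0.67 to 0.10) in cone-like, -0.10 (-0.61 to 0.34) in horizontal-like and 0.77 (-0.29 to 1.62) in retinal ganglion-like cells. The interferon list was already higher after NMDA alone in some classes: 0.93 (0.73 to 1.47) in bipolar-like, 0.63 (0.51 to 1.10) in amacrine-like and 0.36 (0.13 to 1.04) in cone-like cells. In MG-like cells it was 0.14 (-0.46 to 0.32). A low median in damaged retinas therefore does not mean that these genes were low in those cells. MHC class I genes carry peptides to the cell surface, and all 7 measured in MG-like cells were higher in undamaged retinas without microglia, but their median was 0.29 (-0.24 to 0.75) in damaged retinas, where *B2M*, for the light chain, had -0.29 (-0.65 to 0.06). After NMDA alone they were lower in MG-like cells (-0.97, -1.42 to -0.75). In bipolar-like and amacrine-like cells the list had 1.99 and 2.37 in undamaged and -1.37 and -0.54 in damaged retinas without microglia, and 2.07 and 1.08 after NMDA alone. Cluster 11 held 433 amacrine-like cells of NMDA and 6 of saline, so amacrine-like values after NMDA alone compare in part different clusters.

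Metallothioneins bind zinc and copper. In MG-like cells, a list of metallothionein and hypoxia genes had a median of 0.45 (0.22 to 0.69) without microglia in undamaged and -0.12 (-0.29 to 0.10) in damaged retinas, with 185 UMIs of *MT3* in saline and 982 in clodronate+saline and *DDIT4*, a stress gene, at 1.86 (1.78 to 1.94) in undamaged retinas. Heat shock genes had -0.12 (-0.27 to -0.02) and -0.38 (-0.43 to -0.20), and were higher after NMDA (0.70, 0.61 to 0.87). Immediate early genes respond within minutes to many stimuli, and had 0.39 (0.24 to 0.53) and -0.24 (-0.40 to 0.10), with *FOSL2* at -2.28 (-3.25 to -1.44) and *NR4A3* at 2.21 (1.87 to 2.57) in damaged retinas. In other cells of undamaged retinas their median was -0.26 in bipolar-like, -0.31 in amacrine-like, -0.21 in horizontal-like, -0.20 (-0.40 to 0.07) in retinal ganglion-like and -2.15 in oligodendrocyte- or NIRG-like cells, but 0.41 in cone-like and 0.20 (-0.14 to 0.83) in rod-like cells. Cholesterol synthesis genes had -0.35 (-0.72 to -0.10) in undamaged retinas without microglia, where *HMGCS1*, for an early enzyme, had -1.31 (-1.75 to -0.91), and 0.16 (-0.13 to 0.35) in damaged retinas. Of the S and G2/M phase genes, the DNA helicase subunits *MCM4* and *MCM5* had 13 and 15 UMIs in NMDA and 45 and 46 in clodronate+NMDA. Genes that Fig. 1E,G names beyond those of its dot plots had -0.05 (-0.12 to 0.05) and 0.10 (-0.02 to 0.33).

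Markers of other classes in MG-like cells are transcripts that MG should lack. Rod markers had a median of -1.19 (-1.52 to -0.95) in clodronate+saline over saline and -0.62 (-1.39 to -0.12) in clodronate+NMDA over NMDA, cone markers -0.56 and -0.57, bipolar markers 0.21 and 0.16, amacrine markers 0.11 and -0.63, horizontal cell markers -0.23 and -1.06 and retinal ganglion cell markers 0.25 and 0.10. Under some alternatives the sign reversed for rod, cone and microglia markers in undamaged and for amacrine and cone markers in damaged retinas. Markers of MG themselves had -0.34 (-0.41 to -0.29) and 0.26 (0.17 to 0.40). Those of oligodendrocytes or non-astrocytic inner retinal glia had 0.01 and -0.45, but 3.22 (2.59 to 3.92) after NMDA, where *PDGFRA*, a receptor of glial progenitors, had 3 UMIs in saline and 79 in NMDA. The 3 microglia markers with enough UMIs had -0.38 (-0.62 to -0.03) and 0.28 (-0.13 to 0.90). Hemoglobin made 147 UMIs of *HBA1* in MG-like cells of NMDA and 0 in clodronate+NMDA, and the erythrocyte list a median of 5.35 (4.57 to 6.66) after NMDA. Too few genes were measured for a median of the lymphocyte, vascular and pigment epithelium lists in clodronate+NMDA over NMDA, and no gene of the W chromosome list had enough UMIs in any comparison.

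A hypothesis, that MG respond less to NMDA when microglia are absent, was set against the ratios without a statistical test. The MG-like cells of saline and NMDA were split at random into equal parts, genes at least 4-fold higher or lower after NMDA were chosen in the first part, and their ratio in the other part was compared with clodronate+NMDA over clodronate+saline. The 236 genes higher after NMDA had a median log2 ratio of 3.09 in the other part and 1.59 in clodronate-treated retinas, which is 51.6% of it. Of them, 221 had the same direction and 222 (94.1%) a smaller ratio. The 294 genes lower after NMDA had -2.60 and -1.43, or 55%, with 280 in the same direction and 271 (92.2%) smaller. Genes chosen in these libraries are expected to have smaller ratios elsewhere from the choice alone. When genes were chosen instead in a part of the clodronate-treated cells, the percentages were 90.6% for 91 genes higher after NMDA, 59 of them with a smaller ratio with clodronate, and 92.9% for 127 lower, 68 of them smaller. The size of the difference thus depends on which libraries the genes were chosen in, and what is left may equally reflect a difference between birds or in the strength of the lesion, since each condition has a single library.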
